# Engineering extracellular vesicles by three‐dimensional dynamic culture of human mesenchymal stem cells

**DOI:** 10.1002/jev2.12235

**Published:** 2022-06-18

**Authors:** Xuegang Yuan, Li Sun, Richard Jeske, Dingani Nkosi, Sara B. York, Yuan Liu, Samuel C. Grant, David G. Meckes, Yan Li

**Keywords:** human mesenchymal stem cells, extracellular vesicles, exosome, 3D aggregation, rejuvenation, immunomodulation, biomanufacturing

## Abstract

Human mesenchymal stem cell (hMSC) derived extracellular vesicles (EVs) have shown therapeutic potential in recent studies. However, the corresponding therapeutic components are largely unknown, and scale‐up production of hMSC EVs is a major challenge for translational applications. In the current study, hMSCs were grown as 3D aggregates under wave motion to promote EV secretion. Results demonstrate that 3D hMSC aggregates promote activation of the endosomal sorting complexes required for transport (ESCRT)‐dependent and ‐independent pathways. mRNA sequencing revealed global transcriptome alterations for 3D hMSC aggregates. Compared to 2D‐hMSC‐EVs, the quantity of 3D‐hMSC‐EVs was enhanced significantly (by 2‐fold), with smaller sizes, higher miR‐21 and miR‐22 expression, and an altered protein cargo (e.g., upregulation of cytokines and anti‐inflammatory factors) uncovered by proteomics analysis, possibly due to altered EV biogenesis. Functionally, 3D‐hMSC‐EVs rejuvenated senescent stem cells and exhibited enhanced immunomodulatory potentials. In summary, this study provides a promising strategy for scalable production of high‐quality EVs from hMSCs with enhanced therapeutic potential.

## 1 INTRODUCTION

Human mesenchymal stem/stromal cells (hMSCs) derived from various tissue sources are widely acknowledged as a promising candidate for stem‐cell therapy in stroke, Alzheimer's disease multiple sclerosis, myocardiac disease, graft‐versus‐host disease, infectious diseases and others (Yin et al., 2019). Despite their multilineage differentiation potential, hMSCs exert therapeutic effects via their secretome and paracrine factors (Yin et al., 2019). Within the MSC secretome, extracellular vesicles (EVs) are of great interest, as recent results have shown their therapeutic potential in multiple disease models (Wiklander et al., 2019). EVs are defined as small (a size of 20–500 nm), membrane‐enclosed particles released from cells that play an essential role in intercellular communication due to their capacity to transfer membrane constituents and cargoes of cytosolic proteins, lipids, metabolites and genetic materials (e.g., microRNAs) (Deng et al., 2018; Jeppesen et al., 2019; Liu et al., 2018; van Niel et al., 2018; Zhang et al., 2019). The internal payload and membrane composition of hMSC EVs may have therapeutic benefits in treating neurodegeneration. (Gyorgy et al., 2015; Jarmalavičiūtė & Pivoriūnas, 2016; Osorio‐Querejeta et al., 2018; Riazifar et al., 2017; Wiklander et al., 2019). hMSC EVs also have been reported to promote tissue regeneration in ischemic diseases and exert anti‐aging effects by reducing cellular oxidative stress (Baek et al., 2019; Branscome et al., 2019; Ha et al., 2016; Keshtkar et al., 2018; Riazifar et al., 2017; Zhang et al., 2019). Preclinical studies have shown that EVs derived from hMSCs reduce oxidative stress, ameliorate inflammation, and promote oligodendrocyte formation and re‐myelination in an experimental autoimmune encephalomyelitis (EAE) model of demyelination for multiple sclerosis (Laso‐Garcia, 2018; Osorio‐Querejeta et al., 2018). In preclinical ischemic stroke, hMSC EVs promoted an anti‐inflammatory and anti‐apoptosis response as well as angiogenesis at the lesion site, showing a considerably decreased infarct volume and improved motor functions (Kim et al., 2020; Xin et al., 2013; Zhang et al., 2019). In an Alzheimer's disease model, better cognitive behaviour and lower Aβ plaque load in the hippocampus were observed in hMSC EV‐treated mice (Cone et al., 2021; Elia et al., 2019). While these results demonstrated the potential for hMSC EVs in treating various neurological disorders, the correlations between parental cell transcriptome and hMSC EV cargo profiles of proteins, microRNAs, or metabolites, and neurological regeneration capacity have not been elucidated fully with respect to in vitro culture conditions.

It has been reported that the hMSC EV properties can be mediated by the microenvironment and in vitro conditions, such as hypoxia or hydrodynamic culture in bioreactors (Patel et al., 2017; Patel et al., 2018). In particular, 3D aggregation, as a preconditioning strategy, is expected to promote hMSC EV production with beneficial cargo profile compared to 2D culture. For instance, HSP90 and EpCAM expression were highly promoted in the secreted EVs of 3D cancer organoids compared to 2D generated EVs (Eguchi et al., 2018), and the 3D EVs better reflected the characteristics of in vivo exosomes, a subpopulation of EVs with a size range of 30–200 nm (Villasante et al., 2016). The cargo profiles of EVs from 3D cortical spheroids derived from human induced pluripotent stem cells (hiPSCs) have been reported to reflect lineage‐specific developmental stages of stem cell differentiation in previous studies (Marzano et al., 2019; Marzano et al., 2021). Moreover, recent studies provide strong evidence that 3D aggregate culture induces drastic changes in hMSC homeostasis, characterized by enhanced glycolysis, activation of autophagy, and anti‐senescence property, retention of the primitive phenotype of hMSCs in vitro (Bijonowski et al., 2020; Bijonowski et al., 2020; Liu et al., 2017; Sart et al., 2014; Yuan et al., 2019; Yuan et al., 2019). In particular, the secretome of 3D hMSC aggregates exhibited enhanced expression of cytokines associated with immunosuppression and anti‐apoptosis compared to 2D culture (Bartosh et al., 2010; Sart et al., 2014). While 3D aggregation of hMSCs has attracted growing interest to enhance therapeutic outcomes (Sart et al., 2014), the properties of EVs secreted by 3D hMSC aggregates have not been well investigated. As EVs carry a majority of cellular characteristics of the parental cells, it is hypothesized that EVs from 3D hMSC aggregates may exhibit characteristics for better therapeutic benefits.

In this study, characteristics of hMSC EVs derived from 3D aggregates (3D‐hMSC‐EVs) and 2D planer culture (2D‐hMSC‐EVs) were investigated thoroughly. Bone marrow derived hMSCs were aggregated spontaneously in a miniaturized dynamic wave‐motion bioreactor, as reported in our previous study (Tsai et al., 2017). hMSC‐EVs were isolated and characterized for yield, size distribution, EV markers, protein cargo and miRNA cargo. Moreover, various in vitro functional assays were performed, including the anti‐aging effects of 3D EVs on adult stem cells with replicative senescence, the immunomodulatory effects of 3D EVs on macrophage polarization, and the inhibition of T cell proliferation, as well as an in vitro wound healing model. To reveal the possible relevant pathways, global transcriptome of 2D and 3D hMSCs was examined by mRNA sequencing along with the proteomics analysis of the EV protein cargo. These analyses provide correlations between the parental cell transcriptome with secreted EV protein cargo as well as the functional outcomes of the EV‐recipient cells. Together, these results indicate that 3D aggregation of hMSCs significantly enhances the secretion of EVs compared to 2D adherent culture. The secreted 3D‐hMSC‐EVs may possess enhanced therapeutic potentials compared with 2D EVs, likely due to the cargo differences. The enhanced EV properties with respect to immunomodulation and regulatory homeostasis are beneficial for treating neurological disorders potentially by promoting the secretion of neuroprotective factors and suppressing inflammatory response, in a way similar to brain pericytes (Crisan et al., 2008). The existence of similarities between hMSCs and brain pericytes alludes to the presence of hMSCs in adult brain (Crisan et al., 2008; da Silva Meirelles et al., 2006). Moreover, the scalable bioreactor culture approach enables scale‐up processes for biomanufacturing of hMSC EVs for future clinical applications.

## 2 RESULTS

### 2.1 Global transcriptome analysis of 3D aggregated hMSCs

Figure 1 illustrates the miniaturized Wave Bioreactor and experimental procedures of 3D hMSC cultures for the generation of 3D‐hMSC‐EVs in comparison to 2D hMSC cultures (Figure 1a and b). Generally, 3D dynamic culture generated a large amount of hMSC aggregates with relatively narrow size distribution (Figure 1c). The dynamic culture of Wave Motion Bioreactor also promoted the expression of stemness genes *Oct4, Sox2* and *Nanog* in hMSCs as well as increased their colony forming unit‐fibroblasts (CFU‐F) activity, reflecting a more primitive phenotype compared to 2D culture (Figure 1d and e). Although cell‐cell and cell‐matrix interactions exist in 3D aggregation culture, it is the stress response to cellular re‐organization and metabolic reconfiguration that maintain the primitive and quiescent phenotype of hMSCs based on our previous studies (Bijonowski et al., 2020; Liu et al., 2017; Liu et al., 2019). In addition, the 3D aggregated hMSCs demonstrated lineage‐specific differentiation ability (Figure S1).

**FIGURE 1:**
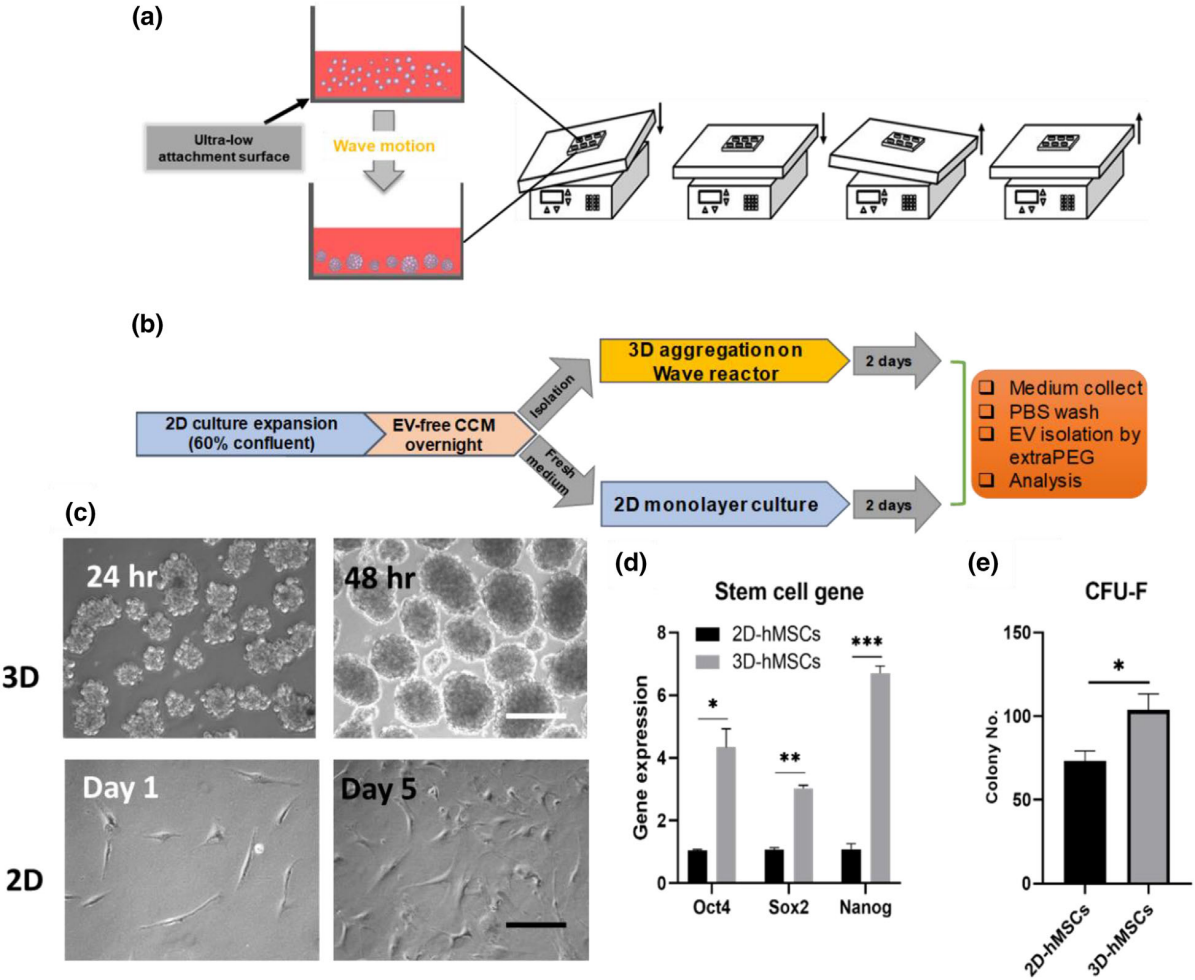
Culture conditions for 2D and 3D hMSCs to promote EV secretion. (a) Illustration of 3D dynamic culture of hMSCs to form cell aggregates using a miniaturized wave bioreactor. (b) Schematic illustration of procedures from initial 2D expansion of hMSCs to the medium collection of 2D and 3D cultures and isolation of 2D‐hMSC‐EVs and 3D‐hMSC‐EVs. (c) Representative images of 3D hMSC aggregates and 2D culture of hMSCs. Scale bar: 200 μm (white), 50 μm (black). (d) Stem cell gene expression and (e) Colony forming unit‐fibroblast (CFU‐F) colony number from 2D or dynamic 3D culture of hMSCs in EV‐depleted complete culture medium (CCM). *n* = 3. *P < 0.05; **P < 0.01; ***P < 0.001

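Human mesenchymal stem cells (hMSCs) are adherent stromal cells that can form bone, cartilage and fat cells. They were grown attached to plastic in 2D or, from passages 4 to 7, as free-floating aggregates in 3D, with 100000 cells per well in 2 mL of medium on a platform rocking 20 times per minute at an angle of 8°. Polyadenylated RNA was sequenced from 18 libraries, of which 3 were bone marrow (BM) hMSCs in 2D and 3 BM hMSCs in 3D. The other 12 came from hMSCs of 3 donors and are called the donor set here, with 2 libraries per donor and culture. The paper gives umbilical cord as the tissue of the donor set, whereas the sample labels give bone marrow, and the conflict was not resolved. For 3D culture the paper gives times of 18 to 72 h and the labels 48 h, which lies within that range.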

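The authors deposited whole-number read counts per gene, not normalized, for all 18 libraries. The submitters' processing notes name the genome build hg38, and the aligner and the counting program are not given in the sources used here. Reads counted in genes numbered 14909854 to 41365399 (median 32915102) per library in BM 2D, 30100193 to 35178215 (median 32725835) in BM 3D, 18059057 to 36050027 (median 21760033) in donor set 2D and 21320319 to 83209669 (median 35285686) in donor set 3D. Following the filters in the methods, genes with fewer than 10 counts in total and the 10% with the lowest variance were left out, which left 15921 genes for BM and 17325 for the donor set. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in place of the DESeq2 used in the paper. For the donor set, the 2 libraries of a donor and culture were summed, and donor was a block, so that the 3 donors are the replicates. DEGs had an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, and in gene lists a gene is called higher or lower at an adjusted p under 0.05 alone. Levels are CPM, the unit of the paper's log2 CPM, after TMM, as mean ± SD over libraries. The tests, the rule for the genes named and 58 gene lists were fixed before the data were examined. The paper states in general that experiments were done at least 3 times in triplicate, and neither it nor the labels say whether the 3 BM libraries per culture came from separate cultures, so p-values measure the spread between these libraries, which may be technical. On simulated counts with 200 changed genes, the BM test recovered 63 of 100 genes changed by 1.5 on the log2 scale and 100 of 100 changed by 3, with 78 false calls among the 15585 genes of that simulation. The donor set test recovered 87 of 100 at 1.5 and 100 of 100 at 3, with 47 false calls among 16907. In both simulations the false calls were a larger share of all calls than 0.05, the limit set by the adjusted p.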

Transcriptome analysis of 2D and 3D bone marrow hMSCs with triplicate libraries (total 6; Figure 2, data file S1 and S2) as well as umbilical cord (UC) hMSCs from different donors, that is, six libraries for 2D (Donor‐2D) and six for 3D (Donor‐3D) (total 12; Figure S1), was performed using next‐generation sequencing of mRNA. 

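The 3D and 2D libraries of BM hMSCs lay apart on the first principal component, which held 66.8% of the variance of log2 CPM over 15921 genes. The 2D libraries had scores of -68.5, -113 and -63.6 and the 3D libraries of 80.0, 81.1 and 83.9 on that component. The second component held 22.9% and set 2D replicate 2, at -85.4, apart from 2D replicates 1 and 3, at 44.6 and 68.4. Interferon-stimulated genes differed between the same 2D libraries. ISG15, a ubiquitin-like protein induced by interferon that lies on chromosome 1 of hg38 from 1001138 to 1014540, had 403, 5.64 and 1063 CPM in 2D replicates 1, 2 and 3 and 23.5, 41.5 and 62.7 CPM in the 3D replicates, scaled over all 18 libraries. MX1, an antiviral GTPase, had 507, 15.6 and 1298 CPM in the 2D replicates and 6.59, 17.6 and 31.2 in the 3D replicates. The smallest distance between a 2D and a 3D library was 166 and the largest distance between libraries of the same culture was 163, in units of log2 CPM over all genes, the latter involving 2D replicate 2. Across 10988 genes, which are not independent replicates, the difference of 2D replicate 2 from 2D replicates 1 and 3 correlated with the GC content of the transcripts at r = -0.79. The median difference (log2) was 0.78 for genes at or below 41.7% GC and -1.59 for genes at or above 57.1% GC. The distances carry no p-value, because 3 libraries against 3 cannot give an exact permutation p under 0.1.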

Principal component analysis (PCA) shows a significant separation between 3D and 2D conditions, and the replicates generally exhibit a tight cluster for each group (Figure 2a). Differences between 3D and 2D conditions were not affected by different donors of hMSCs as shown in a separate PCA plot (Figure S2). 

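In the donor set, the 3D effect had the same sign in all 3 donors for 12902 of the 17325 genes tested (74.5%), where chance gives 25% for independent signs, and it differed between donors for some genes. The effect rose with the GC content of the transcripts in each donor, at r = 0.57, 0.58 and 0.65 across genes. A shared trend of that kind by itself makes signs agree. NOX4, a NADPH oxidase that makes hydrogen peroxide, had log2 differences between 3D and 2D of 1.23, 2.00 and -1.90 in donors 1, 2 and 3 (adjusted p = 7.15e-04 for the interaction of donor and culture, from edgeR). SERPINF1, a secreted inhibitor of blood vessel growth, had differences of 2.35, 4.21 and -0.13 (adjusted p = 0.00176), and GAS1, a membrane protein of growth-arrested cells, of 0.17, 0.35 and -3.40 (adjusted p = 0.00361 from the same test). NEGR1, a neuronal cell adhesion molecule, was lower in 3D in each donor, with differences of -2.57, -2.01 and -5.52 (adjusted p = 0.00167 from the same test). In all, 397 of 17325 genes had a 3D effect that differed between donors at an adjusted p under 0.05. Neither the paper nor the labels say whether the 2 libraries per donor and culture came from separate cultures. Differences between cultures of 1 donor may therefore enter that count. In the principal component analysis over 17325 genes, the first component held 64.2% of the variance and separated the 6 3D libraries, at 93.0 to 107, from the 6 2D libraries, at -121 to -74.8. On the second component, with 9.01%, the libraries of donor 3 in both cultures lay at -65.4 to -41.3 and those of donors 1 and 2 at 13.2 to 34.4. The interaction test rests on 2 libraries per donor and culture, and the count was 152 and 117 without donor 1 2D replicates 1 and 2, 100 and 103 without donor 1 3D replicates 1 and 2, 66 and 60 without donor 2 2D replicates 1 and 2, and 231 and 194 without donor 2 3D replicates 1 and 2. It was 1972 and 1646 without donor 3 3D replicates 1 and 2. The paper states, with reference to a PCA plot of these libraries, that the donor did not affect the difference between the cultures.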

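Across the 3 donors, genes of cell division were among the most strongly lowered in 3D. The 10 lower genes with the largest changes were CEP55, DLGAP5, ANLN, NUF2, SULT1E1, NEK2, KIF20A, SHISA3, NDC80 and PBK, at log2 fold changes of -7.16 to -6.66. Of these, CEP55, DLGAP5, ANLN, NUF2, NEK2, KIF20A, NDC80 and PBK act in mitosis or cytokinesis. KIF20A, a kinesin of the central spindle on chromosome 5 of hg38 from 138178719 to 138187715, had a log2 fold change of -6.79, standard error 0.47, adjusted p = 1.72e-04 from edgeR, with the donors as replicates. The 10 higher genes with the largest changes were IL36RN, WDR86, TNFRSF18, SMIM32, NKD1, BEAN1, AREG, LAMC3, NOTUM and WNT11, of which IL36RN had 0 counts in 2D and the others had log2 fold changes of 6.43 to 7.65. NKD1 and NOTUM encode feedback antagonists of Wnt signalling, WNT11 a Wnt ligand and AREG a ligand of the EGF receptor. NKD1 had a log2 fold change of 6.74, standard error 0.40, adjusted p = 1.59e-04 from edgeR. After removal of a smooth trend on GC content from each library, chosen after seeing the data, the log2 fold changes of WDR86, TNFRSF18, SMIM32 and NOTUM were 5.00, 4.40, 4.46 and 4.33. IL36RN did not pass with DESeq2 (adjusted p = 0.0739).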

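In the donor set, 7319 of 17325 genes were DEGs between 3D and 2D, 4180 higher and 3139 lower. The changes in BM and in the donor set, which share no library, went mostly the same way. Of 14200 genes tested in both, 75.7% had the same sign, and the log2 fold changes correlated across genes at Pearson's r = 0.59 and Spearman's rho = 0.61, genes not being independent replicates. DEGs higher in both sets numbered 1019, against 500.2 for independent lists, and those lower in both 1061, against 337. DEGs higher in BM and lower in the donor set numbered 35, against 361, and the reverse 63, against 466. Without BM 2D replicate 2, chosen after seeing the data, 66.4% of 13810 genes had the same sign, and the DEGs with opposite directions numbered 52 and 201. The 3D effect itself differed between the sets for 4801 of 18370 genes at an adjusted p under 0.05 from edgeR. That test measures the spread between libraries of the same source (BM or 1 donor) and culture, not the spread between donors. Its p-values therefore concern these sources and do not extend to other donors. CAMK2N1, an inhibitor of calmodulin-dependent kinase II, had a 3D effect (log2) of 4.90 in BM and -0.27 in the donor set (adjusted p of the difference = 1.86e-08 from edgeR), and PDPN, the mucin-type membrane protein podoplanin, of 6.44 in BM and 0.67 in the donor set (adjusted p = 3.87e-08 from the same test). PDE1C, a cyclic nucleotide phosphodiesterase, had effects of -2.83 in BM and 3.15 in the donor set (adjusted p = 3.87e-08), and the neurotrophic factor NDNF of -2.78 in BM and 3.60 in the donor set (adjusted p = 1.50e-07 from the same test). The number that differed was 2581, 7880 and 2985 without BM 2D replicates 1, 2 and 3 in turn, 2893 without donor 1, and 2735 after removal of the same GC trend. The donor set log2 fold change rose with the GC content of the transcripts, at r = 0.61 across 10866 genes, with a median of -0.95 at or below 41.7% GC and of 1.63 at or above 56.8% GC. After that correction, 4129 genes were DEGs in the donor set, 3011 of them among the 7319, and 613 of the 7319 had the opposite sign. Scaling by library size alone moved the median log2 fold change of genes with at least 1 CPM from -0.17 to 0.012, and the share of higher DEGs from 57.1% to 65.3%.

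**Figure D1:**
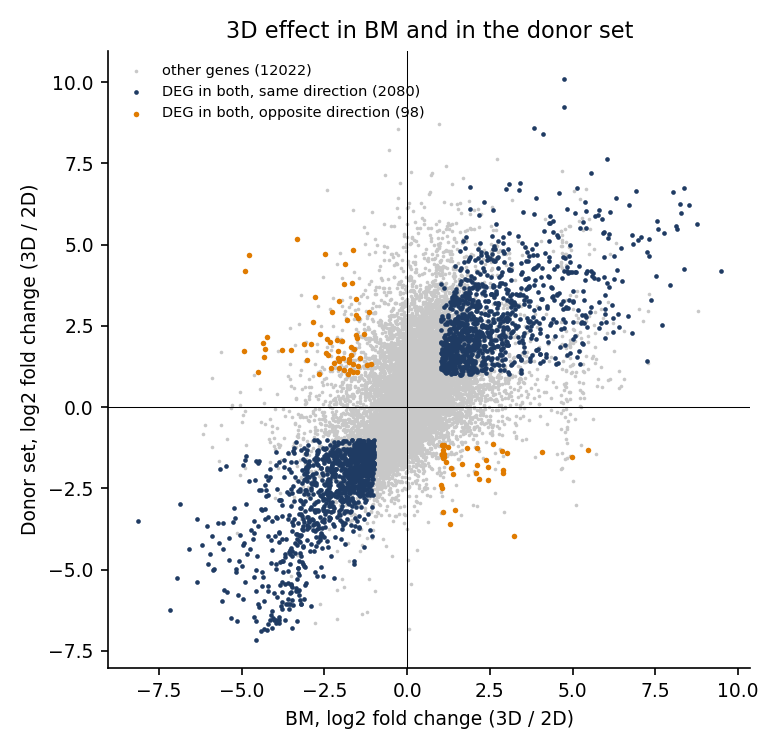
Log2 fold change between 3D and 2D in the donor set (y axis) against that in BM (x axis), with 1 point for each of the 14200 genes tested in both sets. DEGs with the same direction in both sets are drawn in dark colour (1019 higher in the upper right and 1061 lower in the lower left), and DEGs with opposite directions in orange (35 and 63).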

Compared to 2D conditions, 3D culture induces significant transcriptome alterations for hMSCs from different tissue source and donors. 

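After TMM scaling, more genes rose than fell so far that every 3D library lay beyond every 2D library. SPP1 (osteopontin), a bone matrix protein and cytokine, had 1.27 to 2.18 CPM in the 2D libraries and 237 to 266 CPM in the 3D libraries. IBSP (bone sialoprotein), another protein of mineralized matrix, had 0.0662 to 0.555 and 16.6 to 30.3 CPM. KRT18, a keratin of simple epithelia, had 224 to 387 CPM in 2D and 10.9 to 11.9 CPM in 3D. In all, 4468 genes of 15921 had every 3D value above every 2D value and 3549 had every 3D value below, 50.4% together, where chance gives 10% for 3 libraries against 3. These counts were made with TMM scaling only, and among DEGs the more numerous direction depended on the method. Genes with a count numbered 16994 to 18550 per 2D library and 18863 to 20875 per 3D library.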

The heatmap of differentially expressed genes (DEGs) also shows significant differences between 3D and 2D hMSCs (Figure 2b). 

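Secreted factors and matrix enzymes were among the DEGs between 3D and 2D BM hMSCs. STC1 (stanniocalcin 1), a secreted glycoprotein, had 6.34 ± 0.899 CPM in 2D and 219.5 ± 5.67 CPM in 3D (SD, n = 3), a log2 fold change of 5.11 (standard error 0.28, adjusted p = 2.17e-05 from edgeR). CSF3, the granulocyte colony-stimulating factor, had 0.0521 ± 0.0236 CPM in 2D and 3.20 ± 2.04 CPM in 3D (SD, n = 3, log2 fold change 5.96, standard error 0.72, adjusted p = 3.97e-04 from edgeR). LOX (lysyl oxidase), which cross-links collagen, had 2247 ± 773 CPM in 2D and 152 ± 57.1 CPM in 3D (SD, n = 3, log2 fold change -3.89, standard error 0.40, adjusted p = 1.77e-04 from edgeR). At an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, 3629 of 15921 genes were DEGs. The median standard error of a log2 fold change over all tested genes was 0.38. The number of DEGs was 2403, 2193 and 2343 without 3D replicates 1, 2 and 3 in turn, and 2298 of 12507 genes when at least 10 counts were required in every library.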

Volcano plots show a total of 3109 DEGs (*P* value < 0.05, Log2 fold change > 1.0) between 3D and 2D conditions (Figure 2c). 

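In BM hMSCs, 1882 DEGs were higher and 1747 lower in 3D, and which of them were more numerous depended on the method. The higher and lower DEGs numbered 1878 and 1971 with DESeq2, 1837 and 1859 with upper quartile factors, 989 and 1309 with at least 10 counts in every library and 2125 and 1566 with library sizes alone. The median log2 fold change was 2.13 for the higher and -1.98 for the lower DEGs. Changes beyond 2 numbered 1028 higher and 866 lower, and changes beyond 4 numbered 341 and 161. At a mean of 10 CPM or more in the culture with the higher level, there were 810 higher and 1028 lower DEGs. SQSTM1 (p62), an adaptor of selective autophagy, rose from 228 ± 101 to 1587 ± 162 CPM (SD, n = 3, log2 fold change 2.80, standard error 0.38, adjusted p = 8.07e-04 from edgeR). LDHA, the lactate dehydrogenase of glycolysis, fell from 2404 ± 574 to 811 ± 35.7 CPM (SD, n = 3, log2 fold change -1.57, standard error 0.27, adjusted p = 0.00276 from edgeR).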

The upregulated DEGs and the downregulated DEGs were comparable (i.e., DEG distribution and the expression levels) for 3D‐ versus 2D‐hMSCs. 

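Of the genes with a mean of at least 1 CPM and groups that did not overlap, the 10 higher ones with the largest log2 fold changes in BM were LINC02392, C2CD4A, IL24, SMIM32, MMP9, C2CD4B, CXCR4, NTN1, GPR84 and SLC16A6. CXCR4, the receptor of the chemokine CXCL12, rose from 0.0384 ± 0.0341 to 14.3 ± 1.90 CPM (SD, n = 3, log2 fold change 8.16, standard error 0.49, adjusted p = 2.17e-05 from edgeR). IL24, a cytokine of the IL-10 family, had 0.0524 ± 0.0646 CPM in 2D and 25.8 ± 6.37 CPM in 3D (SD, n = 3, log2 fold change 8.50, standard error 0.58, adjusted p = 2.98e-05 from edgeR). NTN1 (netrin 1), a secreted guidance cue, had a log2 fold change of 7.94 (standard error 0.46, adjusted p = 2.17e-05 from edgeR), and SLC16A6, a monocarboxylate transporter, of 7.56 (standard error 0.31, adjusted p = 1.39e-05 from edgeR). C2CD4A and C2CD4B, whose log2 fold changes were 8.77 and 8.23, are close paralogs and may share reads. The long non-coding RNA LINC02392 had 0 counts in the 2D libraries and 288 in the 3D libraries, at least 87.4-fold higher in 3D against a floor of 3 counts over the 2D group. SMIM32 had 3 counts in 2D and 1293 in 3D, a depth-adjusted ratio of 392 with a 95% counting interval of 134 to 1904, and GPR84, a receptor of fatty acids, had 3 counts in 2D and 738 in 3D, a depth-adjusted ratio of 224 with a 95% counting interval of 76.3 to 1088, which covers counting error only.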

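The 10 lower genes with the largest log2 fold changes were JPH2, PLCE1-AS1, ANKRD1, ACTC1, MARCH4, FLJ30901, CTGF, B3GALT2, LMOD1 and KRT7. ANKRD1 and CTGF, which are targets of the co-activator YAP, fell from 171 ± 127 to 1.37 ± 0.528 CPM (log2 fold change -6.95, standard error 0.68, adjusted p = 1.31e-04 from edgeR) and from 3056 ± 652 to 41.8 ± 10.4 CPM (log2 fold change -6.19, standard error 0.36, adjusted p = 2.17e-05 from edgeR), each as SD with n = 3. CTGF lies on chromosome 6 of hg38 from 131948176 to 131951373. Genes of contractile muscle were in the same group. JPH2 (junctophilin 2) had a log2 fold change of -8.15, standard error 0.59, adjusted p = 3.88e-05 from edgeR, ACTC1 (cardiac actin) a log2 fold change of -6.37, standard error 0.52, adjusted p = 5.57e-05 from edgeR, and LMOD1 (leiomodin 1) a log2 fold change of -6.03, standard error 0.30, adjusted p = 1.83e-05 from edgeR. ACTC1 may share reads with the other actins. KRT7, a keratin of simple epithelia, had 70.2 ± 25.1 CPM in 2D and 1.13 ± 0.350 CPM in 3D (SD, n = 3, log2 fold change -5.95, standard error 0.43, adjusted p = 3.89e-05 from edgeR). PLCE1-AS1 had 150 counts in 2D and 1 in 3D, a depth-adjusted ratio of 2D to 3D of 165 with a 95% counting interval of 29.1 to 6553, and it overlaps PLCE1 on the opposite strand, whose reads cannot be told apart where counting ignored strand.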

The top 20 genes that are upregulated or downregulated DEGs are listed in Table S1. Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway analysis shows DEG‐enriched pathways by comparing 3D to 2D hMSCs (Table 1). 

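Genes of MAPK and Wnt signalling changed in both directions in 3D BM hMSCs, and genes of mitosis fell. DUSP4 and DUSP6 are phosphatases that switch off the MAP kinases ERK1 and ERK2 and are themselves induced by ERK. DUSP4 rose from 19.7 ± 3.36 to 254 ± 35.7 CPM (SD, n = 3, log2 fold change 3.68, standard error 0.28, adjusted p = 4.41e-05 from edgeR) and DUSP6 from 21.0 ± 4.53 to 135 ± 2.82 CPM (SD, n = 3, log2 fold change 2.69, standard error 0.27, adjusted p = 1.34e-04 from edgeR). In the Ras pathway, the adaptor SHC2 had a log2 fold change of 6.48 (standard error 0.52, adjusted p = 5.57e-05 from edgeR), and the scaffold KSR1, which brings RAF, MEK and ERK together, had a log2 fold change of 2.04 (standard error 0.32, adjusted p = 0.00178 from edgeR). NKD1, which blocks Wnt signalling as a negative feedback, had a log2 fold change of 5.13 (standard error 0.47, adjusted p = 9.54e-05 from edgeR), and the non-canonical ligand WNT5A a log2 fold change of 2.95 (standard error 0.27, adjusted p = 9.55e-05 from edgeR), while the secreted Wnt antagonist DKK1 fell from 126 ± 5.38 to 5.48 ± 1.36 CPM (SD, n = 3, log2 fold change -4.53, standard error 0.30, adjusted p = 2.98e-05 from edgeR). Of 62 MAPK pathway genes tested, 13 were higher and 8 lower, or 13 and 8 adjusted over the list alone, with a median log2 fold change of 0.19 (camera adjusted p = 0.554). Among 41 Ras pathway genes tested, the median log2 fold change was -0.24 (camera adjusted p = 0.744), and 6 were higher and 6 lower (7 and 6 adjusted over the list alone). The 57 Wnt pathway genes tested had a median log2 fold change of 0.15 (camera adjusted p = 0.131), with 20 higher and 11 lower, and 21 and 14 adjusted over the list alone. The number of MAPK pathway genes past the test was 13, 46, 13 and 13 without 2D replicate 1, 2D replicate 2, 3D replicate 1 and 3D replicate 2 in turn, and 38 after removal of the GC trend (chosen after seeing the data). The number of Ras pathway genes past the test was 25, 7, 6 and 6 without 2D replicate 2, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn, and 25 after removal of the GC trend.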

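Genes of cell division fell strongly. KIF20A fell from 53.4 ± 5.25 to 3.14 ± 0.434 CPM (SD, n = 3, log2 fold change -4.09, standard error 0.28, adjusted p = 3.14e-05 from edgeR). The proliferation marker MKI67 had a log2 fold change of -4.05 (standard error 0.27, adjusted p = 2.98e-05 from edgeR) and CCNB1 (cyclin B1), which drives entry into mitosis, a log2 fold change of -3.13 (standard error 0.25, adjusted p = 5.45e-05 from edgeR). Of 45 mitosis and G2/M genes tested, 0 were higher and 41 lower, or 0 and 43 adjusted over the list alone, with a median log2 fold change of -3.56 (camera adjusted p = 1.51e-54, and adjusted p = 0.00719 with an estimated correlation). More apoptosis genes were higher than lower, and as a list they did not pass camera. BCL2L11 (BIM) and PMAIP1 (NOXA), which promote apoptosis, had log2 fold changes of 2.89 and 2.86 (standard errors 0.30 and 0.37, adjusted p = 1.64e-04 and 6.14e-04 from edgeR). BIRC5 (survivin), an inhibitor of apoptosis that also acts in mitosis, had a log2 fold change of -3.66 (standard error 0.34, adjusted p = 9.89e-05 from edgeR). Among 37 apoptosis genes tested, the median log2 fold change was 0.43 (camera adjusted p = 0.0851), and 10 were higher and 2 lower (11 and 2 adjusted over the list alone). The number of apoptosis genes past the test was 7, 26, 7 and 7 without 2D replicate 1, 2D replicate 2, 3D replicate 1 and 3D replicate 2 in turn. The apoptosis list passed camera without 2D replicate 3 (adjusted p = 0.0277), without 3D replicate 3 (adjusted p = 0.0422) and with the replicate number as a block (adjusted p = 0.0423).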

KEGG analysis identified the mitogen‐activated protein kinase (MAPK), Ras, Wnt signalling, cell cycle, and apoptosis pathways, implying that 3D dynamic culture systematically alters the hMSC transcriptome.

**FIGURE 2:**
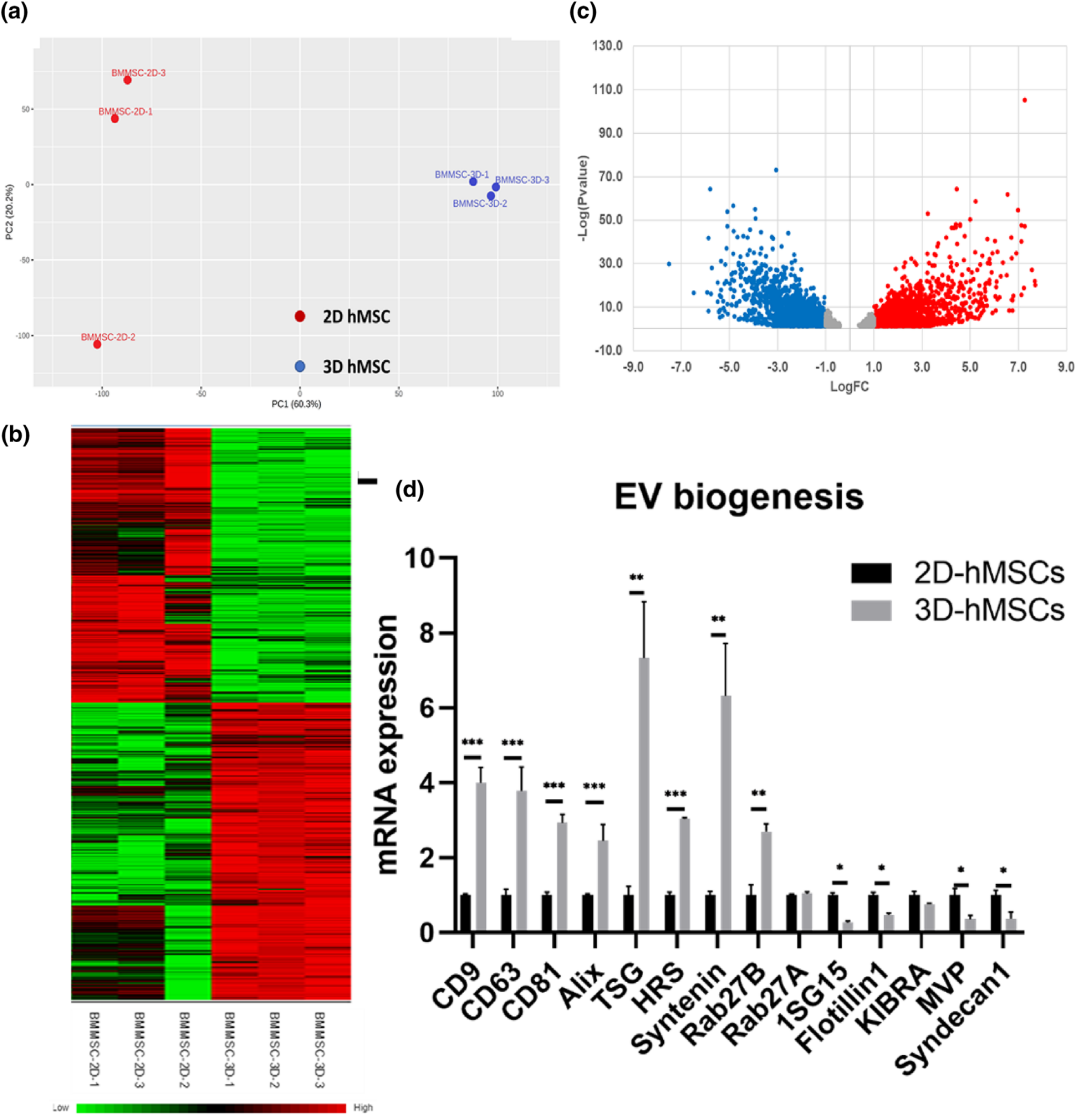
mRNA sequencing of 2D vs. 3D hMSCs and EV biogenesis marker expression. (a) Principal component analysis (PCA) plots of different culture conditions (2D and 3D) in triplicate. (b) Heatmap of differentially expressed genes (DEGs) from mRNA sequencing. (c) Volcano plots illustrate the number of significant DEGs (3D/2D). Red colour symbols indicate the upregulated DEGs and blue symbols indicate the downregulated DEGs. (d) Genes involved in EV biogenesis and secretion pathways in hMSCs determined by qRT‐PCR. *n* = 3. *P < 0.05; **P < 0.01; ***P < 0.001

**TABLE 1:** The top 20 enriched KEGG pathways from DEGs between 3D and 2D hMSCs based on RNA‐seq

Pathway	Hits	P value	FDR
Pathways in cancer	114	3.32E‐06	0.00105
Focal adhesion	51	1.86E‐05	0.00198
Hippo signalling pathway	42	2.06E‐05	0.00198
Proteoglycans in cancer	51	2.49E‐05	0.00198
MAPK signalling pathway	68	3.71E‐05	0.00208
Pathogenic Escherichia coli infection	20	4.27E‐05	0.00208
Cell cycle	35	4.58E‐05	0.00208
Axon guidance	46	5.90E‐05	0.00218
Cytokine‐cytokine receptor interaction	67	6.16E‐05	0.00218
Basal cell carcinoma	21	0.00012	0.00381
Apoptosis	36	0.000153	0.00444
Breast cancer	38	0.000174	0.00444
Leukocyte transendothelial migration	31	0.000182	0.00444
Ferroptosis	15	0.000259	0.00589
Rap1 signalling pathway	48	0.00039	0.00797
Wnt signalling pathway	39	0.000401	0.00797
Mineral absorption	17	0.000522	0.00977
cGMP‐PKG signalling pathway	40	0.000574	0.0101
Ras signalling pathway	52	0.000611	0.0102
Protein digestion and absorption	25	0.000701	0.0111

Abbreviations: KEGG, Kyoto Encyclopedia of Genes and Genomes; DEG, differentially expressed gene; FDR, permutation‐based false‐discovery rate.

An FDR value is a *P*‐value adjusted for multiple tests (by the Benjamini‐Hochberg procedure).

To understand the global transcriptional change under 3D culture, certain DEGs are identified in the categories of cytoskeleton, extracellular matrix (ECM), cytokine and EV biogenesis (Table 2). 

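Actin and tubulin genes were lower in 3D BM hMSCs, and so were several cadherin genes. ACTA2 (smooth muscle actin), which lies on chromosome 10 of hg38 from 88935074 to 88991339, fell from 934 ± 101 to 39.7 ± 4.99 CPM (SD, n = 3, log2 fold change -4.56, standard error 0.28, adjusted p = 2.18e-05 from edgeR). ACTB, the cytoplasmic actin, fell from 8769.9 ± 374 to 1676 ± 138 CPM (SD, n = 3, log2 fold change -2.39, standard error 0.25, adjusted p = 1.87e-04 from edgeR). The tubulin genes TUBA1B and TUBB2A had log2 fold changes of -3.24 and -2.77 (standard errors 0.26 and 0.28, adjusted p = 5.45e-05 and 1.52e-04 from edgeR). Of 20 actin and tubulin genes tested, 0 were higher and 14 lower, or 1 and 14 adjusted over the list alone, with a median log2 fold change of -1.95 (camera adjusted p = 3.46e-11, and adjusted p = 0.0403 with an estimated correlation). Paralogs within these families may share reads. CDH2 (N-cadherin), the main cadherin of mesenchymal cells, on chromosome 18 of hg38 from 27950966 to 28177446, fell from 229 ± 37.2 to 90.9 ± 21.1 CPM (SD, n = 3, log2 fold change -1.33, standard error 0.27, adjusted p = 0.00718 from edgeR). CDH6 fell from 62.6 ± 14.6 to 12.3 ± 6.80 CPM (SD, n = 3, log2 fold change -2.35, standard error 0.44, adjusted p = 0.00467 from edgeR). CDH1 (E-cadherin) had 5.51 ± 2.36 CPM in 2D and 2.22 ± 0.490 CPM in 3D (SD, n = 3, log2 fold change -1.30, standard error 0.37, adjusted p = 0.0300 from edgeR). CDH18 had 25 counts in 2D and 3 in 3D, a depth-adjusted ratio of 2D to 3D of 9.16 with a 95% counting interval of 2.79 to 47.4. Among 13 cadherin genes tested, the median log2 fold change was -1.17 (camera adjusted p = 0.0511), and 0 were higher and 5 lower (0 and 5 adjusted over the list alone). CDH1 did not pass the test without 2D replicate 1 or 3D replicate 1, 2 or 3 (adjusted p = 0.0573, 0.119, 0.135 and 0.0612) and had a log2 fold change of -0.86 after removal of the GC trend (chosen after seeing the data) without 2D replicate 2. CDH18 did not pass the test without 2D replicate 1 or 3D replicate 1, 2 or 3 (adjusted p = 0.0534, 0.0718, 0.0878 and 0.0522). The number of cadherin genes past the test was 2, 8, 2, 2 and 2 without 2D replicate 1, 2D replicate 2, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn, and 8 after removal of the GC trend. The cadherin list passed camera without 2D replicate 1 or 3 or 3D replicate 1, 2 or 3 (adjusted p = 0.0250 to 0.0462) and with library sizes alone (adjusted p = 0.0408). It also passed camera with the replicate number as a block (adjusted p = 0.0406).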

Cytoskeleton and cadherin proteins are all downregulated, potentially due to changes in cell morphology, reduced cell‐matrix adhesion and reorganized cytoskeletons (Bijonowski et al., 2019; Tsai et al., 2015). Differential expressions of claudins and other gap junction proteins also are associated with cellular re‐organization under dynamic 3D culture. On the other hand, upregulated matrix metalloproteinases imply extensive remodelling of ECM proteins. 

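Claudins seal tight junctions, and connexins and pannexins form channels between cells or to the outside. CLDN10, on chromosome 13 of hg38 from 95433604 to 95579759, rose from 0.0825 ± 0.0439 to 0.829 ± 0.137 CPM (SD, n = 3, log2 fold change 3.46, standard error 0.52, adjusted p = 0.00132 from edgeR), and CLDN14 had a log2 fold change of 2.61 (standard error 0.57, adjusted p = 0.00993 from edgeR). CLDN1 was lower, with 0.876 ± 0.500 CPM in 2D and 0.212 ± 0.0565 CPM in 3D (SD, n = 3, log2 fold change -1.98, standard error 0.55, adjusted p = 0.0266 from edgeR). Among gap junction genes, GJB2 (connexin 26) rose from 1.08 ± 0.609 to 20.3 ± 4.80 CPM (SD, n = 3, log2 fold change 4.29, standard error 0.44, adjusted p = 1.57e-04 from edgeR), PANX2 had a log2 fold change of 2.21 (standard error 0.44, adjusted p = 0.00598 from edgeR) and GJA5 (connexin 40) had a log2 fold change of -3.54 (standard error 0.72, adjusted p = 0.00679 from edgeR). The 12 claudin genes tested had a median log2 fold change of 0.70 (camera adjusted p = 0.461), with 4 higher and 1 lower, and 4 and 1 adjusted over the list alone. Of 12 connexin and pannexin genes tested, 3 were higher and 1 lower, or 3 and 1 adjusted over the list alone, with a median log2 fold change of 0.28 (camera adjusted p = 0.463). CLDN1 did not pass the test without 2D replicate 1 or 3D replicate 1, 2 or 3 (adjusted p = 0.0765, 0.0609, 0.110 and 0.0928) and did not pass with limma-voom (adjusted p = 0.0508). The number of claudin genes past the test was 2 without 2D replicate 1, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn. The number of connexin and pannexin genes past the test was 7 without 2D replicate 2.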

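Matrix metalloproteinases cleave proteins of the extracellular matrix, and TIMPs inhibit them. MMP13 (collagenase 3), on chromosome 11 of hg38 from 102942995 to 102955734, rose from 10.0 ± 1.40 to 1338 ± 748 CPM (SD, n = 3, log2 fold change 7.06, standard error 0.54, adjusted p = 4.41e-05 from edgeR), and MMP1 (interstitial collagenase) rose from 21.5 ± 5.76 to 1466 ± 694 CPM (SD, n = 3, log2 fold change 6.10, standard error 0.49, adjusted p = 5.45e-05 from edgeR). MMP3 (stromelysin 1) had 3.00 ± 0.936 CPM in 2D and 344 ± 240.1 CPM in 3D (SD, n = 3, log2 fold change 6.83, standard error 0.67, adjusted p = 1.31e-04 from edgeR). MMP9 (gelatinase B) had 1 count in 2D and 494 in 3D, a depth-adjusted ratio of 449.6 with a 95% counting interval of 80.3 to 17793, which covers counting error only. Among 18 MMP genes tested, the median log2 fold change was 2.21 (camera adjusted p = 4.09e-07, and adjusted p = 0.0272 with an estimated correlation), and 11 were higher and 0 lower (11 and 0 adjusted over the list alone). Their inhibitors were higher as well, with TIMP1 from 1127 ± 309.5 to 7214 ± 585 CPM (SD, n = 3, log2 fold change 2.68, standard error 0.30, adjusted p = 2.82e-04 from edgeR), and TIMP2 and TIMP3 at log2 fold changes of 0.99 and 1.02 (standard errors 0.23 and 0.25, adjusted p = 0.0138 and 0.0156 from edgeR). The 4 TIMP genes tested had a median log2 fold change of 1.00 (camera adjusted p = 0.0470, and adjusted p = 0.308 with an estimated correlation), with 3 higher and 0 lower, and 3 and 0 adjusted over the list alone. TIMP2 did not pass the test without 2D replicate 1 or 3D replicate 1 or 2 (adjusted p = 0.0582, 0.0572 and 0.0705). TIMP3 did not pass the test without 2D replicate 1 or 3D replicate 1 or 2 (adjusted p = 0.0616, 0.0624 and 0.0794). The number of TIMP genes past the test was 1 without 2D replicate 1, 3D replicate 1 and 3D replicate 2 in turn. The TIMP list did not pass camera without 3D replicate 1 (adjusted p = 0.0564) or 3D replicate 3 (adjusted p = 0.0526), nor with the replicate number as a block (adjusted p = 0.0621).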

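Matrix genes and the integrins that bind matrix went both ways. COL10A1, a network collagen of hypertrophic cartilage, rose from 2.24 ± 1.18 to 84.1 ± 34.1 CPM (SD, n = 3, log2 fold change 5.27, standard error 0.50, adjusted p = 1.10e-04 from edgeR), and COL18A1, a basement membrane collagen, had a log2 fold change of 3.54 (standard error 0.52, adjusted p = 0.00116 from edgeR). COL11A1, a fibrillar collagen, fell from 109 ± 11.8 to 9.20 ± 2.61 CPM (SD, n = 3, log2 fold change -3.56, standard error 0.31, adjusted p = 7.80e-05 from edgeR), and COL12A1, which binds to collagen I fibrils, had a log2 fold change of -2.51 (standard error 0.25, adjusted p = 1.46e-04 from edgeR). ITGA2 and ITGA1, the subunits of collagen receptors, had log2 fold changes of 4.82 and 3.49 (standard errors 0.44 and 0.36, adjusted p = 9.75e-05 and 1.65e-04 from edgeR), while ITGA6, a subunit of laminin receptors, had a log2 fold change of -2.76 (standard error 0.28, adjusted p = 1.43e-04 from edgeR). Of 22 collagen genes tested, 6 were higher and 6 lower, or 8 and 7 adjusted over the list alone, with a median log2 fold change of -0.30 (camera adjusted p = 0.977). The 20 integrin genes tested had a median log2 fold change of -0.31 (camera adjusted p = 0.675), with 5 higher and 1 lower, and 5 and 2 adjusted over the list alone. The number of collagen genes past the test was 20 and 7 without 2D replicate 2 and 3D replicate 2 in turn. The number of integrin genes past the test was 11 without 2D replicate 2.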

The higher levels of *FGF, TGFB, VEGFA* and *IL‐10* chemokines indicate that 3D‐cultured hMSCs may promote the cytokine and chemokine secretion compared to standard 2D cultures. For instance, IL‐10 is a potent anti‐inflammatory and immunosuppression cytokine, which has 3.9‐fold increase in 3D hMSCs. In addition, CXCLs (i.e., CXCL1, 2, 3, 5, 6, 8, 12 and 16) were upregulated in 3D hMSCs (Table S2).

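Growth factor genes changed in both directions, while ligands of the TGF-beta family and interleukins were higher more often than lower. FGF1 (acidic fibroblast growth factor) rose from 22.1 ± 5.17 to 53.8 ± 14.3 CPM (SD, n = 3, log2 fold change 1.29, standard error 0.30, adjusted p = 0.0133 from edgeR) and the intracellular FGF13 from 0.135 ± 0.0620 to 0.879 ± 0.384 CPM (SD, n = 3, log2 fold change 2.82, standard error 0.55, adjusted p = 0.00561 from edgeR), whereas FGF5 fell from 63.7 ± 25.6 to 12.1 ± 2.47 CPM (SD, n = 3, log2 fold change -2.39, standard error 0.36, adjusted p = 0.00126 from edgeR). TGFB3 had a log2 fold change of 2.18 (standard error 0.37, adjusted p = 0.00268 from edgeR), BMP2, a bone-inducing morphogen, a log2 fold change of 7.37 (standard error 0.35, adjusted p = 1.50e-05 from edgeR), and the stress-induced cytokine GDF15 a log2 fold change of 5.34 (standard error 0.38, adjusted p = 3.69e-05 from edgeR). VEGFA, the main growth factor of blood vessels, on chromosome 6 of hg38 from 43770184 to 43786487, rose from 127 ± 42.8 to 739 ± 81.1 CPM (SD, n = 3, log2 fold change 2.54, standard error 0.32, adjusted p = 4.97e-04 from edgeR). PGF (placental growth factor) had a log2 fold change of 3.01 (standard error 0.71, adjusted p = 0.0141 from edgeR), and VEGFC, a lymphatic growth factor, a log2 fold change of -1.18 (standard error 0.23, adjusted p = 0.00551 from edgeR). Among 11 FGF genes tested, the median log2 fold change was 1.16 (camera adjusted p = 0.895), and 2 were higher and 2 lower (4 and 2 adjusted over the list alone). Of 20 TGF-beta family ligand genes tested, 10 were higher and 1 lower, or 11 and 3 adjusted over the list alone, with a median log2 fold change of 1.14 (camera adjusted p = 5.60e-05, and adjusted p = 0.0403 with an estimated correlation). The 12 angiogenic factor genes tested had a median log2 fold change of 0.20 (camera adjusted p = 0.527), with 4 higher and 4 lower, and 5 and 4 adjusted over the list alone. FGF1 did not pass the test without 2D replicate 1 or 3D replicate 2 or 3 (adjusted p = 0.0648, 0.0549 and 0.0724). VEGFC did not pass the test without 3D replicate 2 (adjusted p = 0.0513). The number of FGF genes past the test was 7 without 2D replicate 2. The number of angiogenic factor genes past the test was 5, 5, 4, 4 and 5 without 2D replicate 1, 2D replicate 3, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn.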

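Interleukin genes rose as a group. IL11, which acts through the gp130 receptor, rose from 11.1 ± 1.52 to 1402 ± 548 CPM (SD, n = 3, log2 fold change 6.98, standard error 0.42, adjusted p = 2.17e-05 from edgeR), and LIF, another gp130 cytokine, from 25.8 ± 12.4 to 731 ± 52.5 CPM (SD, n = 3, log2 fold change 4.82, standard error 0.44, adjusted p = 9.88e-05 from edgeR). The inflammatory cytokine gene IL1B had a log2 fold change of 6.24 (standard error 0.37, adjusted p = 2.17e-05 from edgeR), and IL1RN, which encodes an antagonist of the receptor of IL-1, had a log2 fold change of 4.31 (standard error 0.29, adjusted p = 2.98e-05 from edgeR). Among 20 interleukin genes tested, the median log2 fold change was 2.67 (camera adjusted p = 5.83e-13, and adjusted p = 0.00945 with an estimated correlation), and 13 were higher and 1 lower (14 and 1 adjusted over the list alone).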

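IL10 lies on chromosome 1 of hg38 from 206767602 to 206772494 and was barely detected in 2D BM hMSCs. Over the 3 libraries of each culture it had 3 counts in 2D and 226 in 3D, a depth-adjusted ratio of 68.6 with a 95% counting interval of 23.2 to 335, which covers counting error only. Its level was 0.0438 ± 0.0380 CPM in 2D and 2.20 ± 0.538 CPM in 3D (SD, n = 3), with an adjusted p = 2.74e-04 from edgeR.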

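CXC chemokines with the ELR motif, which attract neutrophils, rose strongly in 3D BM hMSCs, whereas CXCL12, which holds blood stem cells in the marrow, fell. CXCL8 (interleukin 8), on chromosome 4 of hg38 from 73740506 to 73743716, rose from 32.0 ± 7.73 to 3285 ± 942 CPM (SD, n = 3, log2 fold change 6.68, standard error 0.39, adjusted p = 2.17e-05 from edgeR). CXCL1, CXCL2 and CXCL3, close paralogs that may share reads, had log2 fold changes of 5.22, 2.90 and 5.59 (standard errors 0.55, 0.29 and 0.62, adjusted p = 1.94e-04, 1.36e-04 and 2.54e-04 from edgeR). CXCL5 had a log2 fold change of 4.75 (standard error 0.80, adjusted p = 0.00251 from edgeR) and CXCL6 a log2 fold change of 4.96 (standard error 0.59, adjusted p = 3.47e-04 from edgeR). CXCL12 fell from 972 ± 160.3 to 155 ± 8.30 CPM (SD, n = 3, log2 fold change -2.65, standard error 0.26, adjusted p = 1.25e-04 from edgeR). CXCL16 had 10.3 ± 6.24 CPM in 2D and 22.4 ± 3.57 CPM in 3D (SD, n = 3) and did not pass the test (log2 fold change 1.11, standard error 0.44, adjusted p = 0.0934 from edgeR). Of 8 CXC chemokine genes of Table S2 tested, 6 were higher and 1 lower, or 7 and 1 adjusted over the list alone, with a median log2 fold change of 4.85 (camera adjusted p = 2.60e-06, and adjusted p = 0.308 with an estimated correlation), the authors having chosen the list on these samples, so that this is not independent evidence. The 13 CXC chemokine genes in all tested had a median log2 fold change of 2.90 (1.60 with the gene at 0 counts in 2D or 3D set at its bound) (camera adjusted p = 2.72e-04, and adjusted p = 0.339 with an estimated correlation), with 7 higher and 1 lower, and 8 and 2 adjusted over the list alone. Among the CC chemokines, CCL20, which attracts T and dendritic cells, had a log2 fold change of 4.91 (standard error 0.51, adjusted p = 1.65e-04 from edgeR), and CCL7, which attracts monocytes, a log2 fold change of 3.34 (standard error 0.43, adjusted p = 5.90e-04 from edgeR). Among 8 CC chemokine genes tested, the median log2 fold change was -0.0027 (camera adjusted p = 0.522), and 2 were higher and 1 lower (2 and 2 adjusted over the list alone). CXCL16 passed the test without 2D replicate 2 or 3 (adjusted p = 0.0146 and 0.0216) and passed with DESeq2, after removal of the GC trend (chosen after seeing the data) and after removal of the GC trend without 2D replicate 2 (adjusted p = 0.0444, 0.0192 and 0.00811). It also passed with the replicate number as a block (adjusted p = 0.0266 from edgeR). 

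**Figure D2:**
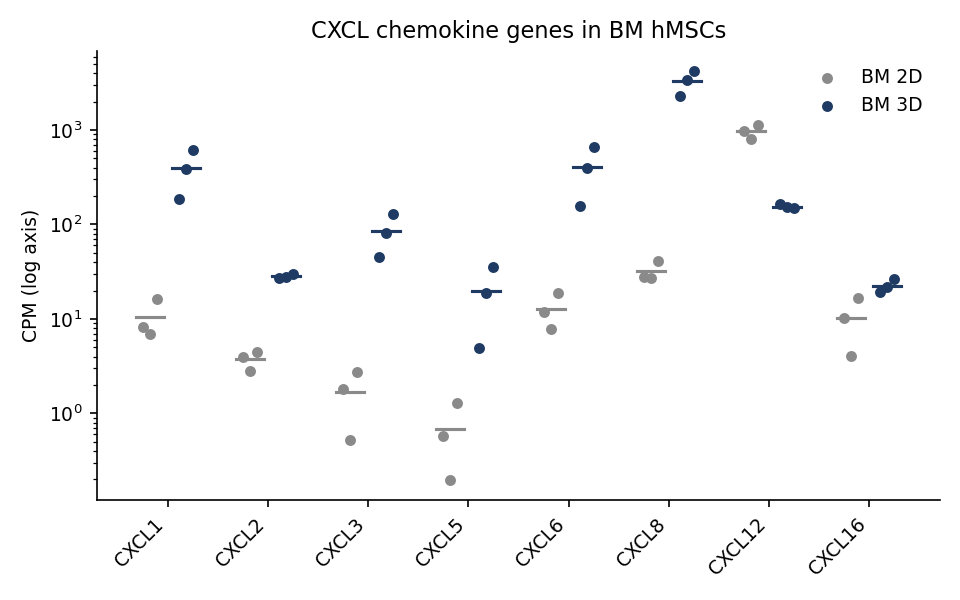
Normalized CPM (log axis) of CXCL1, CXCL2, CXCL3, CXCL5, CXCL6, CXCL8, CXCL12 and CXCL16 in each BM library, with 1 point per library (3 in 2D and 3 in 3D) and a bar at the mean. CXCL8 has a mean of 32.0 CPM in 2D and 3285 in 3D, and CXCL12 of 972 and 155.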

**TABLE 2:** The selected DEGs between 3D and 2D hMSCs from RNA‐seq

Category	Symbols	Name	Log FC	*P* value
Cytoskeleton	TUBA1B	tubulin alpha 1b	−3.24	4.60E‐43
	TUBB2A	tubulin beta 2A class IIa	−2.76	2.77E‐29
	ACTA2	actin alpha 2, smooth muscle	−4.47	4.88E‐27
	ACTC1	actin alpha cardiac muscle 1	−5.93	1.49E‐17
	ACTB	actin beta	−2.41	3.00E‐31
	ACTG1	actin gamma 1	−2.06	2.53E‐16
ECM	CDH1	cadherin 1	−1.33	3.77E‐02
	CDH2	cadherin 2	−1.36	4.98E‐04
	CLDN1	claudin 1	−1.91	7.51E‐03
	CLDN10	claudin 10	3.15	2.36E‐04
	MMP1	matrix metallopeptidase 1	5.62	6.65E‐18
	MMP13	matrix metallopeptidase 13	6.72	2.77E‐33
	MMP3	matrix metallopeptidase 3	5.46	6.02E‐08
	MMP9	matrix metallopeptidase 9	5.92	5.91E‐08
Cytokine	FGF1	fibroblast growth factor 1	1.21	1.36E‐03
	FGF13	fibroblast growth factor 13	2.54	2.78E‐02
	IL10	interleukin 10	3.92	2.38E‐03
	TGFB1	transforming growth factor beta 1	1.64	1.18E‐05
	TGFB2	transforming growth factor beta 2	1.13	8.57E‐04
	VEGFA	vascular endothelial growth factor A	2.51	8.89E‐14
EV biogenesis	RAB27B	RAB27B, member RAS oncogene family	3.37	2.08E‐20
	CD9	CD9 molecule	1.41	6.58E‐03
	SDCBP	syndecan binding protein	0.90	1.62E‐02
	VPS37B	VPS37B subunit of ESCRT‐I	0.75	6.88E‐03
	CHMP4A	charged multivesicular body protein 4A	−0.44	4.28E‐02
	CHMP7	charged multivesicular body protein 7	0.68	6.51E‐05
	CERK	ceramide kinase	1.36	3.14E‐09

*Note*: The numbers are the Log2 values of 3D to 2D hMSCs. Negative values (Green) indicate that the genes are present in higher amounts in the 2D group, while positive values (Red) indicate that the genes are present in higher amounts in the 3D group. DEG: differentially expressed gene.

Understanding hMSC secretome and EV biogenesis mechanisms are of significant interest due to the great potential of hMSC EVs as therapeutic delivery systems. Several key components in endosomal sorting complexes required for transport (ESCRT)‐dependent, ESCRT‐independent and ceramide pathways are upregulated in 3D hMSCs (Table 2). 

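Endosomal sorting complexes (ESCRT) pinch off vesicles into multivesicular bodies, and tetraspanins and ceramide act in the routes that need no ESCRT. CHMP1B, a component of ESCRT-III, had 109 ± 8.36 CPM in 2D and 244 ± 52.9 CPM in 3D (SD, n = 3, log2 fold change 1.17, standard error 0.26, adjusted p = 0.0103 from edgeR). The tetraspanin CD9, on chromosome 12 of hg38 from 6199715 to 6238271, rose from 43.0 ± 10.6 to 123 ± 26.4 CPM (SD, n = 3, log2 fold change 1.52, standard error 0.29, adjusted p = 0.00482 from edgeR), and TSPAN6 rose from 31.2 ± 1.39 to 116 ± 8.54 CPM (SD, n = 3, log2 fold change 1.90, standard error 0.23, adjusted p = 4.28e-04 from edgeR), whereas TSPAN18 fell from 10.5 ± 4.36 to 0.471 ± 0.124 CPM (SD, n = 3, log2 fold change -4.48, standard error 0.45, adjusted p = 1.49e-04 from edgeR). In ceramide metabolism, CERK, which phosphorylates ceramide, had a log2 fold change of 1.39 (standard error 0.28, adjusted p = 0.00606 from edgeR), and ASAH1 (acid ceramidase), which breaks it down, a log2 fold change of 1.18 (standard error 0.23, adjusted p = 0.00596 from edgeR). SGMS2 and UGCG, which use up ceramide to make sphingomyelin and glucosylceramide, had log2 fold changes of -2.77 and -1.42 (standard errors 0.42 and 0.27, adjusted p = 0.00148 and 0.00429 from edgeR). Among 27 ESCRT genes tested, the median log2 fold change was 0.071 (camera adjusted p = 0.895), and 1 was higher and 0 lower (1 and 0 adjusted over the list alone). Of 22 tetraspanin genes tested, 8 were higher and 2 lower, or 8 and 2 adjusted over the list alone, with a median log2 fold change of 0.39 (camera adjusted p = 0.101). The 22 ceramide pathway genes tested had a median log2 fold change of 0.74 (camera adjusted p = 0.499), with 6 higher and 3 lower, and 6 and 3 adjusted over the list alone. CHMP1B did not pass the test without 2D replicate 1 or 3D replicate 1 or 2 (adjusted p = 0.0557, 0.0546 and 0.0571). The number of ESCRT genes past the test was 0, 14, 2, 0 and 0 without 2D replicate 1, 2D replicate 2, 2D replicate 3, 3D replicate 1 and 3D replicate 2 in turn, and 2 with DESeq2, 2 with library sizes alone, 2 with the filterByExpr filter and 10 after removal of the GC trend (chosen after seeing the data). With the replicate number as a block it was 2. The number of tetraspanin genes past the test was 18 without 2D replicate 2. The number of ceramide pathway genes past the test was 16, 5, 5 and 5 without 2D replicate 2, 2D replicate 3, 3D replicate 2 and 3D replicate 3 in turn.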

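EV biogenesis genes with a qRT-PCR value in Fig. 2d changed in both directions in the sequencing of BM hMSCs. SDCBP (syntenin 1), which recruits ALIX to budding vesicles, had 186 ± 71.6 CPM in 2D and 369 ± 57.7 CPM in 3D (SD, n = 3, log2 fold change 0.99, standard error 0.31, adjusted p = 0.0457 from edgeR). FLOT1 (flotillin 1), a lipid raft protein, fell from 154 ± 50.2 to 50.8 ± 7.30 CPM (SD, n = 3, log2 fold change -1.61, standard error 0.30, adjusted p = 0.00477 from edgeR), and WWC1 (KIBRA) had a log2 fold change of -3.28 (standard error 0.60, adjusted p = 0.00389 from edgeR). ISG15, which modifies proteins and is induced by interferon, had a log2 fold change of -3.54 (standard error 1.24, adjusted p = 0.0634 from edgeR). The values of RAB27A, MVP, HGS, PDCD6IP (ALIX) and SDC1 (syndecan 1) were log2 fold changes of -0.23, 0.0083, 0.64, -0.55 and 0.47 (adjusted p = 0.612, 0.992, 0.269, 0.162 and 0.344 from edgeR). TSG101, left out by the variance filter, had a log2 fold change of -0.038 (adjusted p = 0.891 from edgeR) without that filter. Of 13 EV genes of Fig. 2d tested, 3 were higher and 2 lower, or 3 and 3 adjusted over the list alone, with a median log2 fold change of 0.020 (camera adjusted p = 0.705), the authors having chosen the list on these samples, so that this is not independent evidence. SDCBP did not pass the test without 2D replicate 1 or 3 or 3D replicate 1, 2 or 3 (adjusted p = 0.0855 to 0.158) and did not pass with RLE size factors, with upper quartile factors and with the filterByExpr filter (adjusted p = 0.0710, 0.0837 and 0.0537). ISG15 passed the test without 2D replicate 2 (adjusted p = 5.54e-05) and passed after removal of the GC trend (chosen after seeing the data) and after removal of the GC trend without 2D replicate 2 (adjusted p = 0.0300 and 9.43e-05). MVP passed the test without 2D replicate 2 (adjusted p = 0.0186), where it was lower in 3D, opposite in sign to the value with all libraries (log2 fold change -0.42) and passed after removal of the GC trend without 2D replicate 2 (adjusted p = 0.0207, log2 fold change -0.37). HGS passed after removal of the GC trend without 2D replicate 2 (adjusted p = 0.0385). PDCD6IP passed after removal of the GC trend without 2D replicate 2 (adjusted p = 0.0158). The number of EV genes of Fig. 2d past the test was 8 without 2D replicate 2.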

EV biogenesis genes differentially expressed as determined by RNA‐Seq were verified by qRT‐PCR for the 3D and 2D hMSCs (Figure 2d). *CD9, CD63* and *CD81* are upregulated significantly in 3D hMSCs (3‐4 fold), contributing to enhanced ESCRT‐independent pathway cargo sorting and EV biogenesis. *Alix, TSG, HRS*, *Syntenin* and *Rab27B* also are upregulated significantly (2.5‐7 fold), facilitating ESCRT‐dependent pathways. For example, Rab27B is a small GTPase family member that facilitates multi‐vesicular body (MVB) fusion with the plasma membrane and exosomal release. Overexpression of *Rab27* increases EV secretion, and knockdown of *Rab27* reduces EV yield (Ostrowski et al., 2010). Another study has shown that 3D EVs of cancer cells have different miRNA and protein cargo from 2D EVs, but did not analyze the EV biogenesis markers (Rocha et al., 2019). Therefore, dynamic 3D aggregate culture alters the EV biogenesis in hMSCs by potentially activating both ESCRT‐dependent and ‐independent pathways.

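Some genes of vesicle transport and release rose in 3D BM hMSCs, and others fell. STX1A (syntaxin 1A), a SNARE protein of membrane fusion, rose from 10.4 ± 3.19 to 69.1 ± 9.31 CPM (SD, n = 3, log2 fold change 2.73, standard error 0.31, adjusted p = 2.94e-04 from edgeR). RAB31, a small GTPase of endosomal transport, had a log2 fold change of 1.85 (standard error 0.25, adjusted p = 6.87e-04 from edgeR), and SYTL4, an effector of RAB27 at the plasma membrane, a log2 fold change of 1.78 (standard error 0.25, adjusted p = 8.64e-04 from edgeR). Of 30 genes of EV secretion (RAB, SNARE, syndecan and syntenin) tested, 7 were higher and 4 lower, or 7 and 5 adjusted over the list alone, with a median log2 fold change of 0.049 (camera adjusted p = 0.392). The number of genes of EV secretion past the test was 6, 19, 6, 6 and 6 without 2D replicate 1, 2D replicate 2, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn. From higher levels of components of these routes in sequencing (Table 2) and in qRT-PCR (Fig. 2d), the paper proposes that 3D aggregate culture alters EV biogenesis through ESCRT-dependent and ESCRT-independent routes.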

The intracellular miRNA profiles were validated by qRT‐PCR on the hMSCs from 2D and 3D cultures (Figure S3). Upregulation was observed for miR‐18a‐5p, miR‐23a‐3p, miR‐29b‐3p, miR‐100‐5p, miR‐125b‐5p, miR‐146a‐5p, miR‐155‐5p, miR‐199a‐3p, miR‐630 and miR‐4454. Down‐regulation was found for miR‐17‐3p, miR‐19a‐3p, miR‐19b‐3p and miR‐328‐3p. These miRNAs regulate various cellular behaviours and signalling pathways (e.g., miR‐155 in activation of Wnt pathway, miR‐29b and miR‐199a in regulating matrix metalloproteinase, and miR‐19a in inhibiting Cyclin D1) (Jeske et al., 2020; Song et al., 2015). Therefore, 3D dynamic aggregate culture altered the intracellular miRNA profile of hMSCs and potentially may impact exosomal cargo packaging. Taken together, the distinct transcriptome characteristics of hMSCs under 3D dynamic culture may influence the EV biogenesis and properties.

### 2.2 3D dynamic culture promotes EV generation from hMSCs

The secreted 2D‐ and 3D‐hMSC‐EVs were characterized by nanoparticle tracking analysis (NTA), Western blot and transmission electronic microscopy (TEM; Figure 3). From NTA, the 3D dynamic aggregation culture results in two‐fold higher numbers of EVs per cell‐base than the 2D monolayer culture at a 2‐day interval (Figure 3a). While average mean size of EVs are comparable (∼180 nm) for 2D‐ and 3D‐hMSC‐EVs, the average mode size of 3D‐hMSC‐EVs is significantly lower than the 2D‐hMSC‐EVs (100 nm vs. 155 nm) (Figure 3b). The mode size is considered as a more accurate representation because vesicle aggregates may affect the value of the mean size. Exosomal markers were evaluated via Western Blot (Figure 3c), showing the expression of positive EV markers Alix, Flotillin‐2, CD81 (higher in 3D‐hMSC‐EVs) and Syntenin (higher in 2D‐hMSC‐EVs), as well as the absence of Calnexin (a negative EV marker). HSC70 expression is weak for both 2D‐ and 3D‐hMSC‐EVs (Figure S4), which also was observed in previously isolated EVs by the ExtraPEG method (Hurwitz et al., 2018; Rider et al., 2016). In particular, the CD63 (a tetraspanin commonly found on the surface of exosomes) expression is much higher in 3D‐hMSC‐EVs than 2D‐hMSC‐EVs (Figure S4). The TEM images verified the presence of exosome‐sized, cup‐shaped vesicles (Figure 3d). Analysis of TEM images confirmed that the 3D‐hMSC‐EVs are significantly smaller compared to 2D‐hMSC‐EVs (55 nm vs. 75 nm, on average) (Figure 3e and f). These results indicate that dynamic 3D aggregation enhances hMSC EV production and enriches the fractions of small EVs (i.e., exosomes), which have been proposed as the major contributor of the therapeutic potential of hMSC EVs (Murphy et al., 2019).

**FIGURE 3:**
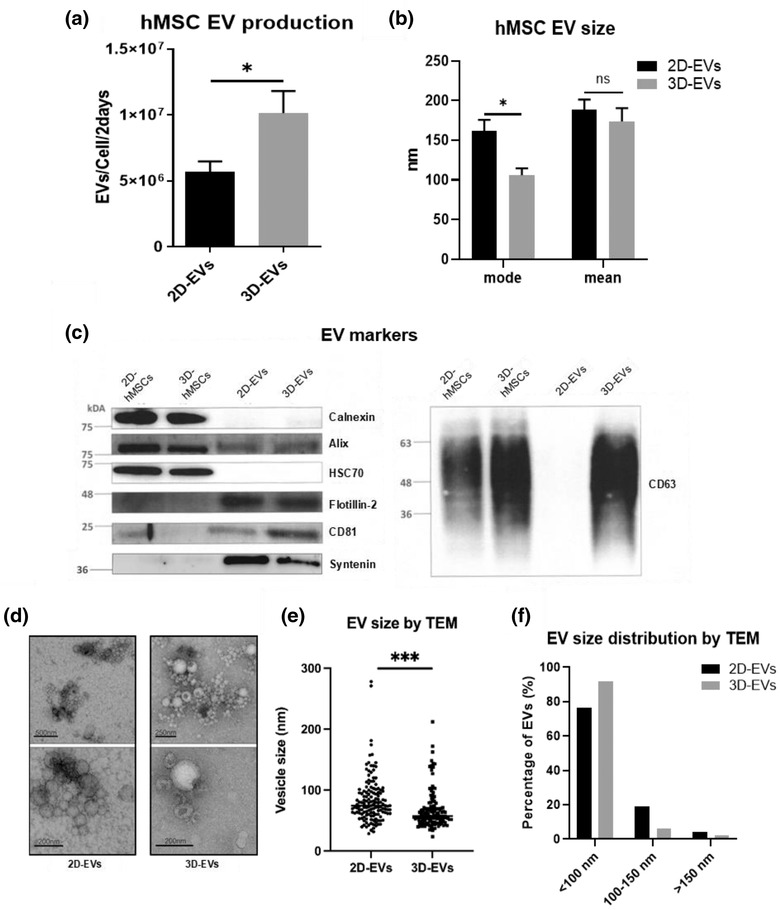
Characterization of hMSC EVs derived from 2D monolayer culture and 3D dynamic culture. (a) EV production from 2D and 3D culture at 2‐day interval determined by nanoparticle tracking analysis (NTA), normalized to cell number at day 2 (*n* = 6). (b) The mean and mode size of EVs (*n* = 6). (c) Positive and negative markers of 2D EVs and 3D EVs as well as corresponding cell lysate determined by Western Blot. (d) Transmission electron microscopy (TEM) images of 2D EVs and 3D EVs. Scale bars are indicated in the images. (e) EV size (*n* = 150) and (f) distribution determined based on TEM images. *P < 0.05; ***P < 0.001. ns: not significant

To confirm the enhanced EV production in dynamic 3D aggregate culture, bone marrow hMSCs from a different donor, at different passages, as well as human adipose‐derived stem cells (ASCs) and UC‐hMSCs were evaluated for 3D EV production (Figures S5 and S6). Consistently for each cell source and tissue origin, significantly higher EV yield (EVs/Cell/2 days) was observed for dynamic 3D aggregate culture compared to the corresponding 2D monolayer culture. The mode size of EVs was also relatively smaller for 3D‐hMSC‐EVs compared to 2D‐hMSC‐EVs.

### 2.3 3D dynamic aggregates promote therapeutically relevant miRNA and protein cargo in EVs

Density gradient isolation was performed via ultracentrifugation, and eleven fractions were collected (Figure 4a and b). Fraction 2 and 3 are usually considered as exosome‐enriched fractions based on the density (Hurwitz & Meckes, 2017). In these results, more EVs in fraction 2 and 3 of 3D‐hMSC‐EVs clearly are observed (Figure 4a). The slightly higher density of fraction 2 EV band in 3D versus 2D conditions implies lighter density and lower amount of protein cargo packing. The EV markers of different fractions of 3D and 2D conditions were confirmed by Western blot (Figure 4b). Caveolin‐1, CD9, CD63 and HSC70 are significantly higher in fractions 2 and 3 of 3D‐hMSC‐EVs than other fractions, which is also higher than the corresponding 2D EVs. The absence of Calnexin in the EVs was confirmed. The total protein amount per 10^8^ EVs is also different between 2D and 3D‐hMSC‐EVs (∼0.12 vs. ∼0.05 μg; Figure 4c), which may be due to the smaller EV size in the 3D group (Figure 3e). miRNA cargo in the isolated 2D and 3D‐hMSC‐EVs was determined by qRT‐PCR (Figure 4d). The expression of miR‐21‐5p, miR‐1246 and miR‐22‐3p increases by 26‐fold, 5.2‐fold and 2.5‐fold, respectively, in 3D‐hMSC‐EVs compared to 2D‐hMSC‐EVs. Downregulation of miR‐124‐3p, miR‐133b, miR‐181c‐5p and miR‐328‐3p in 3D‐hMSC‐EVs is observed. Therefore, dynamic 3D aggregation culture significantly alters the expression of miRNAs with therapeutic relevance.

**FIGURE 4:**
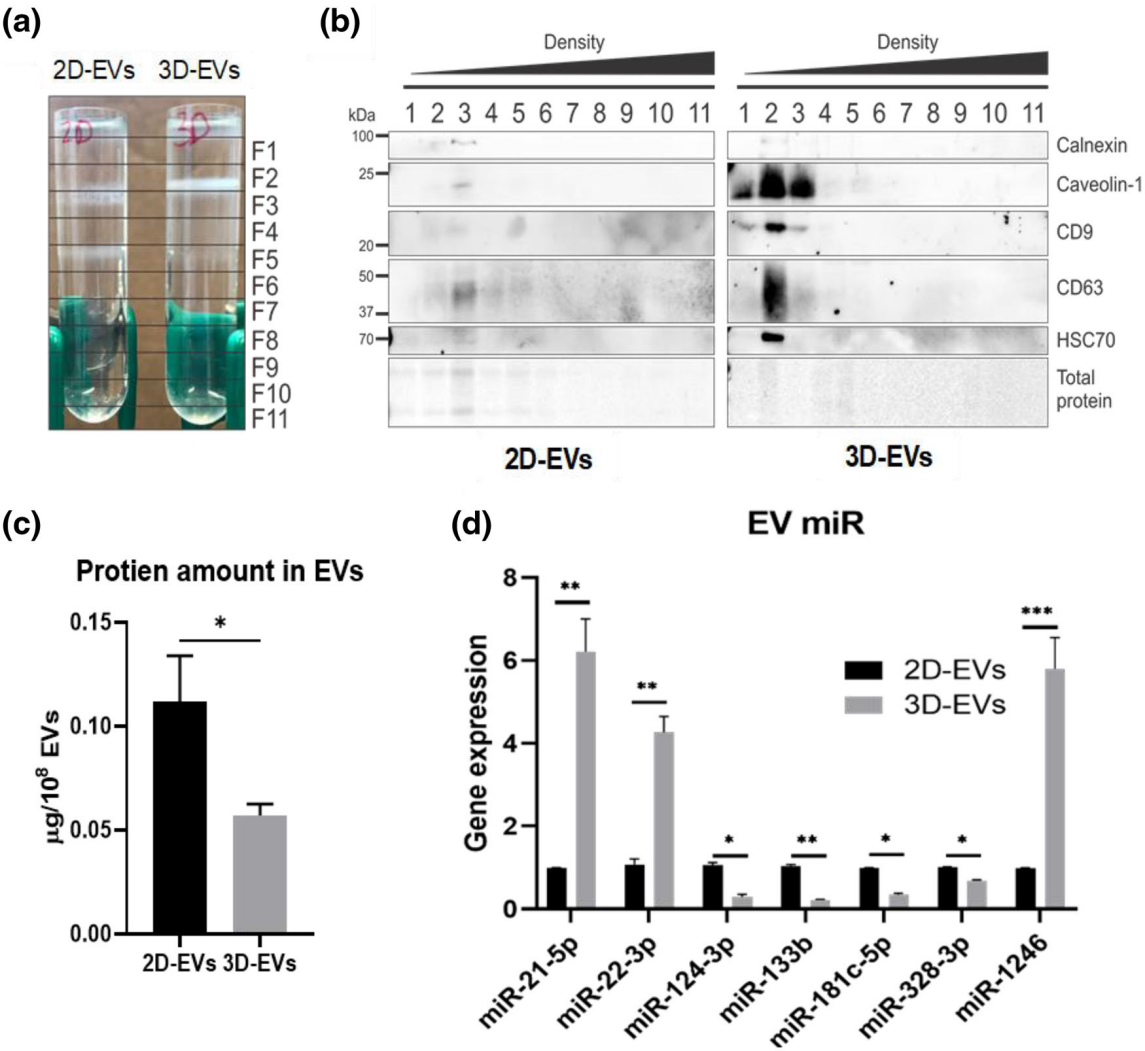
Protein and miRNA contents in EVs are altered by 3D dynamic culture. (a) Density gradient ultracentrifugation demonstrated enrichment of different sub‐populations between 2D‐ and 3D‐hMSC‐EVs. (b) Western blot analysis of EV markers in fractions from (a). (c) Total protein quantification in 2D‐ and 3D‐hMSC‐EVs (*n* = 3). (d) Expression of selected miRNAs in 2D‐ and 3D‐hMSC‐EVs determined by qRT‐PCR (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001

To determine the specific protein cargo in the isolated EVs, proteomics by liquid chromatography with tandem mass spectroscopy (LC‐MS/MS) was performed for 2D‐ and 3D‐hMSC‐EVs (Figure 5). A Venn diagram plot shows a total of 1,254 shared proteins, 102 distinct proteins (7.5% in total proteins identified) for 3D‐hMSC‐EVs, and six distinct proteins for 2D‐hMSC‐EVs (Figure 5a and data file S3). Among the differential expressed proteins (DEPs), 122 (9.7%) are upregulated in 2D‐hMSC‐EVs, and 618 (49.3%) are upregulated in 3D‐hMSC‐EVs. A volcano plot of the proteomics data shows the DEP distribution in the expression levels for 3D‐ versus 2D‐hMSC‐EVs, and more DEPs were upregulated in the 3D‐hMSC‐EV group (Figure 5b). The top DEPs upregulated in 3D‐hMSC‐EVs are shown in data file S4. The top 20 enriched KEGG pathways from all DEPs are shown in Table 3, including focal adhesion, ECM‐receptor interactions, regulation of actin cytoskeleton and the PI3K‐Akt signalling pathway, which are correlated to the 3D aggregate culture system and RNA‐seq data from 3D hMSCs (Table 1). Gene Ontology (GO) annotation also reveals proteins from the extracellular space and matrix (Figure 5c, data files S5 and S6). In addition, pathways related to neurological disorders (e.g., Parkinson disease, Huntington disease, amyotrophic lateral sclerosis and spinocerebellar ataxia) are identified in GO analysis, which indicated potential therapeutic effects of hMSC‐EVs on neurodegenerative diseases

**FIGURE 5:**
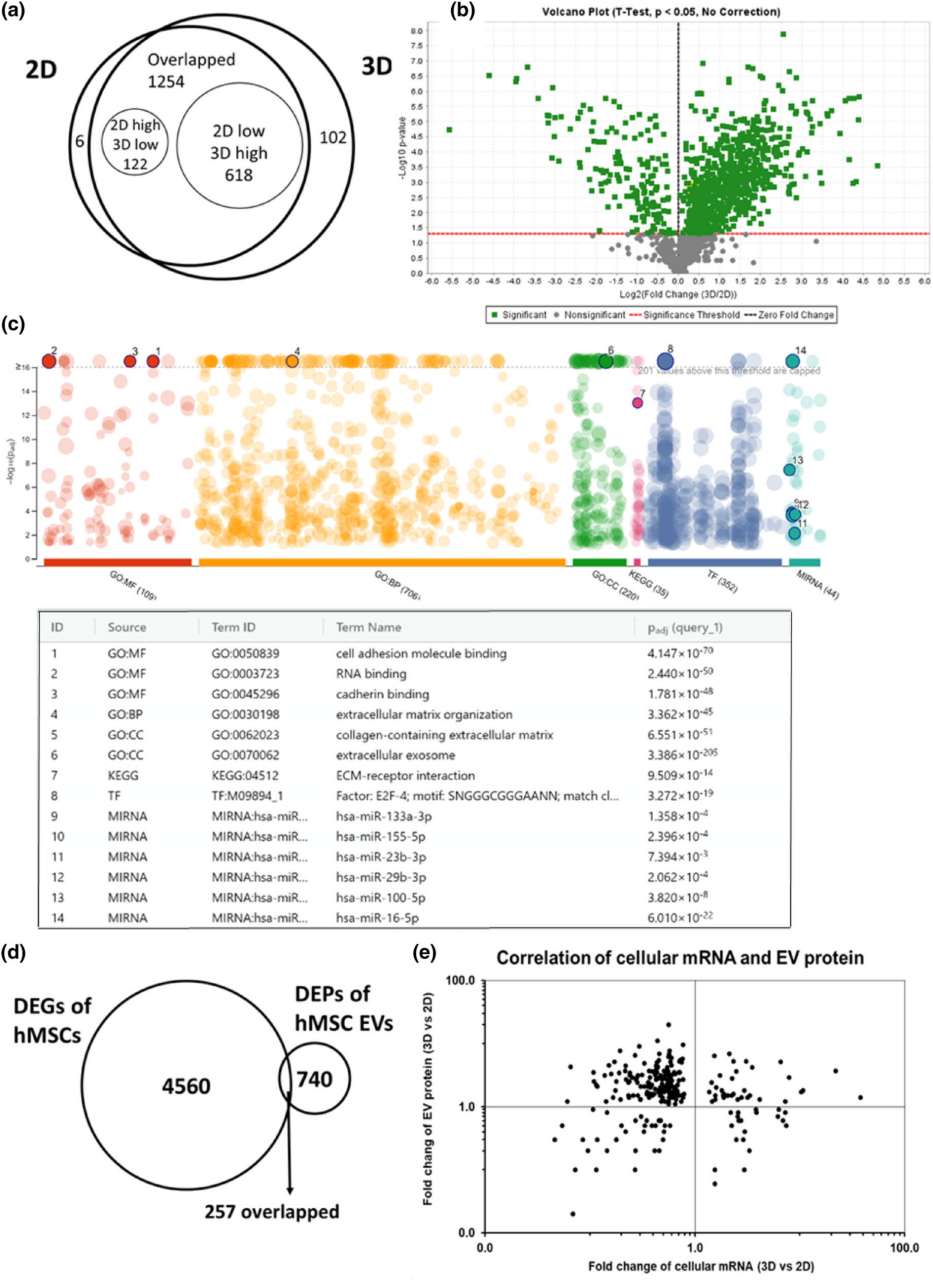
Proteomics analysis for 2D‐ and 3D‐hMSC‐EVs. (a) Venn diagram plot for 2D‐ and 3D‐hMSC‐EV along with differentially expressed proteins (DEPs). (b) Volcano plot of the DEPs, showing more DEPs were upregulated in 3D‐hMSC‐EVs. (c) Gene Ontology (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) analysis on the DEPs by g:Profiler. (d) The analysis to correlate DEGs in parent hMSC transcriptome with DEPs in the secreted hMSC‐EV protein cargo in order to explain the functional outcome of the hMSC‐EV recipient cells. Venn diagram of 4560 differentially expressed genes (DEGs) from hMSC mRNA‐sequencing with 740 DEPs from hMSC EV proteomics data identified 257 overlapped DEGs/DEPs. (e) Plot of fold‐change from 257 overlapped DEGs and DEPs as in (d)

**TABLE 3:** The top 20 enriched KEGG pathways from DEPs between the proteomes of 3D‐hMSC‐EVs and 2D‐hMSC‐EVs

Pathway	ID	*P* value
Ribosome	KEGG:03010	4.26E‐21
Coronavirus disease ‐ COVID‐19	KEGG:05171	9.48E‐20
Proteasome	KEGG:03050	2.03E‐16
Focal adhesion	KEGG:04510	9.23E‐15
ECM‐receptor interaction	KEGG:04512	9.51E‐14
Protein processing in endoplasmic reticulum	KEGG:04141	1.29E‐08
Prion disease	KEGG:05020	3.45E‐08
Proteoglycans in cancer	KEGG:05205	6.18E‐08
Spinocerebellar ataxia	KEGG:05017	5.10E‐07
Salmonella infection	KEGG:05132	6.06E‐07
Phagosome	KEGG:04145	1.20E‐06
Parkinson disease	KEGG:05012	1.91E‐06
Regulation of actin cytoskeleton	KEGG:04810	3.38E‐06
Amoebiasis	KEGG:05146	7.78E‐06
Bacterial invasion of epithelial cells	KEGG:05100	2.86E‐05
Huntington disease	KEGG:05016	3.39E‐05
Protein digestion and absorption	KEGG:04974	4.98E‐05
Amyotrophic lateral sclerosis	KEGG:05014	4.99E‐05
PI3K‐Akt signalling pathway	KEGG:04151	5.29E‐05
Pathogenic Escherichia coli infection	KEGG:05130	9.14E‐05

Abbreviations: KEGG, Kyoto Encyclopaedia of Genes and Genomes; DEP, differentially expressed protein.

To understand the correlation between the transcriptome of parental hMSCs and the protein cargo profile of EVs revealed by proteomics data, the mRNA‐seq dataset (4560 DEGs) of hMSCs and the proteomics dataset (740 DEPs) of corresponding EVs were analysed together. 

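Counted without a limit on the fold change, 4108 of 15921 genes differed between 3D and 2D BM hMSCs at an adjusted p under 0.05 from edgeR, 2071 higher and 2037 lower. At an unadjusted p under 0.05 and a log2 fold change beyond 1 in either direction, the number was 4650. OXTR, the receptor of oxytocin, fell from 53.8 ± 40.2 to 1.11 ± 0.0306 CPM (SD, n = 3, log2 fold change -5.58, standard error 0.62, adjusted p = 2.43e-04 from edgeR), and APOD (apolipoprotein D) rose from 0.209 ± 0.0515 to 31.8 ± 7.82 CPM (SD, n = 3, log2 fold change 7.28, standard error 0.40, adjusted p = 2.17e-05 from edgeR). The files used here hold the read counts of the cells. The paper places the EV proteomics data in another repository, and they were not analysed here.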

There are 257 proteins/genes identified by both mRNA‐seq and proteomics analysis (Figure 5d). The mRNA (in hMSCs) and protein (in EVs) correlations did not show a linear relationship (Figure 5e and data file S7), indicating that the upregulated/downregulated expression of genes in the parental hMSCs do not necessarily lead to the high/low expression of proteins in the corresponding secreted EVs. This result further supports the hypothesis that specific mechanisms exist for EV cargo loading that are not simply a factor of intracellular protein expression levels.

### 2.4 Immunomodulatory potentials of 3D EVs and functional analysis in various in vitro models

Our previous study has established the M1/M2 macrophage polarization model for determining the immunomodulation properties of hMSCs (Jeske et al., 2021). In this study, the M0 phenotype and M1/M2 induction of the macrophage model were confirmed (Figure S7). The mRNA levels of pro‐ and anti‐inflammatory cytokines of macrophages were determined for the cells after lipopolysaccharide (LPS)‐stimulation (i.e., M1 pro‐inflammatory activation) together with 2D‐ and 3D‐hMSC‐EV treatment (Figure 6a). Both 2D‐ and 3D‐hMSC‐EVs reduced the mRNA level of pro‐inflammatory cytokines, *TNF‐α*, *IL‐6*, and *IL‐12β*, when compared to an untreated control (Figure 6a). In contrast, no effect was observed for the mRNA levels of anti‐inflammatory cytokines *CD163, IL‐10* and *TGF‐β*. However, for the EV‐treated M0 macrophages, no obvious M1 or M2 induction was observed (Figure S7). These results suggest that hMSC EVs potentially inhibit M1 (or favour M2) macrophage polarization and suppress pro‐inflammatory activity. No difference in macrophage polarization effect was observed between 2D‐ and 3D‐hMSC‐EVs.

**FIGURE 6:**
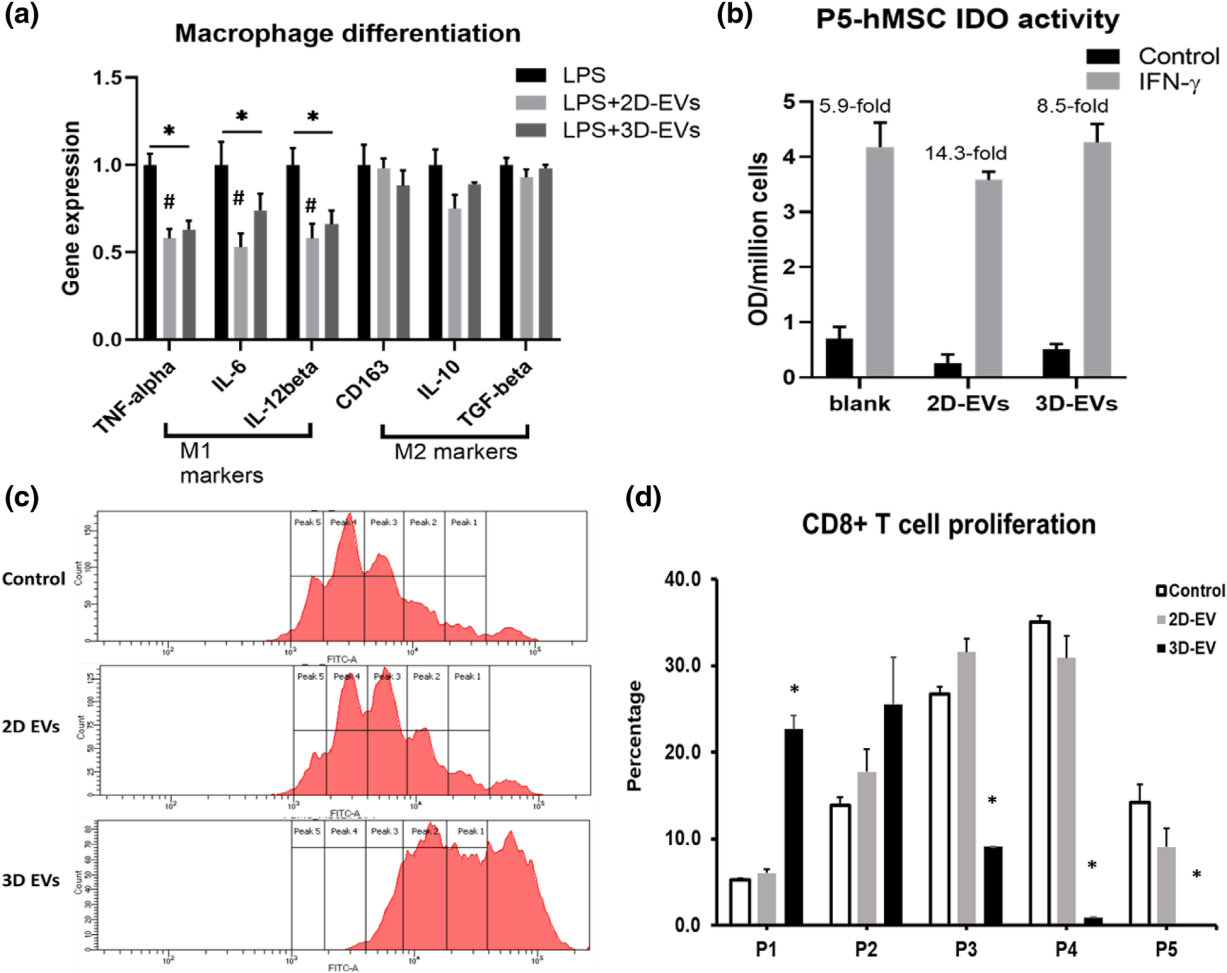
2D‐ and 3D‐hMSC‐EVs exhibit immunomodulatory properties. (a) M1 and M2 marker gene expression levels of macrophage upon stimulation with lipopolysaccharide (LPS), when treated with 2D‐ or 3D‐hMSC‐EVs (*n* = 3). (b) Indoleamine 2,3‐dioxygenase (IDO) activity from basal level and Interferon (IFN)‐γ priming of hMSCs (at P5) treated with EVs (*n* = 3). OD: optical density. (c) Representative flow cytometry histogram plot of CD8+ T cell proliferation profile from triplicate samples. (d) T cell proliferation peaks were measured in the bar graph for control, 2D‐hMSC‐EV, and 3D‐hMSC‐EV conditions (*n* = 3). *and #*P* < 0.05; **P < 0.01

To evaluate the immunomodulation ability of the isolated 3D‐hMSC‐EVs, indoleamine 2,3‐dioxygenase (IDO) activity was tested in hMSCs under interferon (IFN)‐γ stimulation. The change of IDO expression in hMSCs after 24‐h IFN‐γ licensing is 5.9‐fold in an untreated control compared to an 8.5‐fold increase by adding 3D‐hMSC‐EVs and 14.3‐fold for 2D‐hMSC‐EVs (Figure 6b). After IFN‐γ treatment, hMSCs were “licensed” to exert the immunomodulatory effect through the activation of IDO enzyme. Therefore, the fold‐change of IDO activity in hMSCs represents the potentials of the EVs to modulate local inflammatory environments. T cell proliferation assay was performed to evaluate immunosuppressive potentials of hMSC EVs. Compared to control, 2D‐hMSC‐EVs slightly inhibit CD8+ cytotoxic T cell proliferation, which can be observed by a major peak shift from P4 to P3/4 (Figure 6c and d). In contrast, 3D‐hMSC‐EVs (equal EV protein loading) result in significant reduction of total proliferating CD8+ T cells than the control sample. Since 3D‐hMSC‐EVs were smaller, equal protein loading may require higher EV number compared to 2D‐hMSC‐EV group, thus the EV dose effect was tested (Figure S8). The two different EV doses show similar effects, indicating that the dose range used in this study is appropriate. For CD4+ T helper cells, similar trend was observed compared to CD8+ cell inhibition (Figure S8). Together, these results indicated that hMSC EVs exert immunomodulatory potentials, and 2D‐ and 3D‐hMSC‐EVs may have different regulatory roles in various inflammation models.

As the population and internal cargo were significantly altered by 3D aggregation culture (Figures 3, 4, 5), the therapeutic potentials of 3D‐hMSC‐EVs were evaluated in several in vitro culture models. Both 2D‐ and 3D‐hMSC‐EVs were added as a culture supplement during hMSC and human fibroblast (hFB) expansion. Cell proliferation was promoted in both cell types compared to phosphate‐buffered saline (PBS) control. While 3D‐hMSC‐EVs tend to better enhance cell growth, no significance is observed compared to 2D‐hMSC‐EVs (Figure 7a and b). Similarly, in an in vitro wound healing model (scratch assay), 3D‐hMSC‐EVs promote faster wound closure compared to 2D‐hMSC‐EVs (Figure 7c). When hMSCs were expanded to higher passage (P10–P12), cells exhibit replicative senescence as shown previously (Yuan, 2020). In this in vitro cellular aging model, by adding 3D‐hMSC‐EVs as a culture supplement, cellular senescence is significantly reduced indicated by lower β‐Gal activity in P12 hMSCs compared to a 2D‐hMSC‐EV‐treated group (Figure 7d). Moreover, both 2D‐ and 3D‐hMSC‐EVs significantly increase self‐renewal potentials of P10‐senescent hMSCs, demonstrated by increased CFU‐F number (Figure 7e). The total reactive oxygen species (ROS) levels in senescent hMSCs (P10)  also are reduced more significantly by 3D‐hMSC‐EVs compared to 2D‐hMSC‐EVs (Figure 7f). In addition, 3D‐hMSC‐EVs helped to maintain mitochondrial fitness in senescent hMSCs (P10), indicated by the increased membrane potential (MMP) level after EV treatment (Figure 7g and h). These results reveal a potential anti‐aging/anti‐senescence effect of hMSC‐EVs especially for the EVs generated by 3D dynamic aggregation culture.

**FIGURE 7:**
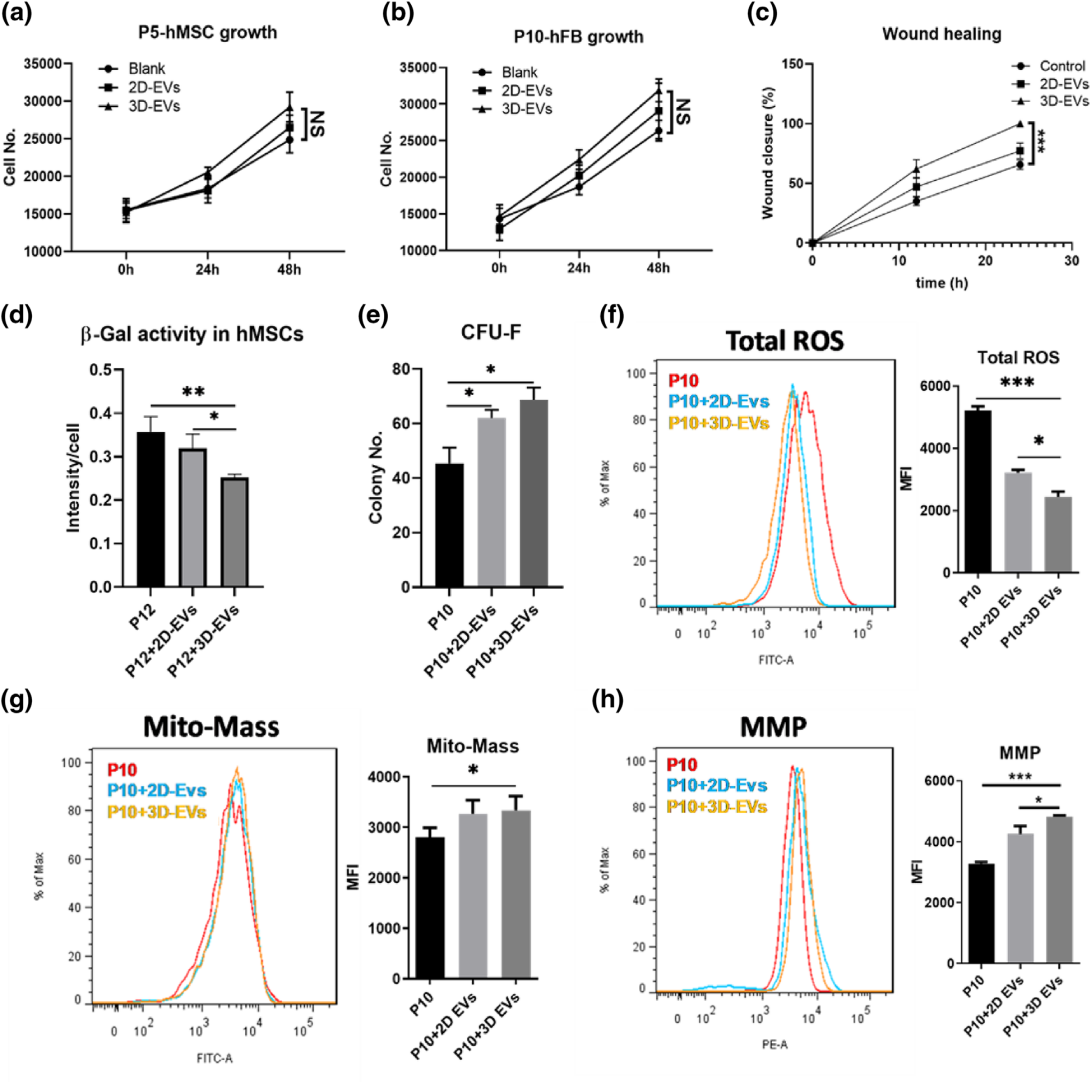
2D‐ and 3D‐hMSC‐EVs exhibit different functional outcome in stimulation of hFB expansion and rejuvenation of aged hMSCs with replicative senescence. (a) Cell number kinetics for hMSCs treated with 2D‐ or 3D‐hMSC‐EVs (*n* = 3). (b) Cell number kinetics for human fibroblast (hFB) treated with 2D‐ or 3D‐hMSC‐EVs (*n* = 3). (c) Wound closure percentage of hFBs treated with 2D‐ or 3D‐hMSC‐EVs (*n* = 3). (d) β‐Gal activity of senescent hMSCs (P12) with EVs (*n* = 3). (e) Colony‐forming unit‐fibroblast (CFU‐F) numbers of senescent hMSCs (P10) (*n* = 3). (f) Total reactive oxygen species (ROS), (g) Mitochondrial mass (Mito‐Mass) and (h) Mitochondria membrane potential (MMP) levels were determined by flow cytometry for senescent hMSCs (P10) treated by EVs (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001. NS: not significant

To further interpret the functional results (Figures 6 and 7), potential candidates were proposed from the integrated analysis of multi‐omics data (parental hMSC mRNA‐seq and EV proteomics). Several DEGs and DEPs were classified into different categories and matched results from the functional assays (Table 4). 

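The cell genes of Table 4 fall on both sides, with some raised and others lowered in 3D BM hMSCs. ROCK2, a kinase that makes actomyosin contract, had a log2 fold change of -1.17 (standard error 0.35, adjusted p = 0.0367 from edgeR), and YWHAZ (14-3-3 zeta), an adaptor that binds phosphorylated proteins, a log2 fold change of -0.97 (standard error 0.26, adjusted p = 0.0230 from edgeR). Of 32 genes of Table 4 tested, 13 were higher and 12 lower, or 14 and 14 adjusted over the list alone. Their median log2 fold change was 0.19 (camera adjusted p = 0.542). The authors chose most of the list on these samples, so that this is not independent evidence. CD81, CD63, GPX7 and PRDX1, also among the 32, are given in Table 4 for the EV proteome only. ROCK2 did not pass the test without 2D replicate 1 or 3D replicate 1, 2 or 3 (adjusted p = 0.0522, 0.0999, 0.132 and 0.131) and did not pass with limma-voom (adjusted p = 0.0525) and had a log2 fold change of -0.67 without 2D replicate 2 and -0.76 after removal of the GC trend (chosen after seeing the data) without 2D replicate 2. YWHAZ did not pass the test without 2D replicate 1 or 3D replicate 1, 2 or 3 (adjusted p = 0.0520, 0.0819, 0.118 and 0.0926). The number of genes of Table 4 past the test was 16 without 3D replicate 1 and 3D replicate 2 in turn.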

First, it was noticed that there is less correlation between transcriptome and proteome data, which may imply a distinct EV protein cargo sorting mechanism in 3D hMSCs. For EV production, protein markers (e.g., VIM, CD81 and CD63) were only identified in proteomics data (verified by Western blot in Figure 3c), but the EV secretion component Rab27B was only found in cellular transcriptome (confirmed by qRT‐PCR in Figure 2d). 

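The transcripts of VIM, CD81 and CD63 were abundant in BM hMSCs in both cultures. VIM (vimentin), the intermediate filament protein of mesenchymal cells, on chromosome 10 of hg38 from 17228259 to 17237593, fell from 4755 ± 1519 to 1011 ± 154 CPM (SD, n = 3, log2 fold change -2.23, standard error 0.31, adjusted p = 8.75e-04 from edgeR). The tetraspanins CD81 and CD63 had 338 ± 219 and 1491 ± 467 CPM in 2D and 343 ± 26.8 and 2065 ± 195 CPM in 3D (SD, n = 3), with log2 fold changes of 0.020 and 0.47 that did not pass the test (adjusted p = 0.982 and 0.268 from edgeR). CD81 passed the test without 2D replicate 2 (adjusted p = 0.0274), where it was lower in 3D, opposite in sign to the value with all libraries (log2 fold change -0.42) and passed after removal of the GC trend (chosen after seeing the data) without 2D replicate 2 (adjusted p = 0.0316, log2 fold change -0.36).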

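Some lipid export genes rose in 3D BM hMSCs. APOE, an apolipoprotein that carries lipids out of cells, on chromosome 19 of hg38 from 44905754 to 44909393, rose from 1.24 ± 0.809 to 55.4 ± 10.2 CPM (SD, n = 3, log2 fold change 5.43, standard error 0.49, adjusted p = 8.89e-05 from edgeR). ABCA1, which pumps cholesterol onto apolipoproteins, rose from 11.9 ± 1.70 to 117 ± 39.5 CPM (SD, n = 3, log2 fold change 3.29, standard error 0.33, adjusted p = 1.42e-04 from edgeR), and PLTP (phospholipid transfer protein) had a log2 fold change of 2.64 (standard error 0.45, adjusted p = 0.00280 from edgeR). HDLBP (vigilin), an RNA-binding protein named for binding high density lipoprotein, was left out by the variance filter, and without that filter it had a log2 fold change of -0.35 (adjusted p = 0.196 from edgeR). The 10 lipid efflux genes tested had a median log2 fold change of 1.30 (camera adjusted p = 2.40e-05, and adjusted p = 0.168 with an estimated correlation), with 4 higher and 0 lower, and 4 and 0 adjusted over the list alone.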

The increased levels of miRNA‐21 may explain the anti‐inflammation effects on macrophage polarization (Figures 4d and 6a), but it could also be attributed to overexpressed low density lipoproteins (LDL), for example, APOE and HDLBP, that reduce the effect of LPS (Table 4). There are several candidates correlated with T cell suppression, but the more compelling evidence comes from the mRNA expression levels in 3D hMSCs. 

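Candidates for T cell suppression went in different directions in 3D BM hMSCs. CD274 (PD-L1), which inhibits T cells through the receptor PD-1 and lies on chromosome 9 of hg38 from 5450503 to 5470566, fell from 4.78 ± 1.25 to 0.782 ± 0.139 CPM (SD, n = 3, log2 fold change -2.60, standard error 0.34, adjusted p = 6.42e-04 from edgeR). The tetraspanin CD82 rose from 39.2 ± 25.0 to 345 ± 4.66 CPM (SD, n = 3, log2 fold change 3.14, standard error 0.54, adjusted p = 0.00276 from edgeR). EZR (ezrin) and MSN (moesin), which link actin to the cell membrane, had log2 fold changes of -3.20 and -1.07 (standard errors 0.24 and 0.24, adjusted p = 4.41e-05 and 0.0115 from edgeR), and CD248 (endosialin) had a log2 fold change of -2.50 (standard error 0.54, adjusted p = 0.00955 from edgeR). NPTN (neuroplastin) and HMGB1, a nuclear protein that signals danger when released, did not pass the test, with log2 fold changes of -0.49 and -0.66 (adjusted p = 0.145 and 0.0705 from edgeR). MSN did not pass the test without 3D replicate 2 or 3 (adjusted p = 0.0812 and 0.0655). CD248 did not pass the test without 3D replicate 1 (adjusted p = 0.0526). NPTN passed the test without 2D replicate 2 (adjusted p = 0.0202) and passed after removal of the GC trend (chosen after seeing the data) without 2D replicate 2 (adjusted p = 0.0208). HMGB1 passed the test without 2D replicate 2 (adjusted p = 0.00483) and passed with the filterByExpr filter, with 10 counts required in every library, without the variance filter and after removal of the GC trend without 2D replicate 2 (adjusted p = 0.0441, 0.0321, 0.0412 and 9.90e-04).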

How these EV proteins affect T cell phenotype and molecular biology needs to be further investigated. This list also may be incomplete due to complex indirect effects such as activation of myeloid‐derived suppressor cells (MDSCs) in peripheral blood mononuclear cells (PBMCs). Several cytokines and other secreted soluble factors (e.g., FAP, TGFB, VEGFA, PLAU and SERPINE1) were identified that are related to wound healing and cell proliferation (Figure 7a‐c). 

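The candidates for wound healing went in different directions in 3D BM hMSCs, VEGFA, TGFB1 and TGFB2 being higher. FAP (fibroblast activation protein), a membrane protease on chromosome 2 of hg38 from 162170684 to 162245151, rose from 162 ± 69.0 to 520.1 ± 10.5 CPM (SD, n = 3, log2 fold change 1.68, standard error 0.33, adjusted p = 0.00544 from edgeR). PLAU (urokinase) rose from 85.2 ± 15.7 to 237 ± 77.7 CPM (SD, n = 3, log2 fold change 1.48, standard error 0.31, adjusted p = 0.00785 from edgeR). The growth factor PDGFC had a log2 fold change of -0.80 (standard error 0.25, adjusted p = 0.0413 from edgeR) and ANGPT1 (angiopoietin 1) a log2 fold change of -1.27 (standard error 0.33, adjusted p = 0.0214 from edgeR). MYH9, a non-muscle myosin, had a log2 fold change of -1.52 (standard error 0.25, adjusted p = 0.00205 from edgeR). CTNNB1 (beta-catenin) had a log2 fold change of 0.81 (standard error 0.25, adjusted p = 0.0418 from edgeR), and NCL (nucleolin) a log2 fold change of -0.82 (standard error 0.24, adjusted p = 0.0356 from edgeR). PDGFC did not pass the test without 2D replicate 1 or 3 or 3D replicate 1, 2 or 3 (adjusted p = 0.0592 to 0.176) and did not pass with library sizes alone (adjusted p = 0.0687) and had a log2 fold change of -0.53 after removal of the GC trend (chosen after seeing the data). ANGPT1 did not pass the test without 2D replicate 3 or 3D replicate 1 or 2 (adjusted p = 0.0583, 0.0933 and 0.0948) and did not pass after removal of the GC trend (adjusted p = 0.0585). CTNNB1 did not pass the test without 2D replicate 1 or 3D replicate 1, 2 or 3 (adjusted p = 0.113, 0.133, 0.147 and 0.105). With the replicate number as a block, CTNNB1, PDGFC and NCL did not pass (adjusted p = 0.0815, 0.0924 and 0.0782 from edgeR). NCL did not pass the test without 2D replicate 1 or 3 or 3D replicate 1, 2 or 3 (adjusted p = 0.0545 to 0.148) and did not pass with library sizes alone (adjusted p = 0.0509).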

The individual effect and/or contribution of each cytokine requires further investigations. ROS scavenging proteins were all upregulated in either the cells (by mRNA‐seq) or EVs (by proteomics), which could be a potential mechanism for the observations in Figure 7f‐h. Collectively, hMSC EVs possess therapeutic cargo contents for various functions and the culture strategy of 3D aggregation of hMSCs significantly impacts EV secretion and cargo profile.

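Several antioxidant genes rose in 3D BM hMSCs, while other members of the same families did not pass the test. SOD2, the mitochondrial superoxide dismutase, on chromosome 6 of hg38 from 159669057 to 159745186, rose from 129.5 ± 10.8 to 1835 ± 38.1 CPM (SD, n = 3, log2 fold change 3.83, standard error 0.26, adjusted p = 2.98e-05 from edgeR). HMOX1 (heme oxygenase 1) and SLC7A11, which imports cystine for glutathione, had log2 fold changes of 4.67 and 4.55 (standard errors 0.66 and 0.35, adjusted p = 9.64e-04 and 4.95e-05 from edgeR). NRROS, a negative regulator of reactive oxygen species, had a log2 fold change of 4.02 (standard error 0.41, adjusted p = 1.65e-04 from edgeR), and the secreted peroxidase GPX3 a log2 fold change of 1.55 (standard error 0.40, adjusted p = 0.0195 from edgeR). PRDX2 and PRDX1, peroxiredoxins of the cytosol, had log2 fold changes of 0.94 and 0.35 (adjusted p = 0.0720 and 0.389 from edgeR). PRDX6, left out by the variance filter, had a log2 fold change of -0.39 (adjusted p = 0.129 from edgeR) without that filter. Among 31 antioxidant genes tested, the median log2 fold change was 0.34 (camera adjusted p = 0.0151, and adjusted p = 0.567 with an estimated correlation), and 9 were higher and 1 lower (9 and 2 adjusted over the list alone). GPX3 did not pass the test without 3D replicate 2 or 3 (adjusted p = 0.0516 and 0.0847). PRDX2 passed the test without 2D replicate 2 or 3 (adjusted p = 0.00187 and 0.0415) and passed with DESeq2, with library sizes alone, after removal of the GC trend (chosen after seeing the data) and after removal of the GC trend without 2D replicate 2 (adjusted p = 0.0401, 0.0441, 0.00484 and 6.28e-04). It also passed with the replicate number as a block (adjusted p = 0.0413 from edgeR). The number of antioxidant genes past the test was 25, 6, 6 and 6 without 2D replicate 2, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn, and 19 after removal of the GC trend. The antioxidant list did not pass camera without 2D replicate 2 (adjusted p = 0.0575).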

**TABLE 4:** The identified DEGs (mRNA‐seq) and DEPs (proteomics) between 3D and 2D conditions for hMSCs and EVs, respectively, related to functional assays

Function	Gene symbol	Dataset	*P* value	Fold change^a^
Reduce LPS induction of M1	HDLBP	Transcriptome	1.3E‐02	0.8
		Proteome	1.1E‐03	2.7
	APOE	Transcriptome	9.5E‐40	37.8
		Proteome	1.6E‐03	1.4
Inhibit T cell proliferation	CD274	Transcriptome	8.0E‐09	0.2
	CHI3L1	Transcriptome	2.8E‐07	20.3
	CD82	Transcriptome	3.9E‐10	7.9
		Proteome	< 0.00010	2.9
	NPTN	Transcriptome	1.4E‐02	0.7
		Proteome	< 0.00010	3.5
	EZR	Transcriptome	2.1E‐110	0.1
		Proteome	6.2E‐04	2.5
	MSN	Transcriptome	5.3E‐09	0.5
		Proteome	6.1E‐04	1.9
	CD248	Transcriptome	3.2E‐06	0.2
		Proteome	4.3E‐02	1.3
	HMGB1	Transcriptome	1.0E‐02	0.6
		Proteome	1.9E‐02	1.5
EV marker, Inhibit T cell proliferation	CD81	Proteome	1.3E‐03	1.8
Exosome secretion	RAB27B	Transcriptome	1.1E‐22	10.1
EV marker	VIM	Transcriptome	1.5E‐12	0.2
		Proteome	< 0.00010	3.7
	CD63	Proteome	< 0.00010	2.1
Wound healing and angiogenesis	FAP	Transcriptome	1.8E‐06	3.1
		Proteome	1.4E‐04	5.2
	PDGFC	Transcriptome	3.5E‐03	0.6
		Proteome	NS*	
	NCL	Transcriptome	1.2E‐04	0.6
		Proteome	3.7E‐04	6.2
	MYH9	Transcriptome	1.5E‐20	0.3
		Proteome	NS	1.1
	ROCK2	Transcriptome	4.1E‐03	0.4
		Proteome	1.8E‐03	1.7
	YWHAZ	Transcriptome	3.8E‐05	0.5
		Proteome	3.6E‐03	1.7
	CTNNB1	Transcriptome	2.5E‐04	1.7
		Proteome	9.7E‐03	3.1
	TGFB1	Transcriptome	1.7E‐04	3.0
		Proteome	2.9E‐03	0.4
	TGFB2	Transcriptome	1.7E‐03	2.2
		Proteome	1.4E‐03	0.5
	ANGPT1	Transcriptome	3.3E‐04	0.4
		Proteome	< 0.00010	0.5
	PLAU	Transcriptome	6.9E‐06	2.7
		Proteome	NS	
	SERPINE1	Transcriptome	1.0E‐15	0.2
		Proteome	5.6E‐04	0.3
	VEGFA	Transcriptome	2.4E‐09	5.4
Mitochondria function and ROS scavenging	GPX3	Transcriptome	5.1E‐03	2.8
		Proteome	2.8E‐02	1.4
	GPX7	Proteome	NS	
	PRDX1	Proteome	< 0.00010	3.0
	PRDX2	Transcriptome	1.5E‐02	1.9
		Proteome	1.6E‐02	1.6
	PRDX6	Transcriptome	2.9E‐02	0.8
		Proteome	2.3E‐02	1.5
	IDH1	Proteome	5.5E‐04	2.5
	SOD2	Transcriptome	1.5E‐13	12.1
	NRROS	Transcriptome	2.0E‐12	14.2

* NS: not significant.

^a^ Upregulated shown in red and downregulated shown in green.

## 3 DISCUSSION

Previous studies have demonstrated the beneficial effects of 3D aggregation culture of hMSCs in retaining the primitive stem cell phenotype, reducing the cellular senescence and therapeutic benefits in animal models of ischemic stroke (Bijonowski et al., 2020; Bijonowski et al., 2019; Sart et al., 2014; Tsai et al., 2017; Tsai et al., 2015; Yuan et al., 2019). While the effects of 3D aggregation of hMSCs on the secretome composition (i.e., the secreted growth factors or cytokines) has been investigated (Bartosh et al., 2010; Liu et al., 2017), the potential influence on the hMSC EV biogenesis and functional outcomes of the hMSC aggregate secreted EVs have not been well studied.

In this study, enhanced EV production, reduced EV size (indicating the enriched exosome population) and increased expression of exosomal markers CD63 were observed for EVs secreted by hMSCs under dynamic 3D aggregation culture. While the per EV‐based protein content was lower for the 3D group than the 2D group, given the higher EV yield of 3D culture, the total EV protein content was comparable for 3D‐hMSC‐EVs and 2D‐hMSC‐EVs. 

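RAB27B encodes a small GTPase that docks multivesicular bodies at the plasma membrane, and lies on chromosome 18 of hg38 from 54717860 to 54895516. In BM hMSCs it rose from 11.5 ± 3.56 to 125 ± 29.0 CPM (SD, n = 3, log2 fold change 3.44, standard error 0.33, adjusted p = 1.20e-04 from edgeR), and every 3D library lay above every 2D library.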

Some of the endosomal proteins in hMSCs (e.g., Rab27B, determined by qRT‐PCR and among the DEGs identified by mRNA‐Seq) may be responsible for the increased exosome secretion and functional outcomes of the 3D EVs in recipient cells. Both ESCRT‐dependent and ESCRT‐independent EV biogenesis markers were upregulated in 3D hMSC aggregates, which may have contributed to enhanced EV production and cargo sorting (Colombo et al., 2014; Stuffers et al., 2009). The smaller EV size may explain partially the high CD63 expression in 3D‐hMSC‐EVs as CD63 is present on the small EV subpopulation (Kowal et al., 2016). 3D culture has been reported to be more efficient in generating EVs than 2D culture for gastric cancer cells (Haraszti et al., 2018; Rocha et al., 2019), probably due to cytoskeleton reorganization as well as the global upregulation of miRNAs (Liu & Su, 2019; Rocha et al., 2019). 

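Most genes tested that bind actin or contract with it were lower in 3D BM hMSCs. SYNPO2 (synaptopodin 2), an actin-bundling protein, fell from 203 ± 50.2 to 3.88 ± 0.334 CPM (SD, n = 3, log2 fold change -5.70, standard error 0.32, adjusted p = 2.17e-05 from edgeR). CNN1 (calponin 1), which restrains actomyosin, fell from 141 ± 24.4 to 3.93 ± 1.80 CPM (SD, n = 3, log2 fold change -5.17, standard error 0.41, adjusted p = 5.45e-05 from edgeR). MYLK (myosin light chain kinase), which starts contraction, and CFL2 (cofilin 2), which severs actin filaments, had log2 fold changes of -1.60 and -2.07 (standard errors 0.23 and 0.37, adjusted p = 0.00114 and 0.00327 from edgeR). Among 45 actin-binding and contractile genes tested, the median log2 fold change was -1.52 (camera adjusted p = 8.24e-20, and adjusted p = 0.00945 with an estimated correlation), and 0 were higher and 38 lower (0 and 41 adjusted over the list alone). The number of actin-binding and contractile genes past the test was 25 without 3D replicate 2 and 3D replicate 3 in turn.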

Consistently in the current mRNA‐seq results, a majority of downregulated cytoskeleton genes in 3D hMSC aggregates is evident, which may explain the enhanced EV production. In addition, cytoskeletal blocking using a sulfhydryl‐blocking agent, hindering cytoskeletal function using mercapto blockers, and using actin/myosin inhibitors have been reported to promote EV production (Liu & Su, 2019; Zaborowski et al., 2015).

mRNA sequencing of the transcriptome of 3D hMSC aggregates in this study showed the upregulation of Wnt, TNF, Hippo and MAPK signalling pathways and the downregulation of cell cycle, DNA replication and cellular senescence associated pathways. 

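Some targets of TNF and NF-kB rose in 3D BM hMSCs, and targets of the Hippo pathway's effector YAP fell. TNFAIP6 (TSG-6), an anti-inflammatory protein that TNF induces, rose from 18.8 ± 3.71 to 662 ± 27.9 CPM (SD, n = 3, log2 fold change 5.14, standard error 0.30, adjusted p = 2.17e-05 from edgeR). PTGS2 (cyclooxygenase 2), which makes prostaglandins, rose from 59.9 ± 8.57 to 1648 ± 192 CPM (SD, n = 3, log2 fold change 4.78, standard error 0.29, adjusted p = 2.17e-05 from edgeR), and RELB, a subunit of NF-kB, had a log2 fold change of 2.67 (standard error 0.40, adjusted p = 0.00131 from edgeR). Of 50 TNF and NF-kB genes tested, 20 were higher and 4 lower, or 21 and 5 adjusted over the list alone, with a median log2 fold change of 0.61 (camera adjusted p = 1.35e-06, and adjusted p = 0.0592 with an estimated correlation). In the Hippo pathway, VGLL4, a competitor of YAP, had a log2 fold change of 1.78 (standard error 0.28, adjusted p = 0.00186 from edgeR), while AMOTL2 fell from 276 ± 33.4 to 30.7 ± 4.73 CPM (SD, n = 3, log2 fold change -3.17, standard error 0.27, adjusted p = 6.38e-05 from edgeR). AJUBA, which binds the kinase LATS, and FRMD6 had log2 fold changes of -2.41 and -1.38 (standard errors 0.32 and 0.25, adjusted p = 6.83e-04 and 0.00348 from edgeR). The 25 Hippo pathway genes tested had a median log2 fold change of -0.48 (camera adjusted p = 0.0851), with 4 higher and 10 lower, and 5 and 11 adjusted over the list alone. Among 26 YAP and TAZ target genes tested, the median log2 fold change was -1.89 (camera adjusted p = 1.35e-16, and adjusted p = 0.00792 with an estimated correlation), and 1 was higher and 20 lower (1 and 21 adjusted over the list alone). The number of TNF and NF-kB genes past the test was 37 without 2D replicate 2. The number of Hippo pathway genes past the test was 8, 9, 7 and 8 without 2D replicate 1, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn. The Hippo list passed camera without 2D replicate 3 (adjusted p = 0.0494).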

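Genes of DNA replication fell, and transcripts of secreted proteins linked to senescence rose. GINS2, a part of the replicative helicase, and DTL, which marks replication factors for breakdown, had log2 fold changes of -3.95 and -4.13 (standard errors 0.30 and 0.31, adjusted p = 4.41e-05 and 4.41e-05 from edgeR). RRM2, a subunit of the enzyme that makes deoxynucleotides, fell from 77.6 ± 3.00 to 9.08 ± 0.683 CPM (SD, n = 3, log2 fold change -3.09, standard error 0.25, adjusted p = 5.45e-05 from edgeR). Of 47 DNA replication genes tested, 0 were higher and 37 lower, or 0 and 40 adjusted over the list alone, with a median log2 fold change of -1.87 (camera adjusted p = 6.56e-23, and adjusted p = 0.00719 with an estimated correlation). The 35 genes of the senescence-associated secretory phenotype tested had a median log2 fold change of 2.67 (camera adjusted p = 2.93e-15, and adjusted p = 0.00792 with an estimated correlation), with 21 higher and 3 lower, and 23 and 3 adjusted over the list alone. MMP10 (stromelysin 2), a member of the secretory list, rose from 2.31 ± 0.704 to 14.6 ± 2.61 CPM (SD, n = 3, log2 fold change 2.67, standard error 0.33, adjusted p = 4.19e-04 from edgeR). 

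**Figure D3:**
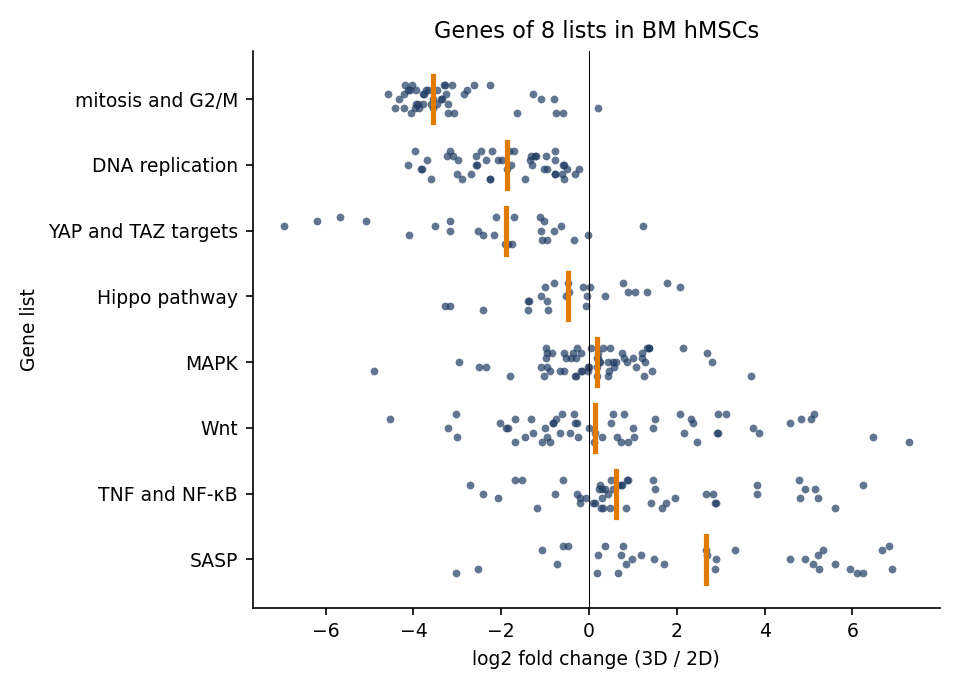
Log2 fold change between 3D and 2D in BM hMSCs (x axis) for each tested gene of 8 lists (y axis), with 1 point per gene and a bar at the median of each list. The medians run from -3.56 for mitosis and G2/M genes to 2.67 for the senescence-associated secretory phenotype.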

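Inhibitors of the cell cycle went both ways in 3D BM hMSCs, as did Notch genes. BTG2, an antiproliferative protein, had a log2 fold change of 1.51 (standard error 0.26, adjusted p = 0.00289 from edgeR). CDKN2C (p18), an inhibitor of CDK4 and CDK6, fell from 29.3 ± 7.85 to 7.81 ± 0.447 CPM (SD, n = 3, log2 fold change -1.91, standard error 0.29, adjusted p = 0.00145 from edgeR), and the stress-induced GADD45A and GADD45B had log2 fold changes of -1.70 and -2.26 (standard errors 0.30 and 0.29, adjusted p = 0.00306 and 6.03e-04 from edgeR). Of 14 cyclin-dependent kinase inhibitor and quiescence genes tested, 5 were higher and 4 lower, or 6 and 5 adjusted over the list alone, with a median log2 fold change of 0.070 (camera adjusted p = 0.903). The receptor NOTCH3 rose from 133 ± 61.7 to 648 ± 62.5 CPM (SD, n = 3, log2 fold change 2.28, standard error 0.39, adjusted p = 0.00263 from edgeR), whereas JAG1, a Notch ligand, fell from 77.3 ± 18.3 to 23.2 ± 4.45 CPM (SD, n = 3, log2 fold change -1.74, standard error 0.29, adjusted p = 0.00238 from edgeR). HES7, a transcriptional target of Notch, had a log2 fold change of 2.56 (standard error 0.47, adjusted p = 0.00382 from edgeR). Among 27 Notch pathway genes tested, the median log2 fold change was 0.53 (camera adjusted p = 0.524), and 5 were higher and 3 lower (5 and 3 adjusted over the list alone). The number of Notch pathway genes past the test was 3, 16, 5, 5, 4 and 4 without 2D replicate 1, 2D replicate 2, 2D replicate 3, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn.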

3D culture has been found to promote cell‐cell interactions (e.g., Notch pathway), ECM secretion and enrichment for various cell types (Bejoy et al., 2019; Song et al., 2019; Wrzesinski & Fey, 2018). hMSCs in 3D aggregates do not proliferate well as they are in cell cycle arrest, confirmed by the downregulation of cell cycle‐related genes. However, cellular senescence is reduced in 3D hMSC aggregates due to better preservation of quiescent stem cells as demonstrated previously (Bijonowski et al., 2020). There is no necrotic or hypoxic centre in 3D hMSC aggregates (< 500 μm diameter), which can occur in other 3D structures due to diffusion limitations (Bijonowski et al., 2019). Moreover, previous work has shown that hMSCs shift their metabolic pathway towards glycolysis, which adapts them to the 3D microenvironment and supports a reduced requirement for oxygen uptake; thus, oxygen in hMSC aggregates under a certain diameter is not diffusion‐limited (Bijonowski et al., 2019; Liu et al., 2017; Liu et al., 2019). The metabolic reconfiguration and stress‐response in 3D hMSC aggregates likely induce the activation of a broad signalling pathways, including apoptosis characterized by increased caspase 3/7 activity, which also may contribute to the increased EV production (Bijonowski et al., 2020; Liu et al., 2017; Tsai et al., 2015; Yuan et al., 2019). Moreover, apoptotic bodies can be removed by the ExtraPEG purification, and thus unlikely to be the therapeutic population of 3D‐hMSC‐EVs. Therefore, the effects of 3D aggregation on hMSC EV biogenesis likely result more from enhanced cell‐cell interactions and ECM enrichment, as well as associated intracellular signalling pathways.

This study reveals the significantly increased expression of neuroprotective and anti‐apoptotic miRNAs in the 3D‐hMSC‐EVs compared to the 2D condition. These miRNAs play various beneficial roles in immunomodulation and neural protection (Rocha et al., 2019). For example, downregulated miR‐133b contributes to the inhibition of macrophage activation (Zheng et al., 2019); upregulated miR‐1246 is associated with macrophage reprograming, stress response and possible angiogenesis (Cooks et al., 2018; Irizar et al., 2015). miR‐21‐5p was found to be upregulated in remission periods of multiple sclerosis (Baulina et al., 2018); miR‐22 was reported to regulate immune response via p38 and MAPK pathway (Krementsov et al., 2013). In addition, miR‐21 shows potent neuroprotective effects after spinal cord injury, alleviates blood‐brain barrier disruption in ischemic stroke, and promotes neurite outgrowth by regulating programmed cell death protein 4 (PDCD4) (Jiang et al., 2017; Li et al., 2012; Yao et al., 2018; Zhang et al., 2019). For Alzheimer's disease, miR‐21 attenuates neural inflammation, and miR‐124 regulates beta‐site amyloid precursor protein (APP) cleaving enzyme 1 (BACE1) (Amakiri et al., 2019; Jeske et al., 2020; Reddy et al., 2017). miR‐328 and miR‐181 were downregulated in Alzheimer's pathology (Amakiri et al., 2019). miR‐22 attenuates neuronal cell apoptosis, and controls neuronal migration and neurogenesis (Berenguer et al., 2013; Ma et al., 2016; Volvert et al., 2014). The beneficial miRNA alterations (e.g., miR‐21) may contribute to the functional improvements in preclinical models, and require further investigations. Indeed, current reports with preclinical applications of 3D‐hMSC‐EVs are very limited. Our previous study showed that 5XFAD (5 familial Alzheimer's disease mutations) mice that received 3D‐hMSC‐EVs behaved significantly better in cognitive tests than saline control (Cone et al., 2021). In addition, lower Aβ plaque load was observed in the hippocampus of the EV‐treated mice, and less co‐localization of GFAP and Aβ plaques was found in the brains of EV‐treated mice compared to saline (Cone et al., 2021).

Proteomics have been used to identify the novel protein markers for sub‐population of hMSC EVs, such as the discovery of adhesion protein enrichment in small EVs, as well as the proteins associated with anti‐inflammatory ability (Jimenez et al., 2019; Kowal et al., 2016; Upadhya et al., 2020). The current proteomics results reveal the upregulation of 618 (49.3%) DEPs and 102 (7.5%) proteins uniquely expressed in 3D‐hMSC‐EVs compared to the 2D condition, which are related to focal adhesion, ECM‐receptor interactions, regulation of actin cytoskeleton, and PI3K‐Akt signalling pathway. The 3D‐hMSC‐EV protein cargo also may be responsible for promoting cell viability, migration, T cell inhibition, macrophage polarization/function and axon/neuron development. Compared to the mRNA‐seq results, the upregulated/downregulated gene expression in the parental hMSCs does not necessarily lead to high/low protein expression in the secreted EVs, indicating that there may be specific sorting mechanisms of EV cargo. The overlaps of DEGs and DEPs were found to be related to anti‐inflammatory/immunomodulatory abilities, including neutrophil and other myeloid leukocyte mediated immunity and immune response, T cell receptor signalling pathway, and neurotrophic action. The effects of the protein cargo in 3D‐hMSC‐EVs were verified by various functional analyses in this study.

To evaluate the immunomodulatory effect, macrophages treated with 2D‐ and 3D‐hMSC‐EVs during polarization were found to inhibit the M1 differentiation at the molecular level. Notably, mRNA‐seq analysis showed the upregulation of IL10 and TGFB1 for 3D hMSCs. However, their protein levels in cell conditioned media were not detectable. In addition, during the EV isolation (ExtraPEG), PBS wash was performed in the last ultracentrifugation step, which may remove soluble cytokines. 

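TGFB1 encodes a cytokine that restrains T cells and drives matrix production, and lies on chromosome 19 of hg38 from 41301587 to 41353911. Its transcripts rose from 176 ± 85.4 to 550.3 ± 108 CPM (SD, n = 3, log2 fold change 1.64, standard error 0.41, adjusted p = 0.0169 from edgeR) in BM hMSCs. TGFB2 rose from 63.1 ± 21.1 to 147 ± 50.5 CPM (SD, n = 3, log2 fold change 1.22, standard error 0.34, adjusted p = 0.0290 from edgeR). TGFB1 did not pass the test without 3D replicate 1 (adjusted p = 0.0689). TGFB2 did not pass the test without 2D replicate 1 or 3 or 3D replicate 1 or 2 (adjusted p = 0.106, 0.0691, 0.122 and 0.0803).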

In the proteomic results, only TGFB1 and TGFB2 were detected (no IL‐10), which were lower in 3D‐hMSC‐EVs (0.5 fold). Therefore, the effects of EVs on macrophage polarization may not be due to IL10 and TGFB1. Nonetheless, the cytokine secretion by polarized macrophages may need to be investigated in future. The immunosuppressive properties of hMSC‐derived exosomes have been reported previously (Cosenza et al., 2018). Both 2D‐ and 3D‐hMSC‐EVs were found to enhance the immunomodulation potentials of recipient hMSCs characterized by IDO activity, which is a major signalling cascade for hMSC immunomodulation under inflammation (Liu et al., 2019; Ren et al., 2009). These results provide the possibility for using hMSC‐EVs as supportive agents to improve therapeutic outcomes after cell transplantation. In addition, both 2D‐ and 3D‐hMSC‐EVs have shown significant inhibition of cytotoxic T cell proliferation, and the EV effects on helper T cells are similar to cytotoxic T cells. The expression of chitinase 3 like 1 protein (encoded by CHI3L1, increase by 4.34‐fold based on mRNA‐seq results) likely contributes to the immunomodulation of hMSC EVs on the T cells (Table 4) (Liu et al., 2021).

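CHI3L1 lies on chromosome 1 of hg38 from 203178931 to 203186749 and encodes a secreted chitinase-like glycoprotein without enzyme activity. It rose from 109 ± 57.0 to 4070.4 ± 3007 CPM (SD, n = 3, log2 fold change 5.23, standard error 0.71, adjusted p = 7.70e-04 from edgeR) in BM hMSCs, with 108, 51.8 and 166 CPM in 2D replicates 1, 2 and 3 and 1265, 3702 and 7245 CPM in 3D replicates 1, 2 and 3.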

Moreover, 3D‐hMSC‐EVs exerted anti‐senescence ability to maintain cellular homeostasis and mitochondrial fitness in recipient senescent hMSCs due to in vitro replication. The total ROS levels in senescent hMSCs were reduced significantly by adding 3D‐hMSC‐EVs in culture media as supplement. Consistently, hMSC‐derived EVs have been reported to reduce oxidative stress and increase ATP levels (Arslan et al., 2013). Therefore, hMSC EVs could be added as culture supplement to rejuvenate adult stem cells or to reconfigure central energy metabolism of hMSCs in biomanufacturing (Yuan, 2020). 3D‐hMSC‐EVs also promote fibroblast growth and wound healing in vitro, probably due to the upregulated VEGFA and FAP expression (Table 4). These features motivate the use of 3D‐hMSC‐EVs with targeted miRNA and protein payloads for multiple sclerosis, ischemic stroke and Alzheimer's disease therapies, as well as retaining endogenous tissue homeostasis. Moreover, considering that 3D aggregation culture of hMSCs promoted the yield of the secreted EVs with comparable or better functional outcomes than the 2D condition, the scalable 3D aggregation in bioreactors greatly expands the production potential of therapeutic EVs from hMSCs for translational research and biomanufacturing.

There are some limitations in current study: for instance, macrophage polarization is solely based on the mRNA expression of specific markers rather than the cytokine secretion. The actual large‐scale production (e.g., in a full scale of wave bioreactor or vertical wheel bioreactor) of 3D‐hMSC‐EVs for preclinical studies has not been fully demonstrated. The translational potential is highly dependent on the large‐scale culture system for 3D hMSC aggregates and the secreted EVs in the bioreactors need to be thoroughly characterized. The consistency of the protein and miRNA cargo of 3D‐hMSC‐EVs for each bioreactor run also needs to be demonstrated for quality control. The follow‐up study should identify the key contributing cargo (e.g., the specific protein or miRNA) in the 3D‐hMSC‐EVs and further engineer 3D‐hMSC‐EVs to maximize in vivo functional/therapeutic outcomes.

## 4 MATERIALS AND METHODS

### 4.1 hMSC standard 2D culture

Frozen hMSCs from passage 0 to 2 were acquired from Tulane Centre for Gene Therapy. The hMSCs were isolated from the bone marrow of multiple healthy donors with age 19–49 years old (Table S3) based on plastic adherence, negative for CD3, CD14, CD31, CD45 and CD117 (all less than 2%) and positive for CD73, CD90, CD105 and CD147 markers (all greater than 95%), and possess tri‐lineage differentiation potential upon in vitro induction. hMSCs (1 × 10^6^ cells/ml/vial) were cryopreserved in freezing media containing α‐MEM, 2 mM L‐glutamine, 30% foetal bovine serum (FBS) and 5% dimethyl sulfoxide (DMSO). hMSCs were thawed, expanded, and maintained in complete culture media (CCM) containing α‐MEM with 10% FBS (Atlanta Biologicals, Lawrenceville, GA) and 1% Penicillin/Streptomycin (Life Technologies, Carlsbad, CA) in a standard incubator at 37°C with 5% CO_2_ and 20% O_2_. Culture medium was changed every 3 days. Cells were grown to 70%‐80% confluence and then harvested by incubation with 0.25% trypsin/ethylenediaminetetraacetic acid (EDTA) (Invitrogen, Grand Island, NY, USA) at 37°C for 4–7 min. Harvested cells were re‐plated at a density of 1,500 cells/cm^2^ and sub‐cultured up to passage 4–6. For senescent hMSCs, the cells at passage 10–12 were used in the experiments.

### 4.2 3D dynamic culture of hMSCs as aggregates

hMSC 3D dynamic culture as aggregates was performed as reported in our previous studies (Bijonowski et al., 2020; Tsai et al., 2017; Yuan et al., 2019). Briefly, hMSCs at passage 4 to 7 were suspended in CCM and 1.0 × 10^5^ hMSCs in 2 mL CCM were seeded in each well of ultra‐low attachment (ULA) six‐well plates (Corning). The ULA plates were placed on a rocking base of a WAVE Bioreactor (Xuri Cell Expansion System W5, GE Healthcare) in a standard humidified incubator (37°C, 5% CO_2_) under controlled rocking angles (i.e., 8°) and rocking speeds (i.e., 20 rockings/min, or rpm) for 18 to 72 h. The rocking conditions generate wave motion of media under defined shear stress that supports spontaneous aggregation of hMSCs (100‐300 μm in diameter) (Sart et al., 2014). For 3D‐hMSC‐EV collection, the CCM was replaced by the media that contain EV‐depleted FBS (i.e., FBS was ultracentrifuged at 100,000 g for 18 h to remove particle and EVs) and cultured for 2 days before media collection. The parallel 2D hMSC culture was used as a control condition, and the conditioned media were collected after 2‐day culture for 2D‐hMSC‐EV isolation.

### 4.3 β‐Gal activity, cell number, and CFU‐F measurements

Cellular senescence was evaluated by a SA‐β‐Gal activity assay kit (Sigma, St. Louis, MO, USA) as described in manufacturer's instructions. Cell number was determined by Quant‐iT PicoGreen kit (Invitrogen). Briefly, cells were harvested, lysed overnight using proteinase K (VWR, Radnor, PA, USA), and stained with PicoGreen to allow quantitation of cellular DNA. Fluorescence signals were measured using a BioTek fluorescence plate reader (Agilent, Santa Clara, CA, USA). For CFU‐F assay, hMSCs were harvested and re‐plated at the density of 15 cells/cm^2^ on 60 cm^2^ culture dishes and grew for another 14 days in CCM. Cells were stained with 20% crystal violet solution in methanol for 15 min at room temperature and gently washed with phosphate‐buffered saline (PBS) three times. The number of individual colonies were counted manually.

### 4.4 Extracellular vesicle isolation and density gradient ultracentrifugation

Extracellular vesicles were isolated from the conditioned media by polyethylene glycol (PEG) precipitation and ultracentrifugation according to previous publications (Hurwitz et al., 2018; Rider et al., 2016). Briefly, cells were cultured in CCM with 10% EV‐depleted FBS, and the conditioned media were collected every 48 h. The conditioned media were differential centrifuged (500 g for 5 min; 2,000 g for 10 min; 10,000 g for 30 min) to remove larger debris, apoptotic body and microvesicles. Supernatants then were mixed with PEG solution (16% wt./vol. PEG‐6000, 1.0 M NaCl) at a 1:1 volume and incubated at 4°C overnight. The next day, the mixed solutions were centrifuged at 3,214 g for 1 h to obtain crude EVs. The pellets were resuspended in PBS and then ultracentrifuged at 100,000 g for 70 min using the SW‐28 swing‐bucket rotor in an Optima XL‐100K ultracentrifuge (k factor‐15, Beckman Coulter Inc.). The concentrated vesicle suspension was centrifuged again in 1 mL polypropylene tubes (Beckman Coulter Inc., #347287) in an Optima MAX‐E tabletop ultracentrifuge using a TLA120.2 rotor (Beckman Coulter Inc.) to purify the vesicles and facilitate re‐suspension of the pellet in a small volume of particle‐free PBS in 100 μL. Purified EVs were stored in −80°C for further use.

For sub‐population profiling by density gradient ultracentrifugation, EVs were resuspended in 1.5 mL of 0.25 M sucrose buffer (10‐mM Tris, pH 7.4). Gradients (10‐30%) were constructed as previously described in other studies (Hurwitz et al., 2019; Hurwitz & Meckes, 2017; Hurwitz et al., 2018; Kowal et al., 2016). Following fractionation, densities of gradient separated fractions were estimated by measuring refractive indices of fractions with a refractometer (Refracto 30PX, Refracto Technologies Corp., Bohemia, New York). Samples were then washed in 10 mL PBS and pelleted again by ultracentrifugation at 100,000 g for 2 h at 4°C. Pellets were resuspended in particle‐free PBS or lysis buffer for immunoblot analysis.

### 4.5 Nanoparticle tracking analysis (NTA)

NTA was performed on the isolated EV samples in triplicate to determine size distribution and particle concentration. NTA was performed on a NanoSight LM10‐HS instrument (Malvern Instruments, Malvern, UK) configured with a blue (488 nm) laser and CMOS camera (Rider et al., 2016). For each replicate, three videos of 60 s were acquired with camera shutter speed fixed at 30 ms. To ensure accurate and consistent detection of small particles, camera level was set to 13, and detection threshold was maintained at 5. The laser chamber was cleaned thoroughly with particle‐free water between each sample reading. The collected videos were analysed using NTA3.4 software to obtain the mode and mean size distribution, as well as the concentration of particles per mL of solution. The EV production was reported as the number of EVs normalized to the cell number at day 2, when the media were collected for EV isolation.

### 4.6 Transmission electron microscopy (TEM)

Electron microscopy imaging was performed to confirm the morphology and size distribution of EVs as shown previously (Marzano et al., 2019; Marzano et al., 2021). Briefly, first, intact EVs (5 μL) were dropped onto Parafilm. A carbon coated 400 Hex Mesh Copper grid (Electron Microscopy Sciences (EMS), Hatfield, PA, USA) was positioned using forceps with coating side down on top of each drop for 1 h. Grids were washed with sterile filtered PBS three times, and then the EV samples were fixed for 10 min in 2% PFA (EMS, EM Grade). After washing, the grids were transferred on top of a 20‐μL drop of 2.5% glutaraldehyde (EMS, EM Grade) and incubated for 10 min at room temperature. Grid samples were stained for 10 min with 2% uranyl acetate (EMS, EMS grade). Then the samples were embedded for 10 min with 0.13% methyl cellulose and 0.4% uranyl acetate. The coated side of the grids were left to dry before imaging on the CM120 Biotwin electron microscope (Field Electron and Ion Company, FEI, Hillsboro, OR, USA) (Lasser et al., 2012). Image analysis was performed in ImageJ to determine the average EV size and size distribution.

### 4.7 Western blot for EV markers

EV pellets following ultracentrifugation were lysed in 2× Laemmli sample buffer (4% SDS, 100 mM Tris‐HCl [pH 6.8], 0.4‐mg/ml bromophenol blue, 20% glycerol) for immunoblot analysis. The supernatant was collected, and a Bradford assay was carried out to determine the protein concentration. Protein lysate concentration was normalized, and 20 μg of each sample was denatured at 95°C in Laemmli sample buffer with 2‐mercaptoethanol. Proteins were separated by 15% Bis‐Tris SDS‐PAGE gel and transferred onto a nitrocellulose membrane (Bio‐Rad, Hercules, CA, USA). The membranes were blocked for 30 min in 5% skim milk power (w/v) in Tris‐buffered saline (10 mM Tris‐HCl [pH 7.5], and 150 mM NaCl) with 0.1% Tween 20 (v/v) (TBS‐T), or in 5% bovine serum albumin in TBS‐T. Membranes were incubated overnight in the presence of the primary antibodies (Table S4) diluted in the corresponding blocking buffer at 4°C (Dilution was shown in Table S3). Afterward, the membranes were washed four times for 10 min each with TBS‐T and then incubated with horseradish peroxidase (HRP)‐conjugated secondary antibodies: rabbit anti‐mouse IgG (Genetex, Irvine, CA, USA; 26728) or goat anti‐rabbit IgG (Fab fragment) (Genetex; 27171) for 1 h at room temperature. After wash with TBS‐T, the blots were incubated with SuperSignal West Pico Chemiluminescent Substrate (ThermoFisher Scientific, Waltham, MA, USA; 34080) and imaged using an ImageQuant LAS 4000 (GE Healthcare Bio‐Sciences Corp. Piscatoway, NJ, USA) and processed with ImageQuant TL v8.1.0.0 software.

### 4.8 Real‐time quantitative reverse transcription – polymerase chain reactions (qRT‐PCR)

For miRNA quantification, total RNA was isolated from different EV and cell samples using the miRNeasy Micro Kit (Qiagen, Valencia, CA, USA) according to the manufacturer's protocol. Reverse transcription was carried out using a commercial qScript miR cDNA synthesis kit (Quantabio, Beverly, MA, USA). The qPCR primer (along with a universal reverse primer) for each miRNA has been designed and validated to work specifically with miRNA cDNA reverse transcribed using the kit. The levels of miRNAs were determined, and SNORD44 was used as a housekeeping gene for normalization (Primer sequences are shown in Table S5). qPCR reactions were performed on a QuantStudio 7 Flex Real‐time PCR System (Applied Biosystems, Foster City, CA) using SYBR Green PCR Master Mix. The amplification protocol was performed as follows: 10 min at 95°C, and 40 cycles of 95°C for 15 sec and 60°C for 30 sec, and 70°C for 30 sec. Fold variation in gene expression was quantified by means of the comparative Ct method: $2^{-(\Delta C_{t\;\text{treatment}}-\Delta C_{t\;\text{control}})}$, which is based on the comparison of expression of the target gene (normalized to the endogenous control SNORD44) between the compared samples.

For mRNA quantification, total RNA was isolated using the RNeasy Plus kit (Qiagen) following vendor's instructions. Reverse transcription was carried out using 2.0 μg of total RNA, anchored oligo‐dT primers (Operon) and Superscript III (Invitrogen). Primers for specific target genes were designed using the software Oligo Explorer 1.2 (Genelink; Table S6). qPCR reactions were performed on an ABI7500 instrument (Applied Biosystems) using SYBR Green PCR Master Mix. The amplification reactions were performed, and the quality and primer specificity were verified. Fold variations in gene expressions were quantified using the comparative Ct method:$\;2^{-(\Delta C_{t\;\text{treatment}}-\Delta C_{t\;\text{control}})}$, which is based on the comparison of the target gene (normalised to endogenous gene) among different conditions.

### 4.9 Cellular mRNA next generation sequencing and data analysis

Total RNA was extracted from various samples using Trizol (ThermoFisher Scientific, 15596026). mRNA was isolated from the total RNA using an NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs (NEB), Ipswich, MA, USA, E7490). cDNA libraries were generated from the isolated mRNA using an NEBNext Ultra RNA library prep kit for Illumina (NEB, E7530), and a unique six nucleotide index primer was incorporated into each sample. The library construction was done according to the NEB manuals. The multiplexed sample was quantified with KAPA qPCR (Kapa Biosystems, Potters Bar, UK, KR0405) specific for Illumina sequencing primers and the average fragment size was determined with a Bioanalyzer high sensitivity DNA chip (Agilent Technologies, Santa Clara, CA, USA, 5067‐4626). Pooled sample was sequenced with single end, 100 base reads on a NovaSeq 6000 system (Illumina, Inc., San Diego, CA, USA) located in the Translational Science Laboratory at the College of Medicine, Florida State University. The pooled data were demultiplexed into individual sample data, and adapter primer sequences were removed (Song et al., 2019).

Total gene counts data was analysed by NetworkAnalyst 3.0. Genes with counts less than 10, variance less than 10% and unannotated were filtered, and the remaining were normalized by Log2‐counts per million. Differential expressed gene were identified by DEseq2. Heatmap of globe differential expressed genes and gene enriched pathways were also visualized by the same online tool. The genes that were upregulated and downregulated between 2D versus 3D groups were further assessed for GO, KEGG pathway and phenotype pathway analysis by g:Profiler (version e104_eg51_p15_3922dba).

### 4.10 Proteomics analysis of hMSC EVs

The hMSC 2D and 3D EVs were isolated using ExtraPEG and then extracted for proteins. Based on protein quantification result, up to 100‐μg proteins were isolated on an S‐trap micro column (Protifi, Farmingdale, NY, USA, K02‐micro). The isolated proteins (triplicate for each group) were alkylated and digested on column based on manufacturer's instructions. All the eluted peptides were fractionated by Pierce high pH reverse phase peptide fractionation kit (ThermoFisher Scientific, 84868) into five fractions for each sample. Then all the samples were vacuumed dried and submitted to the FSU Translational Science Laboratory. The samples were analysed on the Q Exactive HF Orbitrap LC‐MS/MS System (ThermoFisher Scietific) as previously described (Hurwitz & Meckes, 2017; Hurwitz et al., 2018). Briefly, resulting raw files were searched with Proteome Discoverer 2.4 using SequestHT, Mascot and Amanda as search engines. Scaffold (version 5.0) was used to validate the protein and peptide identity. Peptide identity was accepted if Scaffold Local FDR algorithm demonstrated a probability greater that 99.0%. Likewise, protein identity was accepted if the probability level was greater than 99.0% and contained a minimum of two recognized peptides. GO annotation was carried out by g:Profiler.

### 4.11 Mitochondrial mass (mito‐mass), mitochondria membrane potential (MMP), and total ROS measurements

For mitochondrial mass and MMP measurement, trypsinized hMSCs (hMSCs:EVs = 1:1000 (cell number vs. EV number) were washed in warm Hank's Balanced Salt Solution (HBSS). Cell suspension was incubated with MitoTracker green FM or tetramethylrhodamine methyl ester (Molecular Probe, Eugene, OR, USA) at 37°C for mito‐mass and MMP, respectively. Cells were washed with HBSS, and analysed by flow cytometry (BD Biosciences, San Jose, CA, USA). For ROS measurement, cell suspension was incubated with 25 μM carboxy‐H2DCFDA (Molecular Probe) at 37°C for 30 min, and total ROS was determined using flow cytometry.

### 4.12 Human fibroblast (hFB) growth and in vitro wound healing model

Primary human dermal fibroblasts (CS‐201‐012) were purchased from American Type Culture Collection (ATCC, Manassas, VA, USA) and subcultured in DMEM plus 10% FBS up to passage 15. In vitro wound healing assay was performed to evaluate the effects of hMSC EVs on cell proliferation and migration. Briefly, hFBs were seeded (0.2 × 10^6^ cell/well) onto tissue culture treated 24‐well plate and grown overnight. An artificial wound was introduced with a 200 μL pipette tip and. After creating the scratch and PBS washing, complete culture medium (α‐MEM and 1% Penicillin/Streptomycin) with 1% FBS were added for further culture. EVs then were added at the concentration 1 × 10^8^ EVs/ml medium for next 24 h. Images were captured with an Olympus IX70 inverted microscope for 0–24 h. Cell growth was then recorded and analysed by ImageJ to calculate the wound closure rate, which may be attributed to the combination of cell proliferation and migration.

### 4.13 Measurement of indoleamine 2,3‐dioxygenase (IDO) activity

For IDO enzymatic activity, both IDO1 and IDO2 (both convert Tryptophan to Kynurenine) were assessed by measuring Kynurenine level in cell culture supernatant. A 400 μL supernatant from hMSCs culture (either stimulated by IFN‐γ at 40 ng/ml or left unstimulated for 24 h until sample collection) was clarified by mixing with trichloroacetic acid (200 μL, 30% wt/vol; Sigma Aldrich, St. Louis, MO, USA) by vortex, followed by centrifugation at 8,000 g for 5 min. An equal volume of Ehrlich reagent (2% p‐dimethylaminobenzaldehyde in glacial acetic acid) was added to the clarified supernatant, and optical density at 490 nm was measured.

### 4.14 Macrophage polarization assay

THP‐1 cells were obtained from ATCC and cultured in ATCC‐formulated RPMI‐1640 until confluency. THP‐1 cells were passaged into 6‐well plates at a concentration of 1.0 × 10^6^ cells/well. THP‐1 cells were differentiated into macrophages (M0) by a 48‐h treatment of phorbol 12‐myristate 13‐acetate (PMA, 20 nM, Sigma). M0 macrophages were polarized into the M1 phenotype with another 24 h‐treatment of lipopolysaccharide (LPS) (100 ng/mL, Sigma) and IFN‐γ (50 ng/mL, PeproTech, Cranbury, NJ, USA), or M2 phenotype by IL4 (50 ng/ml, PeproTech). hMSC EVs were added to the culture at the concentration of 1 × 10^8^ EVs/ml medium at the beginning of M1 polarization or M0 cells. M1 or M2 polarization markers were tested by qRT‐PCR.

### 4.15 T cell proliferation assay

Human peripheral blood mononuclear cells (hPBMCs) were obtained from STEMCELL Technologies Inc. (Vancouver, Canada) which followed an IRB‐approved protocol. Cells are free of HIV, CMV and hepatitis B/C. hPBMCs were cultured in RPMI‐1640 supplemented with 10% FBS (Seradigm, Radnor, PA, USA; 1400–500), 2‐mM L‐glutamine (Corning; 25‐005‐Cl), 100 IU penicillin‐streptomycin (Corning; 30‐002‐CI) in a standard CO_2_ incubator (37°C and 5% CO_2_). After thaw and cultured for 24 h, cells were labeled with carboxyfluorescein succinimidyl ester (CFSE, BioLegend, San Diego, CA, USA, 423801) at 1.0 μM for 20 min at a cell concentration of 10^7^ cells/mL, protected from light and washed twice with culture medium. Then, hPBMCs were seeded at 1 × 10^6^ cells/mL and stimulated with anti‐CD3/CD28 antibodies (2.0 μg/ml, BioLegend, 317325/302933). After 24 h, 2D‐ and 3D‐hMSC‐EVs (5 μg and 15 μg total protein or 0.6, 1.8, 3.0 and 7.5 × 10^10^ EVs/mL) were added in triplicates and incubated for another 3 days. hPBMCs were spun down and stained with 7‐AAD and BV421 anti‐CD8 antibody (BioLegend, 344748) for cytotoxic T cell proliferation assay, as well as anti‐CD4 antibody (BioLegend, 317418) for helper T cell proliferation assay. Samples were run on FACSCanto flow cytometer (BD Bioscences) in the Translational Laboratory of the FSU College of Medicine. The data were analysed by FACSDiva software (BD Biosciences).

### 4.16 Statistical analysis

Unless otherwise noted, all experiments were performed at least three times in triplicate (*n* = 3), and the representative data are reported. Experimental results are expressed as means ± standard deviation (SD) of the samples. Statistical comparisons were performed by one‐way ANOVA and Tukey's post hoc test for multiple comparisons, and significance was accepted at *P* < 0.05.

## AUTHOR CONTRIBUTIONS

Xuegang Yuan: Conceptualization; Data curation; Investigation; Methodology; Visualization; Writing – original draft; Writing – review & editing. Li Sun: Data curation; Investigation; Methodology; Visualization; Writing – original draft; Writing – review & editing. Richard Jeske: Investigation; Methodology. Dingani Nkosi: Investigation; Methodology. Yuan Liu: Investigation; Methodology. Sara York: Investigation; Methodology. Samuel Grant: Funding acquisition; Project administration; Visualization; Writing – review & editing. Yan Li: Conceptualization; Funding acquisition; Methodology; Project administration; Resources; Visualization; Writing – original draft; Writing – review & editing. David Meckes: Conceptualization; Funding acquisition; Methodology; Project administration; Resources; Visualization; Writing – review & editing.

## CONFLICT OF INTEREST

Authors declare that they have no competing interests.

## Supporting information

SUPPORTING INFORMATION

## Data Availability

The datasets generated during and/or analysed during the current study are available from the corresponding authors on reasonable request. The RNA‐seq data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series GSE185874. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD028975 an https://doi.org/10.6019/PXD028975.

# Supplementary material for: Engineering extracellular vesicles by three‐dimensional dynamic culture of human mesenchymal stem cells
**Source:** J Extracell Vesicles. 2022 Jun 18;11(6):e12235. doi: 10.1002/jev2.12235
**Supplement:** Supplementary file 1 — SUPPORTING INFORMATION

Supplementary Materials for

**Engineering Extracellular Vesicles by Three-dimensional Dynamic Culture of Human Mesenchymal Stem Cells**

Xuegang Yuan*, Li Sun, Richard Jeske, Dingani Nkosi, Sara B. York, Yuan Liu,

Samuel C. Grant, David G. Meckes, Jr*, Yan Li*

**This file includes:**

Supplementary Text

Figs. S1 to S8

Tables S1 to S6

**Other Supplementary Materials for this manuscript include the following:**

Data S1 to S7

Supplementary Text

*Osteogenic differentiation:* hMSCs were grown to confluence before complete culture medium (CCM) was switched to osteogenic differentiation medium containing high glucose DMEM (Gibco, Grand Island, NY), 10% fetal bovine serum (FBS), 1% penicillin/streptomycin, 100 mM dexamethasone, 10 mM sodium-β-glycerophosphate, and 0.05 mM ascorbic acid-2-phosphate. The media were changed every 2 days and the differentiation was maintained for 14 days. Cells were then collected for RT-PCR.

*Adipogenic differentiation:* hMSCs were grown to confluence before CCM was switched to adipogenic differentiation medium containing high glucose DMEM, 10% FBS, 1% penicillin/streptomycin, 0.2 mM indomethacin, 0.5 mM isobutyl-1-methyl xanthine, 1 µM dexamethasone, 10 µg/mL insulin, and 44 mM sodium bicarbonate. Medium was changed every 2 days and the differentiation was maintained for 14 days. Cells were then collected for RT-PCR.

Human adipose-derived stem cell (ASC) culture: Frozen ASCs at passage 1 were acquired from the Tulane Center for Stem Cell Research and Regenerative Medicine. The ASCs were isolated from the subcutaneous abdominal adipose tissue from three de-identified healthy donors that were younger than 45 years old with a body mass index lower than 25. The isolated cells were characterized for their MSC properties through colony-forming unit (CFU) assays as well as tri-lineage differentiation potential (osteogenic, adipogenic and chondrogenic differentiation) *in vitro*. Briefly, hASCs were seeded at a density of 1,500 cells/cm^2^ in 150 mm diameter Petri Dishes (Corning, Corning, NY) in a standard 5% CO_2_ incubator. Cells were cultured in CCM containing αMEM (Life Technologies, Carlsbad, CA) with 10% FBS (Atlanta Biologicals, Lawrenceville, GA), sodium bicarbonate (1X, ThermoFisher Scientific), and 1% Penicillin/Streptomycin (ThermoFisher Scientific) undergoing media changes every 2-3 days. Cells were grown to 80% conﬂuence and then harvested by incubation with 0.25% trypsin/EDTA (Invitrogen, Grand Island, NY) for 7 minutes. Harvested cells were sub-cultured on tissue culture surface or aggregated in ULA 6-well plates under wave motion for EV collection.

Umbilical cord (UC)-derived human MSC (UC-hMSC) culture: Frozen hMSCs derived from human umbilical cords are provided by SynergyBiologics (Tallahassee, FL). UC-hMSCs at passage 0 (P0) are cryopreserved and stored in liquid nitrogen. One vial of frozen UC-hMSCs (generally contains 1×10^6^ cells) was recovered by immediately thawing in a 37 ºC water bath. The cell suspension was diluted with CCM and centrifuged at 400 g for 5 min. After centrifugation, the cell pellet was resuspended with 1-3 mL CCM and plated onto 150-mm diameter petri-dish at 1200-1500 cells/cm^2^. The culture was maintained in a standard incubator (37 ºC, 5% CO_2_). Culture media were changed every two days with fresh CCM. For passaging, the UC-hMSCs are treated with 0.25% trypsin/EDTA solution at 37ºC for 5-7 min. Trypsin was neutralized by adding CCM and detached cells were collected in a 15 mL centrifuge tube. UC-hMSCs were pelleted at 500 g for 5 min and resuspended with CCM. The cell number was determined by hemacytometer. UC-hMSCs can be expanded on tissue culture surface or in ULA 6-well plates under wave motion for EV collection.

**
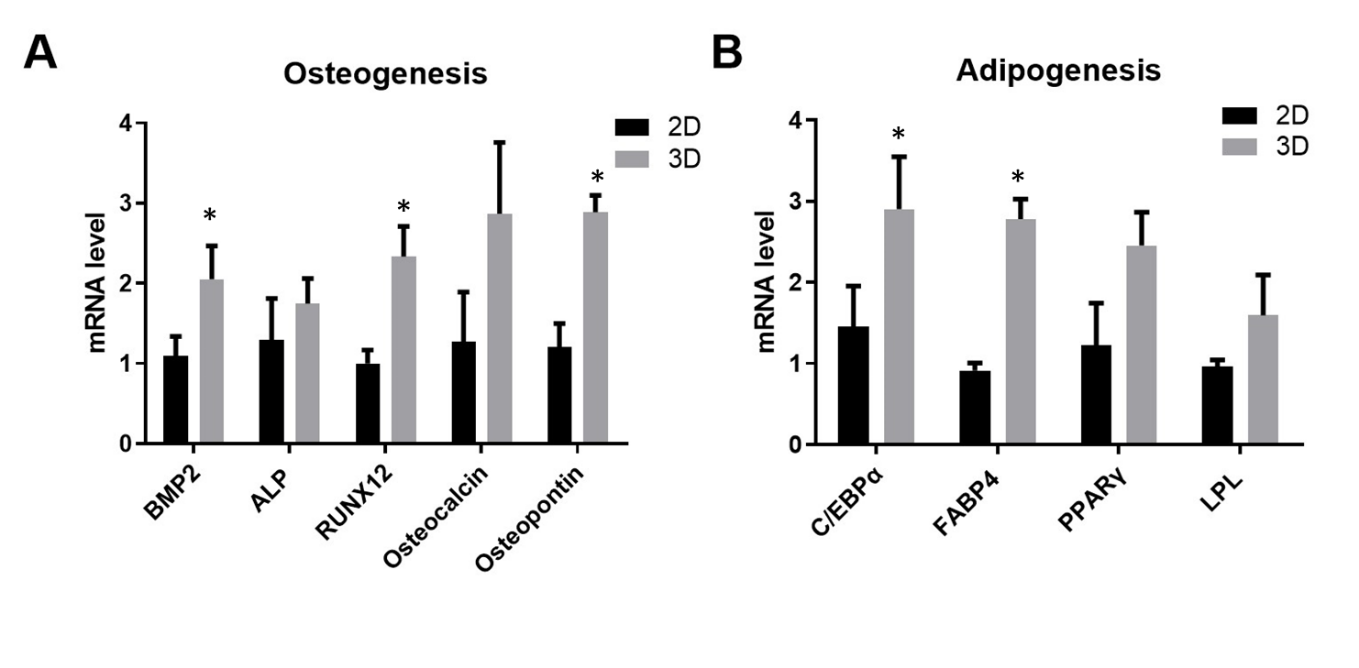
**

**Fig. S1. mRNA expression of lineage-specific differentiation markers of bone marrow-derived 3D hMSC aggregates.** mRNA expression was determined by RT-PCR. (A) Relative mRNA expression for osteogenic differentiation of 2D and 3D hMSCs; (B) Relative mRNA expression for adipogenic differentiation of 2D and 3D hMSCs. *, *p*<0.05 (n=3).

**
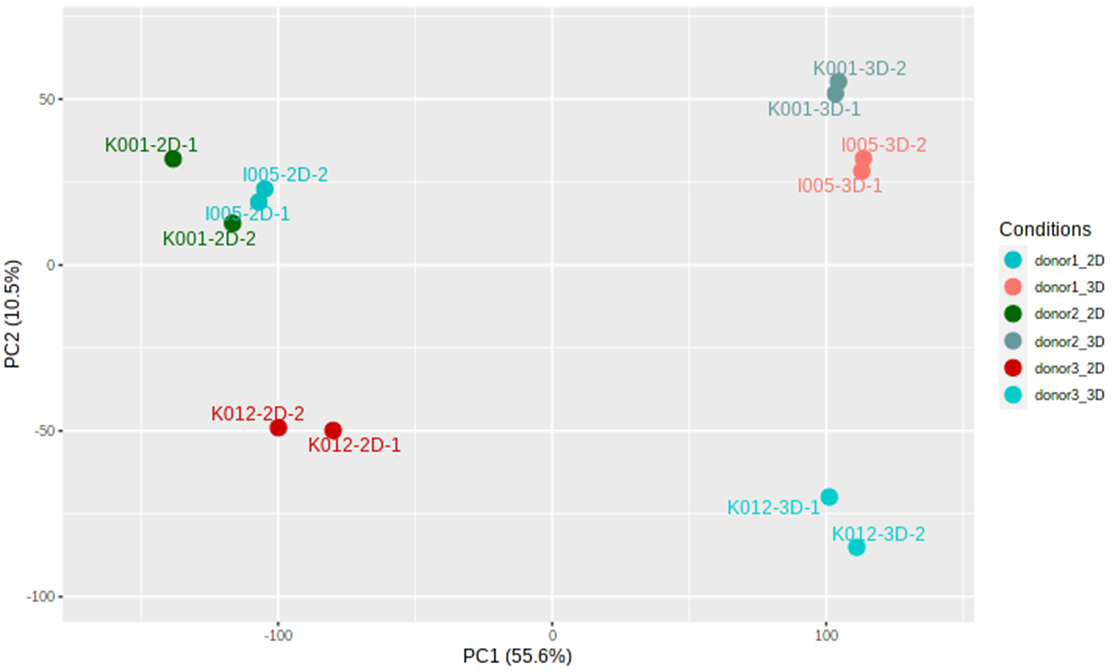
**

**Fig. S2. PCA plot of mRNA sequencing data from 12 libraries: different donors of UC-hMSCs in both 2D and 3D culture.**

**
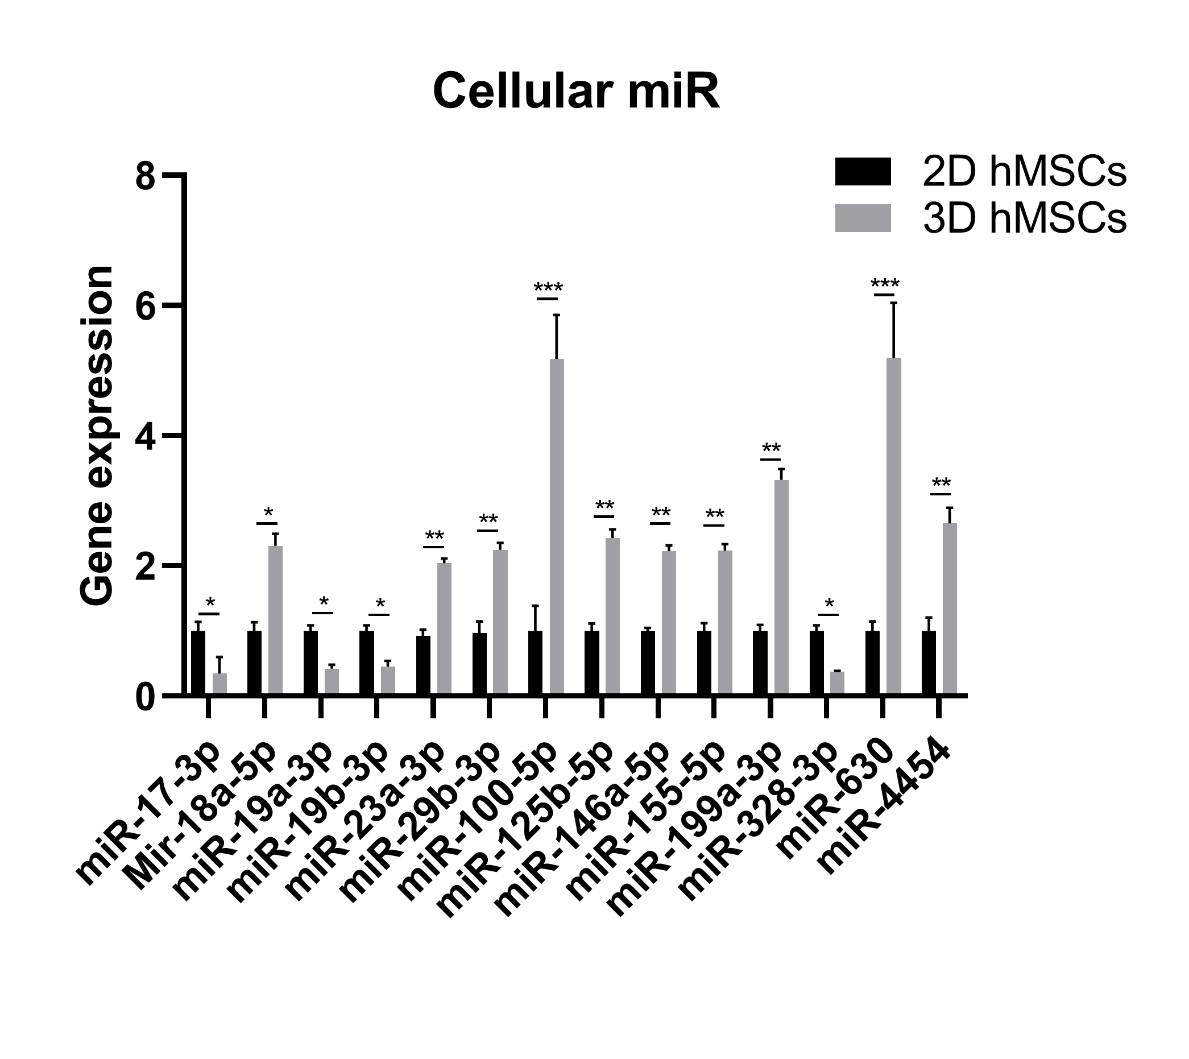
**

**Fig. S3.** **miRNA content determined by qRT-PCR in the cells was altered by 3D dynamic aggregate culture** (n=3). *, *p*<0.05; **, *p*<0.01; ***, *p*<0.001.

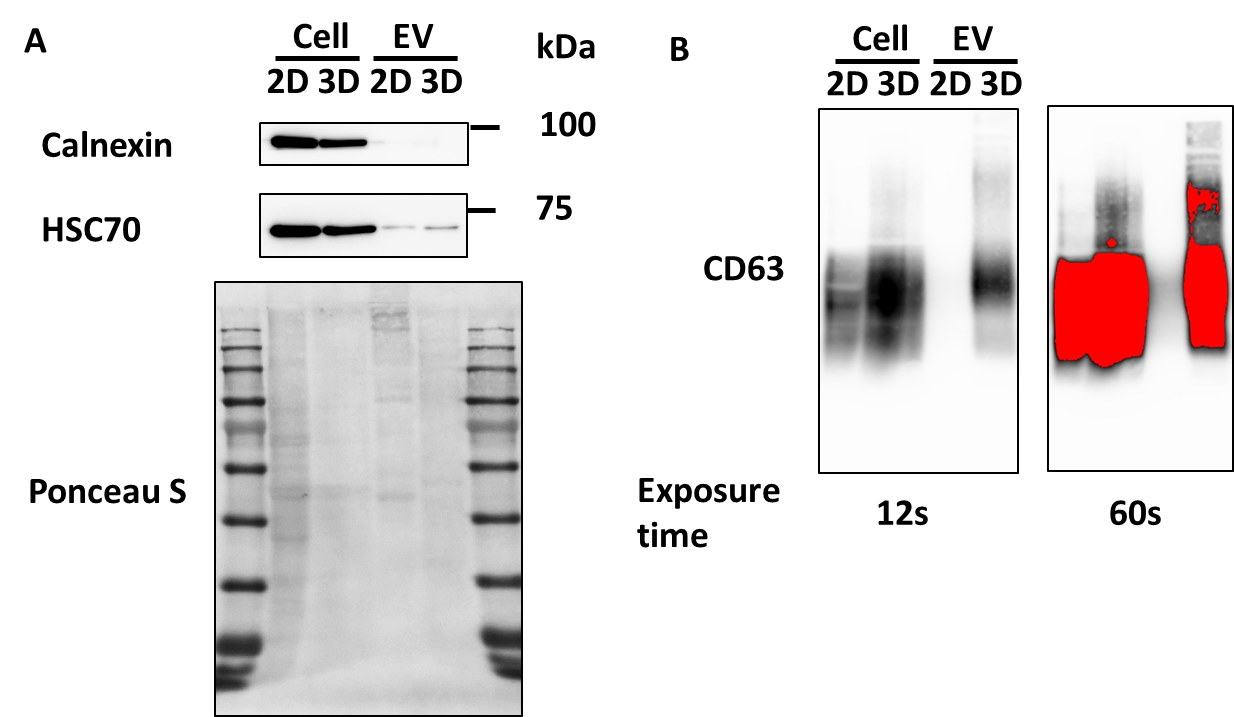

**Fig. S4. Additional results for CD63 and HSC70 expression in 2D- and 3D-hMSC-EV** **by Western Blot.** (A) Confirmation of negative Calnexin expression and weak HSC70 expression in hMSC-EVs; Ponceau S staining shows the equal protein loading. (B) Confirmation of weak CD63 expression for 2D-hMSC-EV. When the band for 2D-hMSC-EV is visible, the other bands would be overexposed.

**
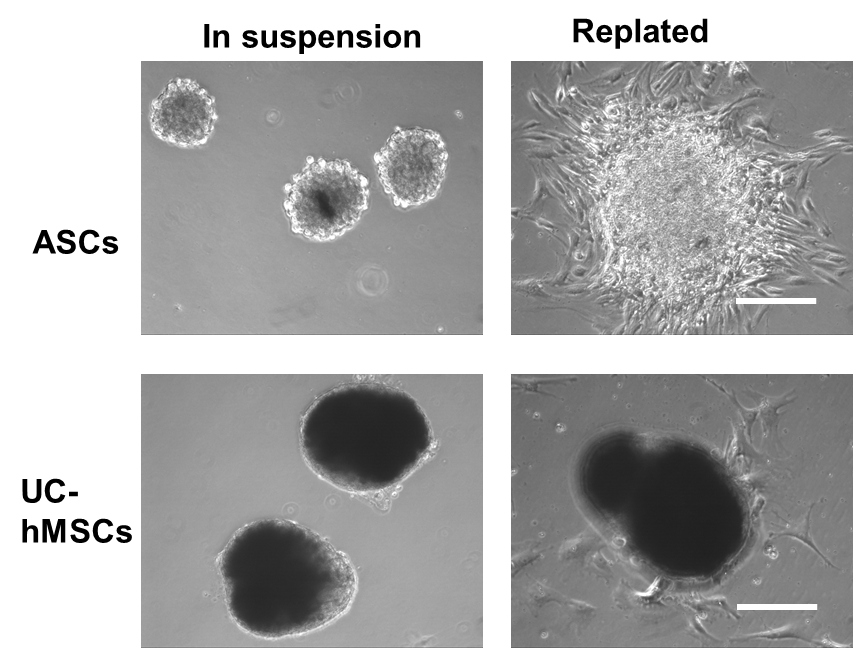
**

Fig. S5. Representative images of 3D aggregates for human ASCs and UC-hMSCs. Scale bar: 200 µm.

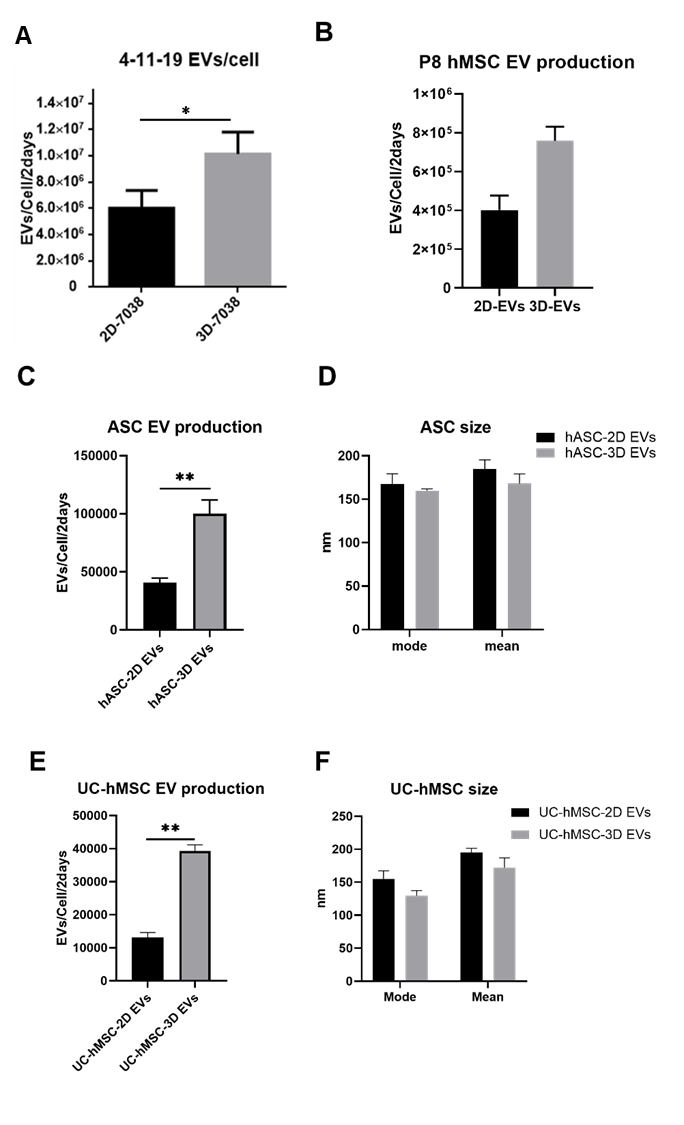

Fig. S6. 2D EV and 3D EV production from different hMSC donors, passages, and tissue sources. (A) EV production per cell for BM hMSCs of a different donor (n=3). (B) EV production per cell for BM hMSCs at passage 8 (n=3). (C) EV production from ASCs (n=3). (D) Mean and mode size of ASC-EVs determined by NTA (n=3). (E) EV production from UC-hMSCs (n=3). (F) Mean and mode size of UC-hMSC-EVs determined by NTA (n=3). *, p<0.05; **, p<0.01

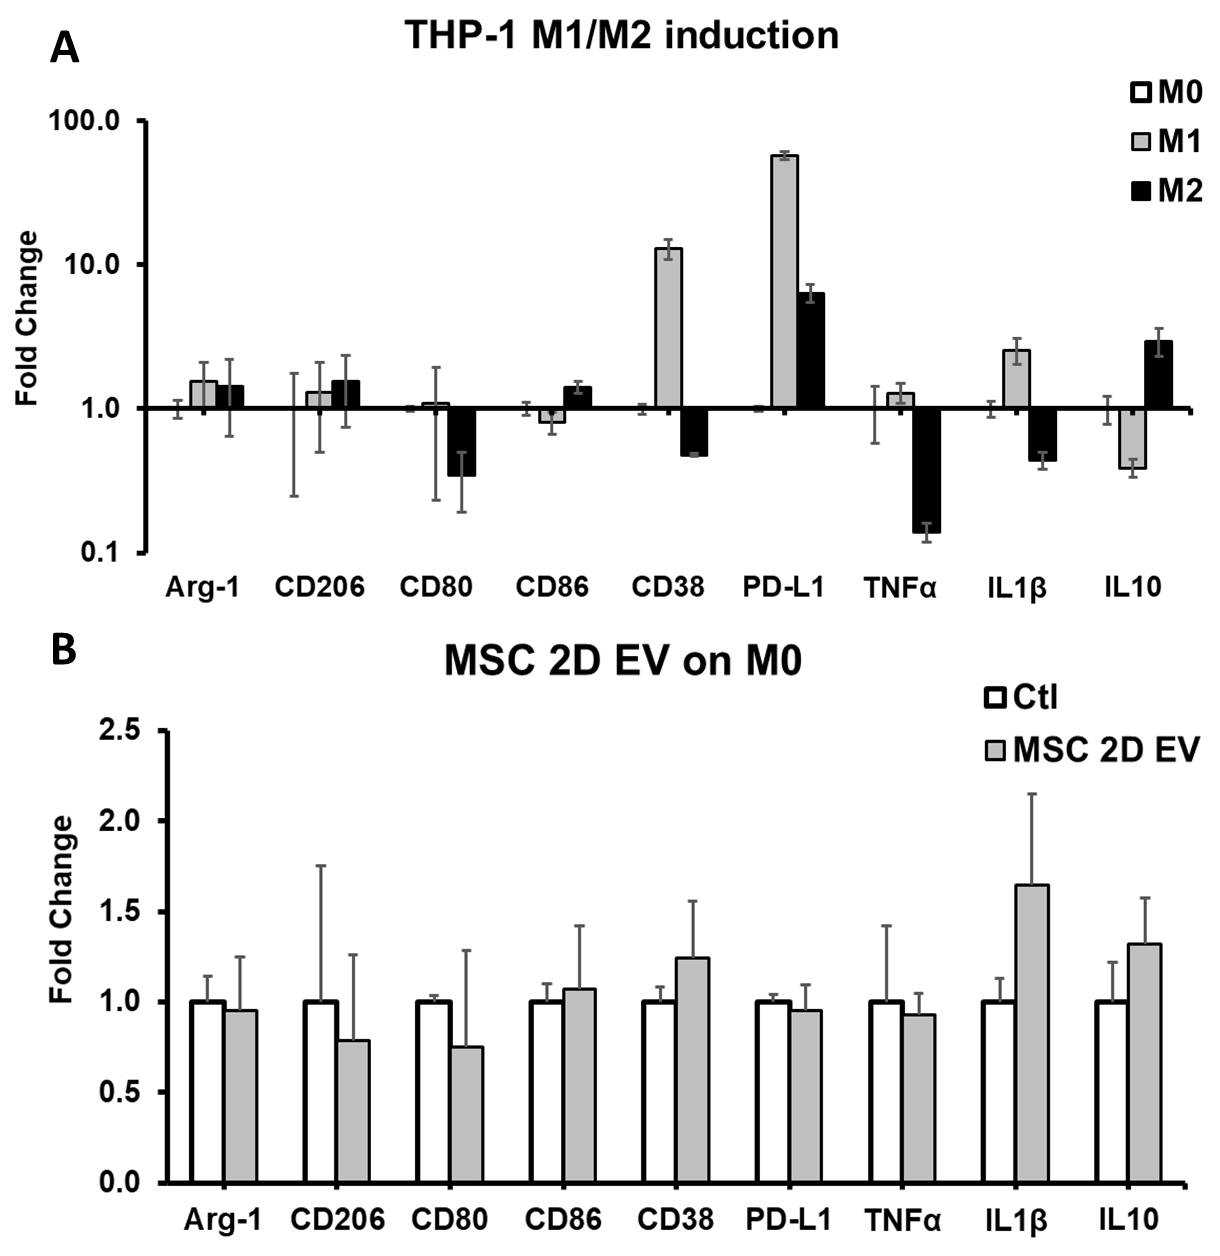

**Fig. S7. Additional RT-qPCR results for macrophage polarization assay.** Expression of M1/M2 phenotypic markers. **(A)** mRNA level of markers showing successful M1/M2 macrophage differentiation (n=3); **(B)** For M0 cells, hMSC-2D-EVs did not induce M1 or M2 polarization (n=3).

**
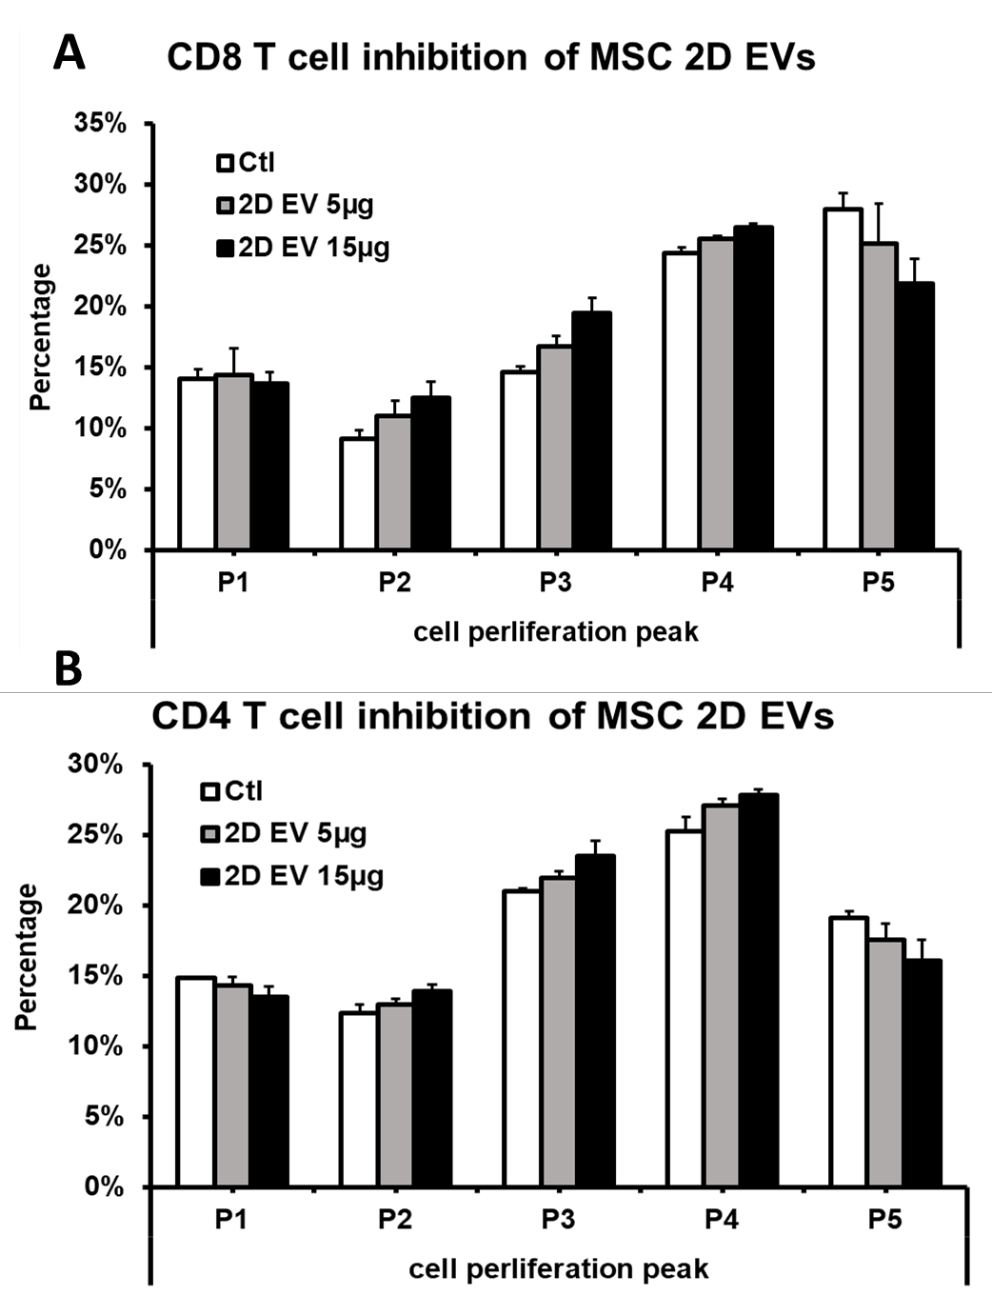
**

**Fig. S8. Additional results for T cell proliferation assay.** Peak percentages for (A) CD8+ T cells (n=3) and (B) CD4+ T cells (n=3). 2D-hMSC-EVs were evaluated at two doses, low dosage: 5 µg protein/group (or 0.58×10^10^ EV/mL); high dosage: 15.5 µg protein/group (or 1.8×10^10^ EV/mL).

| **Symbols** | **Name** | **logFC** | **P Value** |
| --- | --- | --- | --- |
| C2CD4A | C2 calcium dependent domain containing 4A | 8.17 | 3.4E-52 |
| C2CD4B | C2 calcium dependent domain containing 4B | 7.83 | 2.0E-60 |
| SMIM32 | small integral membrane protein 32 | 7.65 | 1.3E-32 |
| CXCR4 | C-X-C motif chemokine receptor 4 | 7.57 | 5.9E-37 |
| NTN1 | netrin 1 | 7.49 | 5.2E-55 |
| SLC16A6 | solute carrier family 16 member 6 | 7.42 | 8.6E-166 |
| BMP2 | bone morphogenetic protein 2 | 7.19 | 1.3E-112 |
| SPP1 | secreted phosphoprotein 1 | 7.00 | 4.9E-81 |
| GALNT9 | polypeptide N-acetylgalactosaminyltransferase 9 | 6.95 | 9.2E-56 |
| GPR84 | G protein-coupled receptor 84 | 6.89 | 7.1E-27 |
| APOD | apolipoprotein D | 6.82 | 8.1E-40 |
| MMP9 | matrix metallopeptidase 9 | 6.76 | 5.4E-19 |
| LINC02392 | long intergenic non-protein coding RNA 2392 | 6.74 | 9.6E-16 |
| MMP13 | matrix metallopeptidase 13 | 6.56 | 4.9E-35 |
| LINC01050 | long intergenic non-protein coding RNA 1050 | 6.44 | 1.0E-34 |
| TNFSF11 | TNF superfamily member 11 | 6.41 | 9.9E-77 |
| LGR6 | leucine rich repeat containing G protein-coupled receptor 6 | 6.31 | 1.2E-18 |
| TAC1 | tachykinin precursor 1 | 6.25 | 2.7E-16 |
| SFRP2 | secreted frizzled related protein 2 | 6.08 | 2.7E-33 |
| CXCL8 | C-X-C motif chemokine ligand 8 | 6.05 | 1.0E-23 |
| JPH2 | junctophilin 2 | -7.07 | 1.1E-29 |
| ANKRD1 | ankyrin repeat domain 1 | -6.47 | 6.9E-37 |
| LMOD1 | leiomodin 1 | -5.78 | 7.3E-48 |
| TENM2 | teneurin transmembrane protein 2 | -5.67 | 5.4E-52 |
| ACTC1 | actin alpha cardiac muscle 1 | -5.62 | 1.7E-19 |
| PLCE1-AS1 | PLCE1 antisense RNA 1 | -5.43 | 2.9E-12 |
| PTPRQ | protein tyrosine phosphatase receptor type Q | -5.43 | 5.6E-25 |
| MRVI1 | murine retrovirus integration site 1 homolog | -5.27 | 4.6E-43 |
| B3GALT2 | "beta-1,3-galactosyltransferase 2" | -5.24 | 1.5E-14 |
| LINC01018 | long intergenic non-protein coding RNA 1018 | -5.17 | 4.4E-21 |
| TENT5B | terminal nucleotidyltransferase 5B | -5.04 | 3.8E-15 |
| KRT19 | keratin 19 | -5.04 | 3.3E-51 |
| OXTR | oxytocin receptor | -5.04 | 5.7E-17 |
| LINC01085 | long intergenic non-protein coding RNA 1085 | -5.01 | 2.0E-19 |
| CNN1 | calponin 1 | -5.01 | 1.0E-44 |
| HRCT1 | histidine rich carboxyl terminus 1 | -5.00 | 4.2E-25 |
| SPAAR | small regulatory polypeptide of amino acid response | -4.98 | 2.6E-11 |
| DIAPH3 | diaphanous related formin 3 | -4.96 | 2.1E-35 |
| CCDC190 | coiled-coil domain containing 190 | -4.95 | 1.1E-15 |
| CPA4 | carboxypeptidase A4 | -4.89 | 3.1E-38 |

Table S1. The top 20 up- and down-regulated DEGs of hMSC RNA-seq.

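All 40 genes of Table S1 moved in the direction given there. BMP2, SPP1, APOD and MMP9 are among the higher ones, and muscle and keratin genes such as JPH2, LMOD1 and KRT19 among the lower. KRT19, a keratin of simple epithelia, fell from 133 ± 56.9 to 3.64 ± 0.268 CPM (SD, n = 3, log2 fold change -5.19, standard error 0.42, adjusted p = 5.57e-05 from edgeR), and TENM2 (teneurin 2), an adhesion receptor, fell from 41.7 ± 19.2 to 0.698 ± 0.202 CPM (SD, n = 3, log2 fold change -5.89, standard error 0.46, adjusted p = 5.24e-05 from edgeR). TAC1, the precursor of substance P, had 2 counts in 2D and 460 in 3D, a depth-adjusted ratio of 209 with a 95% counting interval of 57.6 to 1734. SPAAR had 149 counts in 2D and 2 in 3D, a depth-adjusted ratio of 2D to 3D of 81.9 with a 95% counting interval of 22.3 to 682. Of 20 upregulated genes of Table S1 tested, 20 were higher and 0 lower, or 20 and 0 adjusted over the list alone, with a median log2 fold change of 7.35 (7.30 with the gene at 0 counts in 2D or 3D set at its bound) (camera adjusted p = 2.71e-64, and adjusted p = 0.00945 with an estimated correlation), the authors having chosen the list on these samples, so that this is not independent evidence. Among 20 downregulated genes of Table S1 tested, the median log2 fold change was -5.64 (camera adjusted p = 1.05e-38, and adjusted p = 0.00719 with an estimated correlation), and 0 were higher and 20 lower (0 and 20 adjusted over the list alone). The authors chose this list on these samples as well, so it is not independent evidence either.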

| Symbols | Name | logFC | adj.P.Val |
| --- | --- | --- | --- |
| CXCL1 | C-X-C motif chemokine ligand 1 | 4.82 | 8.10E-13 |
| CXCL12 | C-X-C motif chemokine ligand 12 | -2.62 | 3.18E-13 |
| CXCL16 | C-X-C motif chemokine ligand 16 | 1.11 | 3.73E-02 |
| CXCL2 | C-X-C motif chemokine ligand 2 | 2.75 | 3.55E-06 |
| CXCL3 | C-X-C motif chemokine ligand 3 | 5.22 | 7.29E-14 |
| CXCL5 | C-X-C motif chemokine ligand 5 | 4.15 | 1.37E-06 |
| CXCL6 | C-X-C motif chemokine ligand 6 | 4.71 | 4.42E-16 |
| CXCL8 | C-X-C motif chemokine ligand 8 | 6.26 | 7.75E-25 |

**Table S2. The list of significantly upregulated CXCLs in 3D hMSC condition.**

N.A.: Not Available

Table S3. A summary of hMSC donor information.

| **Target** | **Host/ Isotype** | **Supplier/ Cat#** | **Dilution for Western** |
| --- | --- | --- | --- |
| Alix | Mouse monoclonal, IgG_1_ | Santa Cruz, sc-49268 | 1:1000 |
| HSC70 | Mouse monoclonal IgG_2a_ | Santa Cruz, sc-7298 | 1:1000 |
| Flotillin-2 | Mouse monoclonal, IgG_1_ | Santa Cruz, sc-28320 | 1:1000 |
| CD81 | Rabbit mAb (Mouse Specific) IgG | Cell Signaling, #10037 | 1:1000 |
| CD63 | Mouse monoclonal, IgG_1_ | Abcam; TS63 | 1:1000 |
| Syntenin-1 | Mouse monoclonal, IgG_1_ | Santa Cruz, S-31 | 1:1000 |
| CD9 | Mouse monoclonal, IgG_1_ | Millipore; MM2/57 | 1:1000 |
| Caveolin-1 | Mouse monoclonal, IgG_2b_ | Cell Signaling, #3267 | 1:1000 |
| Calnexin | Mouse monoclonal, IgG_1_ | Santa Cruz, S-70 | 1:1000 |

**Table S4.** **A list of antibodies used in Western Blot**

| **miR type** | **Primer Sequence** |
| --- | --- |
| miR-22-3p | CGAAGCTGCCAGTTGAAGAAC |
| miR-124-3p | ACGCGGTGAATGCCAAAA |
| miR-133b | GTTTGGTCCCCTTCAACCA |
| miR-181c-5p | AACATTCAACCTGTCGGTGAGT |
| miR-328-3p | CCCTCTCTGCCCTTCCGTA |
| miR-1246 | GCAATGGATTTTTGGAGCA |
| miR-21-5p | GCTAGCTTATCAGACTGATGTTGAAA |
| miR-17-3p | GCTAGCTTATCAGACTGATGTTGAAA |
| miR-18a-5p | AAGGTGCATCTAGTGCAGATAGAAA |
| miR-19a-3p | TGTGCAAATCTATGCAAAACTGA |
| miR-19b-3p | GTGCAAATCCATGCAAAACTG |
| miR-23a-3p | ACATTGCCAGGGATTTCCAA |
| miR-29b-3p | CGCTAGCACCATTTGAAATCAG |
| miR-100-5p | CCCGTAGATCCGAACTTGTG |
| miR-125b-5p | CTCCCTGAGACCCTAACTTGTG |
| miR-146a-5p | TGAGAACTGAATTCCATGGGTTA |
| miR-155-5p | TGCTAATCGTGATAGGGGTAAA |
| miR-199a-3p | CAGTAGTCTGCACATTGGTTAAAAA |
| miR-630 | GTATTCTGTACCAGGGAAGGTAAA |
| miR-4454 | CGAGTCACGGCACCAAA |
| SNORD48 | CTCTGAGTGTGTCGCTGATGC |
| SNORD44 | AACTGTGTGCTGATTGTCACG |
| Universal Forward primer | GCATAGACCTGAATGGCGGTA |

Table S5. Primer sequences for microRNAs in qRT-PCR analysis.

| **Gene** | **Forward primer 5' to 3'** | **Reverse primer 5' to 3'** |
| --- | --- | --- |
| Oct4 | CAGCAGATCAGCCACATCGCC | TGAGAAAGGAGACCCAGCAGCC |
| Nanog | CCTGTGATTTGTGGGCCTG | GACAGTCTCCGTGTGAGGCAT |
| Sox2 | GTATCAGGAGTTGTCAAGGCAGAG | TCCTAGTCTTAAAGAGGCAGCAAAC |
| CD9 | TCGCCATTGAAATAGCTGCGGC | CGCATAGTGGATGGCTTTCAGC |
| CD63 | ACAACCACACTGCTTCGATCC | GACTCGGTTCTTCGACATGGA |
| CD81 | ATCCTGTTTGCCTGTGAGGTG | TGCTGTAGGGCCTGGTCATAG |
| Alix (PDCD61P) | TAAGTGCATCTGAGGGCCAAA | GGGGCCTCCTTTCCTAGTTTC |
| ALIXI4 (PDCD61PI4) | TTGGCTAATCAGGCTGCAGAT | TCACATGCAAAGTAAGCAAGTGTT |
| TSG | CACCTGGTGGTCCATATCCTG | GATGGTGTCCTCGCTGATTGT |
| HRS | CTTCTCGGATCGAGGCTTCTT | TCGAATCAACTGCGCTCATTA |
| Syntenin | TTATTAAGCGGATGGCACCAA | TTGCCAAAGAAGGAAACTGGA |
| Rab27B | TCCATGAAGCTGCTTGTCTCA | GTTGGGTCTCCACCCAGAAAT |
| Rab27A | GCATGTTTCAGTTTTCAAGAACCA | AAAGGTGGCTTTTGTGTGTGC |
| Flotillin1 | AAGCTGCCCCAGGTGGCAGAGG | TGTTCTCAAAGGCTTGTGATTCACC |
| KIBRA | CTCCGAGGCCAGAGCTGTAAGGAAC | CTAGAGGACTTGTGACTCAGTAC |
| MVP | TCCCTCTGGACCAAAATGAG | CCTTTTCCCACAGGACTTCA |
| Syndecan1 | TCGAATCTCTGTGCCTTCGTC | AAACCTTGGCTGAACCTACCG |
| TNFα | TGGCCAATGGCGTGGAGCTG | GTAGGAGACGGCGATGCGGC |
| IL-6 | GAACTCCTTCTCCACAAGCG | TTTTCTGCCAGTGCCTCTTT |
| IL-12β | CCAAGGGGTGACGTGCGGAG | GGTGGGTCAGGTTTGATGATGTCCC |
| IL-10 | AAGCCTGACCACGCTTTCTA | ATGAAGTGGTTGGGGAATGA |
| TGF-β | CCTACATTTGGAGCCTGGAC | TGTCCTTAAATACAGCCCCC |
| CD163 | CCAGTCCCAAACACTGTCCT | ATGCCAGTGAGCTTCCCGTTCAGC |
| CD206 | CTACAAGGGATCGGGTTTATGGA | TTGGCATTGCCTAGTAGCGTA |
| CD80 | GGGCACATACGAGTGTGTTGT | TCAGCTTTGACTGATAACGTCAC |
| CD86 | CTGCTCATCTATACACGGTTACC | GGAAACGTCGTACAGTTCTGTG |
| CD38 | TTCCCGCAGTTTTTCTTTGAA | GCACCTCTCAGCTGCCTACTG |
| PD-L1 | CCTACTGGCATTTGCTGAACGCAT | ACCATAGCTGATCATGCAGCGGTA |
| IL-1β | CCACAGACCTTCCAGGAGAATG | GTGCAGTTCAGTGATCGTACAGG |
| ALP | CAGTCTGCTGTGCCCCTGC | GTAGTTCTGCTCGTGGACGCC |
| BMP2 | TTCCCCGTGACCAGACTTTTGG | GCCACTTCCACCACGAATCCAT |
| Osteocalcin | GGCAGCGAGGTAGTGAAGAGAC | GAAAGCCGATGTGGTCAGCCAA |
| Osteopontin | AGCGGAAAGCCAATGATGAGAGC | ACTTTTGGGGTCTACAACCAGCAT |
| RUNX12 | CCAACCCACGAATGCACTATC | TAGTGAGTGGTGGCGGACATAC |
| CEBPA | AGCCTTGTTTGTACTGTATG | AAAATGGTGGTTTAGCAGAG |
| FABP4 | ACGAGAGGATGATAAACTGGTGG | GCGAACTTCAGTCCAGGTCAAC |
| LPL | CTGACCAAGGATAGTGGGATATAG | GGTAACTGAGCGAGACTGTGTCT |
| PPARγ | AGCCTGCGAAAGCCTTTTGGTG | GGCTTCACATTCAGCAAACCTGG |
| GAPDH | TCACTGCCACCCAGAAGACTG | GGATGACCTTGCCCACAGC |

Table S6. Primer sequences for target genes (mRNA) in qRT-PCR analysis.

Data file S1. Supplementary Excel Spreadsheet 1 for original mRNA sequencing data.

**Data file S2. Supplementary Excel Spreadsheet 2 for analyzed mRNA sequencing data.**

**Data file S3. Supplementary Excel Spreadsheet 3 for hMSC-EV proteomics Venn Diagram list.**

**Data file S4. Supplementary Excel Spreadsheet 4 for hMSC-EV proteomics sample support 2D and 3D groups.**

**Data file S5. Supplementary Excel Spreadsheet 5 for hMSC-EV proteomics g:Profiler DE intersections.**

**Data file S6. Supplementary Excel Spreadsheet 6 for hMSC-EV proteomics g:Profiler 3D intersections.**

**Data file S7. Supplementary Excel Spreadsheet 7 for Cell-RNA EV-protein functional analysis.**

How the deposited data were processed for this re-analysis (not part of the article)

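Messenger RNA was measured in 18 libraries, 6 from BM hMSCs (3 in 2D and 3 in 3D) and 12 from hMSCs of 3 donors (2 in 2D and 2 in 3D per donor). The authors selected polyadenylated RNA, made libraries with a NEBNext kit and sequenced single-end reads. They deposited whole-number read counts per gene, which are not normalized. The submitters' processing notes name the genome build hg38, and the aligner, the counting program, the gene annotation and the use of strand are not given in the sources used here. The paper describes a threshold of 10 counts, a variance filter of 10%, log2 CPM and DESeq2 in a web tool. The count table held 27973 entries with a feature name. Reads outside genes made up 2.80% to 5.08% of the reads assigned or outside genes in BM 2D, 5.77% to 8.07% in BM 3D, 4.65% to 8.77% in donor set 2D and 6.79% to 15.9% in donor set 3D, and they were left out of library sizes and tests, as were reads shared between genes.

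Of those entries, 3 without a gene name and 116 for XIST, TSIX and genes of the Y chromosome were left out, which kept 27855 genes in all tests. Current RefSeq symbols cover 26105 of their names, and 1005 more are older symbols or symbols of GENCODE 29. That annotation gave the coordinates of 25701 genes and the GC content of each gene's longest transcript. Reads shared between genes made up 2.37% to 3.33% per library. Each of the 18 libraries was matched to a sample by its label. Libraries of BM were grouped by culture, and those of the donor set by donor and culture. Reads counted in genes numbered 14909854 to 41365399 (median 32915102) in BM 2D, 30100193 to 35178215 (median 32725835) in BM 3D, 18059057 to 36050027 (median 21760033) in donor set 2D and 21320319 to 83209669 (median 35285686) in donor set 3D. The median standard error of a log2 fold change was 0.38 in BM and 0.34 in the donor set.

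Tests used edgeR 4.0.16 (quasi-likelihood, TMM scaling) in R 4.3.3, with DESeq2 1.42.0 and voom in limma 3.58.1 as alternatives, and tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes had at least 10 counts in total over the libraries of a comparison, and the 10% of genes with the lowest variance of log2 CPM were left out. Genes shown from outside these filters are marked. Log2 CPM used a prior count of 2. Adjustment followed Benjamini and Hochberg over all genes tested, and DEGs had an adjusted p under 0.05 and a log2 fold change beyond 1. The comparisons were 3D against 2D in BM (3 libraries each), 3D against 2D in the donor set (counts summed per donor and culture, with donor as block, since each donor was grown in both cultures), the interaction of donor and culture (12 libraries, not summed) and the difference of the 3D effect between BM and the mean of the donors. Same-numbered BM libraries were not treated as pairs, as neither the paper nor the labels pair them. Principal components were taken from centred log2 CPM. The 58 gene lists were tested with camera (correlation 0.01, lists of at least 3 tested genes), and also with an estimated correlation and with fry. Some lists hold genes that the paper chose on these libraries, which is stated where they appear.

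The genes named were set by a rule. They are the genes the paper names with sequencing values or measures by qRT-PCR, whose paper values were seen, and the 10 higher and 10 lower DEGs with the largest changes, a mean of at least 1 CPM and no overlap between cultures (in the donor set, the same sign in every donor). They also include up to 4 genes per list with the smallest p, and the 10 with the smallest p in the tests of interaction and of difference between BM and the donor set. For genes with 0 counts in a culture a fold change is given as at least a value, and for genes with 1 to 3 counts as a ratio with its exact 95% counting interval. Alternatives set in advance were DESeq2, limma-voom, RLE, upper quartile or no scaling factors, filterByExpr, 10 counts in every library, all genes with a count, no variance filter, a replicate block in BM, no block or unsummed libraries in the donor set, and leaving out each library or donor. A smooth trend on GC content (span 0.3) removed from each library, with and without BM 2D replicate 2, was added after seeing the data. Each test was tested on simulated data with 200 changed genes, where the interaction test recovered 25 of 100 genes changed by 1.5 on the log2 scale and 98 of 100 changed by 3, with 12 false calls among 16968. The test of the difference between BM and the donor set recovered 52 and 98 of 100, with 14 false calls among 18034. No library is a copy of another of its source and culture, as every such pair differed by more than counting noise. The pathway enrichment of the paper was not repeated, for want of its databases, and the proteomics and the qRT-PCR were not analysed. The results of some genes that the rule names are not reported.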

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

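The removal of the GC trend and the tests for immune cells, for interferon genes as the whole of the distance (with or without that removal), for GC-dependent recovery and for 3D culture of either set were chosen after the result was seen, and the other tests here were not. Among 18 groups of 6 donor set values, 4 had a highest library far from the others, where chance gives about 1 in 20 groups for independent values, which the 2 libraries of a donor are not. The highest donor set 2D library had 36050027 counts in genes, and the highest share of reads outside genes in donor set 3D was 15.9%. The highest mean log2 CPM of the interferon list was 6.46 in donor set 2D and 7.90 in donor set 3D.

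The effect of 3D culture differed between groups of samples by a test of the difference itself. The p-values of these tests measure the spread between libraries of the same source and culture, not between donors. It differed between donors for 397 genes and between BM and the donor set for 4801 genes. Interferon-stimulated genes had a median difference (log2) of -3.61 between BM and the donor set, as BM minus donor set (camera adjusted p = 1.48e-05, and adjusted p = 0.740 with an estimated correlation), and mitosis and G2/M genes of 1.79 (camera adjusted p = 1.64e-19, and adjusted p = 0.740 with an estimated correlation), the latter being lower in 3D in both sets. BM and the donor set also differ in how their cells were obtained, and no test separates that from the culture.

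Some gene groups for which the paper gives no fold change passed camera in BM. The median log2 fold change between 3D and 2D was -2.55 for interferon-stimulated genes, -4.10 for smooth muscle genes, -1.30 for epithelial genes, -1.89 for YAP and TAZ targets and 0.71 for autophagy and lysosome genes. With an estimated correlation the adjusted p was 0.632 and 0.339 for the interferon and the autophagy and lysosome lists, which then did not pass, and 0.0318, 0.0333 and 0.00792 for the smooth muscle, epithelial and YAP lists.

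Interferon-stimulated genes were high in BM 2D replicates 1 and 3 and low in 2D replicate 2 and in the 3D libraries. With every BM library thinned to 14909854 gene counts, the median difference of 2D replicate 2 was still -3.65 (log2), which argues against depth. A share of 0% of 10000 random lists matched on GC content and level had a median as low as the -3.77 observed, the lowest being -0.81, which argues against GC content. Immune cells would bring their own transcripts, and the median difference of 9 blood and macrophage genes was 0.025. A difference in interferon exposure or sensing between the 2D cultures may explain the pattern, as a hypothesis that the design gives no condition to test, and the lower level in 3D cannot be attributed to the culture from these libraries.

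BM 2D replicate 2 lay 2.36 times as far from 2D replicates 1 and 3 as these lay from each other. The ratio was 2.14 with all BM libraries thinned to the same depth, 2.35 without the interferon genes, 1.83 after removal of the GC trend of each library and 1.80 with both removed, so none of these accounts for the whole distance. The difference correlated with GC content across genes at r = -0.79, against -0.27 for the difference between 2D replicates 1 and 3, so GC-dependent recovery of transcripts in that library may be a part of it. The labels give no batch, and a difference between the cultures stays open. Without that library, 4339 genes were DEGs, 3339 of them among the 3629, with 0 turning sign.

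In the donor set, transcripts rich in GC were higher in 3D in each donor, at r = 0.57, 0.58 and 0.65 across genes. After thinning to equal depth the correlation was 0.62 and 7173 genes were DEGs, which argues against depth. In BM the correlation was 0.15 with all libraries and -0.029 without 2D replicate 2, so 2D replicates 1 and 3 showed no such trend against 3D. Replicate 2 was the BM 2D library whose own correlation with GC content was negative, as in the donor set 2D libraries. It was left out after that was seen, so this test cannot decide whether 3D culture has such an effect on hMSCs of either set. Among 1424 genes that did not differ between BM 3D and 2D, the donor set changes correlated with GC content at r = 0.81, so GC-dependent recovery that differs between the 2D and 3D libraries may be a source. Every donor set 2D library is set against every 3D library, so recovery and a response of these cells to 3D culture were not separated.

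Splits of the same libraries were too few for a share under 0.05, and the numbers count the real split. For BM, 1 of 10 splits into 3 and 3 libraries gave at least as many DEGs as the real 3629, the highest other giving 0, and 3 of 10 splits gave at least as many called lists as the real 22, the highest other giving 23. For the donor set, 1 of 10 splits of the 6 sums gave at least as many DEGs as the real 7319, the highest other giving 0, and 3 of 10 splits gave at least as many called lists as the real 24, the highest other giving 24. With each of the 4 sources (BM and the 3 donors) set against the others in turn, 1 of 4 choices gave at least as many differing genes as the real 4801, the highest other giving 468.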

How the results depend on the processing

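Of the alternatives here, the removal of the GC trend and the correlation without BM 2D replicate 2 were chosen after the result was seen. In BM, none of the DEGs turned sign under any alternative. Their number was 2298 with at least 10 counts in every library, where fewer genes were tested, 4240 after removal of the GC trend of each library and 2193 to 4339 when each library was left out in turn, with fewer samples. The other alternatives stayed within 1.5 times the 3629 DEGs. Of 193 named genes, 4 were no longer DEGs, by adjusted p or by the fold limit, under at least 1 alternative set in advance other than leaving out a library, 14 when a library was left out and 2 after removal of the GC trend. With a replicate block the number was 3695, and same-numbered 2D and 3D libraries correlated at 0.021, 0.049 and 0.11 across genes, after the culture means were removed, and not every library correlated best with that of its own number, so no pairing was assumed.

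In the donor set, the number of DEGs was 4129 after removal of the GC trend, 7320 with no replicate block and 6011 to 7492 when each donor was left out. Of 20 named genes, 1 was no longer a DEG under an alternative set in advance and 0 after removal of the GC trend. The genes whose 3D effect differed between donors numbered 1490 by DESeq2's likelihood ratio test and 60 to 1972 when each of the 12 libraries was left out. The genes whose effect differed between BM and the donor set numbered 2735 after removal of the GC trend and 2581 to 7880 when each BM library and each donor was left out. The correlation between BM and the donor set was 0.67 over genes with at least 1 CPM in both, 0.63 after removal of the GC trend and 0.50 without BM 2D replicate 2.

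The first principal component held 90.0%, 51.8% and 72.6% of the variance in BM and 82.2%, 52.0% and 56.2% in the donor set, over the 500 most variable genes, with each gene scaled, and after removal of the GC trend. Of 56 gene lists tested, camera called 22 in BM, 13 with an estimated correlation, and fry 39. In the donor set camera called 24 and 0 with an estimated correlation, where the smallest adjusted p was 0.518 and fry called 18. With 3 donors and a donor block, little spread is left from which to estimate that correlation. The test with it could hardly pass there, so the 0 calls do not decide whether these lists changed. For the difference between BM and the donor set camera called 12, 7 to 19 when a library or donor was left out, and 0 with an estimated correlation, where the smallest adjusted p was 0.392 and fry called 11. Over all settings, 3 lists lost their camera call at least 1 time in BM, 6 in the donor set and 8 for the difference. Apart from the smaller numbers of genes and samples named above, the cause was not tested. With 3 libraries per culture, changes near 1.5 on the log2 scale are often missed, and genes with fewer than 10 counts in total were not tested.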

Differences from the paper's values

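The removal of the GC trend, named for CXCL16, the ESCRT genes, CD81, PDCD6IP and HGS, was chosen after the result was seen, and the other tests here were not. Of 27 values of Table 2, 8 of Table S2, 28 of Table 4 and 40 of Table S1, all had the same direction here, and 3, 0, 0 and 12 differed by more than the spread of the replicates. The median gap (log2) was 0.074, 0.31, 0.087 and 0.45. A gap closes under an alternative where the value then lies within the spread of the replicates from the paper's, and it stays under the other alternatives set before the data were examined, DESeq2, the paper's tool, among them.

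For MMP3, the paper's log2 fold change in Table 2 is 5.46 and the value here 6.83, a gap that closes with limma-voom or a replicate block or without 2D replicate 2 or 3D replicate 3. For MMP9, the paper's log2 fold change in Table 2 is 5.92 and the value here 8.27, and the gap stays under every alternative set before the data were examined. For IL10, the paper's log2 fold change in Table 2 is 3.92 and the value here 5.79, and the gap stays under every alternative set before the data were examined. The paper's text gives 3.9-fold for IL10, which is its log2 value, against 5.79 on that scale here. For CHI3L1 the text gives 4.34-fold, which is the log2 of the 20.3-fold in Table 4, against a log2 fold change of 5.23 here. MMP9 and IL10 rest on 1 and 3 counts in 2D, so their fitted log2 fold changes depend on the constant added to the counts.

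For C2CD4A, the paper's log2 fold change in Table S1 is 8.17 and the value here 8.77, a gap that closes without 2D replicate 1. For SMIM32, the paper's log2 fold change in Table S1 is 7.65 and the value here 8.38, a gap that closes with limma-voom or without 2D replicate 3 or 3D replicate 1. For CXCR4, the paper's log2 fold change in Table S1 is 7.57 and the value here 8.16, a gap that closes with limma-voom or without 2D replicate 2, 3D replicate 1 or 3D replicate 2. For GPR84, the paper's log2 fold change in Table S1 is 6.89 and the value here 7.57, a gap that closes with limma-voom or without 2D replicate 2. For APOD, the paper's log2 fold change in Table S1 is 6.82 and the value here 7.28, a gap that closes with limma-voom, RLE size factors, upper quartile factors or a replicate block or without 2D replicate 3 or 3D replicate 3. For MMP9, the paper's log2 fold change in Table S1 is 6.76 and the value here 8.27, and the gap stays under every alternative set before the data were examined. For TAC1, the paper's log2 fold change in Table S1 is 6.25 and the value here 7.32, a gap that closes with limma-voom or a replicate block or without 2D replicate 3 or 3D replicate 3. For CXCL8, the paper's log2 fold change in Table S1 is 6.05 and the value here 6.68, a gap that closes without 2D replicate 1, 2D replicate 2 or 3D replicate 3. For JPH2, the paper's log2 fold change in Table S1 is -7.07 and the value here -8.15, a gap that closes with limma-voom or without 2D replicate 1. For ACTC1, the paper's log2 fold change in Table S1 is -5.62 and the value here -6.37, a gap that closes with limma-voom or without 2D replicate 3 or 3D replicate 3. For PLCE1-AS1, the paper's log2 fold change in Table S1 is -5.43 and the value here -7.17, a gap that closes with limma-voom. For SPAAR, the paper's log2 fold change in Table S1 is -4.98 and the value here -6.12, and the gap stays under every alternative set before the data were examined. SMIM32, GPR84, MMP9, TAC1, PLCE1-AS1 and SPAAR have 3 counts or fewer in 2D or 3D. The paper gives another value for CXCL8 in Table S2 and for ACTC1 in Table 2, and those lay within the spread of the replicates.

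The paper names CXCL12 among the chemokines raised in 3D, whereas Table S2 lists it as lower and the log2 fold change here was -2.65. It also names CXCL16, which had a log2 fold change of 1.11 and did not pass the test (adjusted p = 0.0934 from edgeR), but passed with DESeq2, with a replicate block, without 2D replicate 2 or 3 and after removal of the GC trend. The pathway lists used here are not those of the paper's enrichment. The paper describes the Hippo pathway as raised in 3D. The 25 Hippo genes tested here had a median log2 fold change of -0.48, with 4 higher and 10 lower. Of 26 targets of YAP and TAZ, which the pathway restrains, 1 was higher and 20 lower. A fall of these targets is not opposed to the paper's description. Transcript levels of pathway members do not measure its signalling, so these lists do not decide whether the pathway was raised. For the Wnt and MAPK pathways, also described as raised, 20 and 13 genes were higher and 11 and 8 lower, and neither list passed camera. In the same sentence the paper gives TNF as raised and the cell cycle and DNA replication as lowered, and in the lists for these 20, 0 and 0 genes were higher and 4, 41 and 37 lower. The paper describes senescence pathways as lowered, and those pathways were not tested here. On lists that are not the paper's, 21 genes of the senescence-associated secretory phenotype were higher and 3 lower, and 5 cell cycle inhibitor genes were higher and 4 lower.

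EV genes that the paper finds raised in 3D by qRT-PCR include CD63, CD81, PDCD6IP (ALIX), TSG101 and HGS, which did not pass the test in the sequencing with all libraries, while CD9 and RAB27B did. Without 2D replicate 2 and after removal of the GC trend, CD81 and PDCD6IP passed as lower and HGS as higher. SDCBP passed (adjusted p = 0.0457 from edgeR), but not with RLE size factors, upper quartile factors or the filterByExpr filter, nor in 5 of the 6 fits that leave out a library. The paper describes several components of the ESCRT-dependent, ESCRT-independent and ceramide routes as raised, with reference to Table 2. All 27 values of that table had the paper's direction here. On whole lists that are not the paper's, 1 of 27 ESCRT, 8 of 22 tetraspanin and 6 of 22 ceramide pathway genes were higher. These counts concern the lists and do not decide the statement on single components. The number of ESCRT genes past the test in either direction was 14 without 2D replicate 2 and 10 after removal of the GC trend. The paper states, with reference to a PCA plot, that donors did not affect the difference between cultures. By a test of each gene, 397 genes had a 3D effect that differed between donors. That test rests on 2 libraries per donor and culture, which may be technical. It cannot tell a difference between donors from one between single cultures, so it does not decide the paper's statement. The replicates, described as generally forming a tight cluster, include BM 2D replicate 2, which lay apart on the second component.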

Other observations

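The removal of the GC trend was chosen after the result was seen, and no other test in this part was. Smooth muscle genes were lower in 3D BM hMSCs. MYOCD (myocardin), the co-activator that turns on these genes, had a log2 fold change of -3.70 (standard error 0.35, adjusted p = 1.00e-04 from edgeR), and ACTG2 (enteric actin) a log2 fold change of -5.16 (standard error 0.45, adjusted p = 8.12e-05 from edgeR). Of 11 smooth muscle genes tested, 0 were higher and 10 lower, or 0 and 10 adjusted over the list alone, with a median log2 fold change of -4.10 (camera adjusted p = 6.62e-18, and adjusted p = 0.0318 with an estimated correlation). Epithelial genes were lower as well, such as the keratin KRT14, which fell from 305 ± 158 to 44.0 ± 2.46 CPM (SD, n = 3, log2 fold change -2.80, standard error 0.44, adjusted p = 0.00165 from edgeR). Among 11 epithelial genes tested, the median log2 fold change was -1.30 (camera adjusted p = 2.97e-06, and adjusted p = 0.0333 with an estimated correlation), and 0 were higher and 6 lower (0 and 6 adjusted over the list alone). More autophagy and lysosome genes were higher than lower. The higher ones include the lysosomal proteases CTSK (cathepsin K) and CTSB (cathepsin B), with log2 fold changes of 2.52 and 2.23 (standard errors 0.28 and 0.31, adjusted p = 2.65e-04 and 8.95e-04 from edgeR). The 45 autophagy and lysosome genes tested had a median log2 fold change of 0.71 (camera adjusted p = 2.14e-04, and adjusted p = 0.339 with an estimated correlation), with 18 higher and 1 lower, and 19 and 3 adjusted over the list alone. The number of autophagy and lysosome genes past the test was 12, 36, 12 and 12 without 2D replicate 1, 2D replicate 2, 3D replicate 1 and 3D replicate 2 in turn, and 30 after removal of the GC trend.

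Markers of the cell types that hMSCs can form went both ways in BM. In the osteoblast list, PHEX, a peptidase of bone mineralization, had a log2 fold change of 2.70 (standard error 0.40, adjusted p = 0.00115 from edgeR), and ALPL (alkaline phosphatase) a log2 fold change of -3.23 (standard error 0.41, adjusted p = 5.28e-04 from edgeR). Among cartilage genes, SOX5, a transcription factor of chondrocytes, had a log2 fold change of 5.29 (standard error 0.40, adjusted p = 4.45e-05 from edgeR), while ACAN (aggrecan) fell from 155 ± 56.6 to 7.15 ± 3.15 CPM (SD, n = 3, log2 fold change -4.44, standard error 0.46, adjusted p = 1.71e-04 from edgeR). Of 10 osteoblast genes tested, 4 were higher and 2 lower, or 4 and 2 adjusted over the list alone, with a median log2 fold change of 0.77 (camera adjusted p = 0.0599). Among 11 chondrocyte genes tested, the median log2 fold change was 0.74 (camera adjusted p = 0.499), and 2 were higher and 3 lower (4 and 3 adjusted over the list alone). The 9 adipocyte genes tested had a median log2 fold change of 0.68 (camera adjusted p = 0.930), with 1 higher and 1 lower, and 1 and 2 adjusted over the list alone. The osteoblast list passed camera without 2D replicate 2 or 3D replicate 2 or 3 (adjusted p = 0.0250, 0.0348 and 0.0379) and with the filterByExpr filter and after removal of the GC trend (adjusted p = 0.0260 and 0.0402). The number of chondrocyte genes past the test was 9 without 2D replicate 2. The number of adipocyte genes past the test was 0, 0, 0, 0 and 1 without 2D replicate 1, 2D replicate 3, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn, and 1 with the filterByExpr filter. PECAM1 (CD31), an adhesion molecule of endothelial and blood cells, had a log2 fold change of 3.07 (standard error 0.35, adjusted p = 2.80e-04 from edgeR), and KDR, a receptor of VEGFA, a log2 fold change of 3.70 (standard error 0.69, adjusted p = 0.00425 from edgeR). Of 10 endothelial genes tested, 4 were higher and 2 lower, or 4 and 3 adjusted over the list alone, with a median log2 fold change of 1.20 (camera adjusted p = 0.527). Among 9 blood and macrophage genes tested, the median log2 fold change was 0.49 (camera adjusted p = 0.425), and 2 were higher and 0 lower (3 and 0 adjusted over the list alone). The number of blood and macrophage genes past the test was 1, 5, 1, 1 and 1 without 2D replicate 1, 2D replicate 2, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn, and 4 after removal of the GC trend.

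Surface markers of mesenchymal stem cells were mostly lower where they changed. THY1 (CD90) and ALCAM (CD166) had log2 fold changes of -1.92 and -2.55 (standard errors 0.37 and 0.35, adjusted p = 0.00544 and 8.18e-04 from edgeR), and PDGFRB, a receptor of stromal growth factors, a log2 fold change of 2.15 (standard error 0.39, adjusted p = 0.00380 from edgeR). The 12 stem cell surface marker genes tested had a median log2 fold change of -0.18 (camera adjusted p = 0.398), with 1 higher and 5 lower, and 1 and 5 adjusted over the list alone. The number of stem cell surface marker genes past the test was 10 without 2D replicate 2. The stemness genes POU5F1 and SOX2 had log2 fold changes of -0.49 and -0.043 (adjusted p = 0.379 and 0.965 from edgeR), and NANOG had too few counts to be tested.

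Stress and metabolism genes changed in part. ERN1 (IRE1) and DDIT3 (CHOP), of the response to unfolded proteins, had log2 fold changes of 2.42 and 2.15 (standard errors 0.27 and 0.39, adjusted p = 2.67e-04 and 0.00372 from edgeR). Of 22 unfolded protein response genes tested, 7 were higher and 0 lower, or 7 and 0 adjusted over the list alone, with a median log2 fold change of 0.59 (camera adjusted p = 0.0494, and adjusted p = 0.390 with an estimated correlation). That list did not pass camera without 2D replicate 1 or 3D replicate 1, 2 or 3 (adjusted p = 0.0702, 0.117, 0.0657 and 0.0574), nor with RLE size factors and with the filterByExpr filter (adjusted p = 0.0524 and 0.0608). PFKFB3, which drives glycolysis and is a target of hypoxia-inducible factor, had a log2 fold change of 3.62 (standard error 0.29, adjusted p = 5.57e-05 from edgeR), and DDIT4 (REDD1), which restrains mTOR, a log2 fold change of 3.19 (standard error 0.30, adjusted p = 1.00e-04 from edgeR). Among 35 hypoxia target genes tested, the median log2 fold change was 0.34 (camera adjusted p = 0.199), and 11 were higher and 7 lower (13 and 9 adjusted over the list alone). The 24 glycolysis genes tested had a median log2 fold change of 0.013 (camera adjusted p = 0.499), with 5 higher and 1 lower, and 5 and 1 adjusted over the list alone. Of 33 oxidative phosphorylation genes tested, 0 were higher and 2 lower, or 0 and 0 adjusted over the list alone, with a median log2 fold change of -0.35 (camera adjusted p = 0.313). Among 25 cholesterol synthesis genes tested, the median log2 fold change was 0.69 (camera adjusted p = 0.0594), and 6 were higher and 1 lower (6 and 1 adjusted over the list alone). The 13 heat shock genes tested had a median log2 fold change of 0.057 (camera adjusted p = 0.788), with 1 higher and 3 lower, and 2 and 3 adjusted over the list alone. Of 55 ribosomal protein genes tested, 0 were higher and 0 lower, or 0 and 0 adjusted over the list alone, with a median log2 fold change of -0.27 (camera adjusted p = 0.316). The hypoxia list passed camera without 2D replicate 3 (adjusted p = 0.0496) and the cholesterol list without 2D replicate 1 or 3D replicate 3 (adjusted p = 0.0302 and 0.00992) and with library sizes alone and with the filterByExpr filter (adjusted p = 0.0408 and 0.0422). The cholesterol list also passed camera with a replicate block (adjusted p = 0.0473). The number of unfolded protein response genes past the test was 3, 13, 3, 3 and 4 without 2D replicate 1, 2D replicate 2, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn, and 12 after removal of the GC trend. The number of hypoxia target genes past the test was 28 and 11 without 2D replicate 2 and 3D replicate 3 in turn. The number of glycolysis genes past the test was 17 without 2D replicate 2, and 12 after removal of the GC trend. The number of oxidative phosphorylation genes past the test was 0, 17, 0, 0, 0 and 0 without 2D replicate 1, 2D replicate 2, 2D replicate 3, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn, and 1 with RLE size factors, 0 with library sizes alone, 0 with a replicate block and 4 after removal of the GC trend. The number of cholesterol synthesis genes past the test was 4, 21, 2 and 2 without 2D replicate 1, 2D replicate 2, 3D replicate 1 and 3D replicate 2 in turn, and 19 after removal of the GC trend. The number of heat shock genes past the test was 8 without 2D replicate 2, and 7 after removal of the GC trend. The number of ribosomal protein genes past the test was 12 without 2D replicate 2, and 3 after removal of the GC trend. The mitochondrially encoded protein genes have no entry under their standard names.

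Among 33 interferon-stimulated genes tested, the median log2 fold change was -2.55 (camera adjusted p = 1.76e-05, and adjusted p = 0.632 with an estimated correlation), and 0 were higher and 20 lower (0 and 28 adjusted over the list alone). The number of interferon-stimulated genes past the test was 12, 32, 10, 2, 6 and 5 without 2D replicate 1, 2D replicate 2, 2D replicate 3, 3D replicate 1, 3D replicate 2 and 3D replicate 3 in turn, and 12 with the filterByExpr filter. In the donor set, 16 of 32 were higher in 3D and 2 lower, with a median log2 fold change of 0.70 (camera adjusted p = 0.0494, and adjusted p = 0.870 with an estimated correlation), and the list did not pass camera without donor 3 (adjusted p = 0.499) or with no replicate block (adjusted p = 0.644). The highest library of each culture, at mean log2 CPM of 6.46 in 2D and 7.90 in 3D, came from the same donor and had the same replicate number, and the other libraries of that donor had 3.93 and 3.43. Mitosis and G2/M genes were lower in the donor set, with 44 of 45 lower and a median of -5.66 (camera adjusted p = 1.82e-39, and adjusted p = 0.518 with an estimated correlation). In the donor set the test with an estimated correlation could hardly pass, and it called 0 lists. Of 27 genes of Table 2 tested, 15 were higher and 9 lower, or 16 and 9 adjusted over the list alone, with a median log2 fold change of 1.22 (camera adjusted p = 0.161), the authors having chosen the list on these samples, so that this is not independent evidence. That list passed camera without 3D replicate 1 or 3 (adjusted p = 0.0167 and 0.0314) and with a replicate block (adjusted p = 0.0428).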
